# Single nuclei RNA-seq of mouse placental labyrinth development

**DOI:** 10.7554/eLife.60266

**Published:** 2020-11-03

**Authors:** Bryan Marsh, Robert Blelloch

**Keywords:** placenta, mouse, single nuclei RNA sequencing, placental development, labyrinth, syncytiotrophoblasts, Mouse

## Abstract

The placenta is the interface between mother and fetus in all eutherian species. However, our understanding of this essential organ remains incomplete. A substantial challenge has been the syncytial cells of the placenta, which have made dissociation and independent evaluation of the different cell types of this organ difficult. Here, we address questions concerning the ontogeny, specification, and function of the cell types of a representative hemochorial placenta by performing single nuclei RNA sequencing (snRNA-seq) at multiple stages of mouse embryonic development focusing on the exchange interface, the labyrinth. Timepoints extended from progenitor-driven expansion through terminal differentiation. Analysis by snRNA-seq identified transcript profiles and inferred functions, cell trajectories, signaling interactions, and transcriptional drivers of all but the most highly polyploid cell types of the placenta. These data profile placental development at an unprecedented resolution, provide insights into differentiation and function across time, and provide a resource for future study.

## Introduction

The placenta links maternal tissues and the embryo, providing necessary support and instructing the development of the embryo. The placenta performs many essential functions including transport of nutrients and exchange of gases and waste between maternal and fetal blood, production and uptake of hormones, and regulation of the maternal immune system (Maltepe and Fisher, 2015; Woods et al., 2018). The mouse placenta is separated into three main regions – the decidua, the junctional zone (JZ), and the labyrinth. Select fetal trophoblast invade into the maternal decidua and remodel and line maternal arteries, facilitating maternal blood to flow into the fetal portion of the placenta (Adamson et al., 2002; Maltepe and Fisher, 2015). The JZ lies directly beneath the decidua and consists of parietal trophoblast giant cells, spongiotrophoblast, and glycogen cells that largely function in hormone secretion and metabolism (Simmons et al., 2007; Woods et al., 2018). Beneath the JZ, closest to the embryo, is the labyrinth, which is specially designed to maximize surface area for gas and nutrient exchange between maternal and fetal blood (Figure 1A; Simmons et al., 2008a; Soncin et al., 2015; Woods et al., 2018).

**Figure 1.**
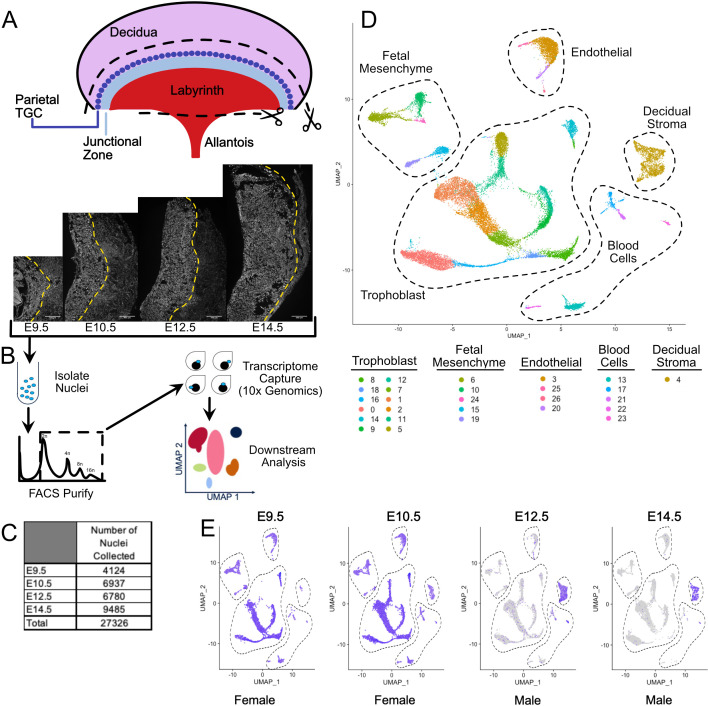
Nuclear isolation and snRNA-seq of mouse placental cells (E9.5-E14.5). (**A**) Schematic showing the main regions of the placenta – Labyrinth, Junctional Zone, Parietal TGC, and Decidua. Removal of the decidual stroma and the allantois is marked by scissors and cut lines. Sections of placentas at E9.5–14.5 stained with DAPI to label nuclei and reveal tissue architecture. The dotted line is drawn at the interface between the junctional zone (left of the line) and the maternal decidual stroma (right) to demonstrate the growth occurring during this time span. (**B**) Schematic outlining nuclei isolation from tissue, purification using FACS, transcriptome capture, and downstream analysis. (**C**) Number of nuclei collected at each gestational age and in total. (**D**) Visualization of the 27,326 nuclei included in the analysis plotted in two dimensions by transcriptome similarity using uniform manifold approximation and projection (UMAP). Each dot represents one nucleus colored according to assignment by clustering analysis (see Materials and methods). Dotted lines encircle clusters with common properties. (**E**) Expression of *Xist* in each sample. Female placenta samples express *Xist* in all nuclei. Male placental samples express *Xist* only in maternally derived nuclei. The main cell type groupings from D are outlined here also. Figure 1—source data 1.Marker genes for clusters in complete snRNA-seq data (E9.5-E14.5).

**Figure 1—figure supplement 1.**
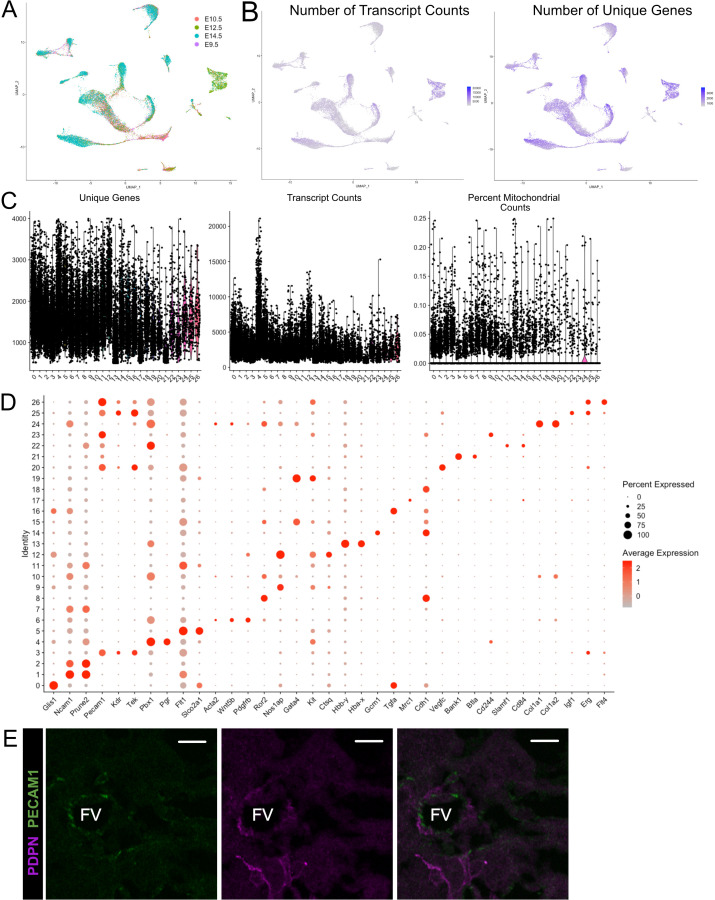
Quality control metrics andmarker genes for snRNA-se of mouse placentae (E9.5-E14.5). (**A**) UMAP projection of all nuclei color coded by timepoint from which they were collected. (**B**) The number of transcripts identified per nucleus (left) and the number of unique genes identified (right) per cell projected in UMAP space. (**C**) Violin plots showing the number of unique genes (left), number of transcripts (middle), and the percent of reads mapping to mitochondrial genes (right) for each cluster identified in Figure 1D. (**D**) Dot plot showing the average expression per cluster and percent of nuclei in each cluster expressing select marker genes. Genes are listed on the x-axis and clusters on the y-axis. (**E**) Immunofluorescence staining of PDPN and PECAM1 at E10.5 showing PDPN+ c mesenchymal cells and contacts with fetal PECAM+ endothelial cells (Scale Bar – 20 µm; FV – Fetal Vessel).

The development of the labyrinth structure begins with fusion of the allantois with the chorion at E8.5 (Cross et al., 2003). This begins a process of invasion and branching morphogenesis resulting in an expansive surface area for gas and nutrient exchange by E10.5 (Soncin et al., 2015). The gas exchange interface in the mouse contains three layers of differentiated trophoblast separating maternal blood from the endothelial cells of the fetal vasculature (Simmons et al., 2008a; Maltepe and Fisher, 2015; Coan et al., 2005). Sinusoidal trophoblast giant cells (S-TGC) reside in the maternal blood space, have demonstrated exocrine functions, and are a source of placental lactogens (Simmons et al., 2008b). S-TGC are attached to the outermost syncytiotrophoblast layer (SynTI) but are perforated allowing maternal blood to contact SynTI (Coan et al., 2005; Woods et al., 2018). Next, are the two SynT layers which together transport gasses and nutrients from the maternal blood to the fetal vasculature (Georgiades et al., 2002; Woods et al., 2018). SynTI is the outer layer in direct contact with maternal blood forming the barrier between maternal blood and fetal tissue. Beneath, is SynTII which functions as an intermediary between SynTI on its apical membrane and the fetal endothelium on its basal side. Proper patterning of each cell type ensures efficient transport of nutrients and waste between maternal and fetal blood, and is necessary for embryonic growth, development, and viability.

Investigating the cells of the placental labyrinth is difficult due to their size and an expansion in the number or ploidy of nuclei. SynT cells are multinucleate and are not amenable to standard dissociation and isolation procedures. As a reference, human SynT are 80–200 µM in diameter and contain 5–15 nuclei meaning their size and fragility do not allow for profiling by FACS or passage through microfluidic channels for droplet-based single-cell RNA sequencing (Liu et al., 2018). Therefore, questions remain about how each cell type is specified, how essential placental functions are distributed between cell types, and how each cell type changes throughout developmental time.

Single-cell RNA sequencing has become the preferred method for understanding the composition of a complex tissue at the transcriptional level. Several studies in both mouse (Nelson et al., 2016; Home and Ghosh, 2019) and human (Vento-Tormo et al., 2018; Suryawanshi et al., 2018) have profiled the placenta using scRNA-seq, however, syncytiotrophoblast are greatly underrepresented in these data. Studies in mouse have either avoided profiling the labyrinth trophoblast, or are unable to distinguish between the two SynT layers (Nelson et al., 2016; Home and Ghosh, 2019). Recently, application of droplet-based transcriptome profiling to nuclei has been shown to provide high quality data and results which recapitulate those from whole cell scRNA-seq (Habib et al., 2017; Lake et al., 2018; Bakken et al., 2018; Ding et al., 2020). To circumvent complications with single-cell dissociation and capture of placental cells, we applied single nuclei RNA-seq (snRNA-seq) to the mouse placenta.

In this study, we used snRNA-seq to profile the murine placental development at four time points spanning placental cell type specification, differentiation, and maturation (E9.5, E10.5, E12.5, and E14.5). We resolve all populations of the labyrinth at single-nucleus resolution and identify distinct markers and transcript signatures for each population. We are able to separate each SynT layer, furthering the understanding of the independent roles of each cell type at the gas exchange interface. Mapping differentiation from stem/progenitor cells to terminal differentiation, we capture novel intermediates and identify putative regulators. We predict signaling interactions between populations of the labyrinth to understand crosstalk between these populations, revealing factors guiding concerted development of SynT and fetal endothelium. Finally, we identify transcription factor (TF) driven gene regulatory networks active in each placental population, uncovering candidate regulators of fate and function in the placenta. By separating and characterizing placental cell types, specifically those in the labyrinth, these data provide a resource for understanding development in vivo, generation of molecular tools in vitro and in vivo, and for future modeling of prenatal pathologies.

## Results

### Nuclear isolation and snRNA-seq of mouse placental cells (E9.5-E14.5)

To gain a better understanding of the constitution of cell types and developmental trajectories in the mouse placenta, we performed single nuclei droplet-based sequencing of their transcriptomes at four embryonic time points: E9.5, E10.5, E12.5, and E14.5. Given the largely syncytial nature of the placenta, we reasoned that sequencing of nuclei would bypass the problems inherent in using a single-cell RNA-sequencing approach. To decrease contribution from maternal tissues, the placenta was carefully dissected at the boundary between the fetal junctional zone and the maternal decidua (Figure 1A). On the labyrinth side of the placenta, the placenta was separated from embryo proper at the point of attachment with the allantois on the basal side (embryo facing). Nuclei were isolated and sorted for DNA content by FACS enabling the removal of doublets and contaminating cytoplasmic RNA (Figure 1B). Isolated nuclei were subjected to droplet-based sequencing using the 10x Genomics platform.

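Nuclei of the placental labyrinth and the junctional zone attached to it were profiled from embryonic day E9.5 to E14.5. The labyrinth is the part of the mouse placenta where maternal and fetal blood exchange nutrients and gases. There is 1 library at each of 4 embryonic days (E9.5, E10.5 and E12.5 besides E14.5). The outer layers of the decidua, the maternal part of the placenta, had been removed before nuclei were isolated, and 2059 nuclei of decidual stroma remained. Nuclei were sorted by DNA content before they were loaded on the droplet instrument. The libraries were made with the 3' chemistry of 10x Genomics, which tags the 3' end of each RNA molecule with a unique molecular identifier (UMI) so that molecules rather than reads are counted. The authors aligned the reads to the mm10 genome with STAR 2.6 and counted UMIs with Cell Ranger 3.0.2. The matrices they deposited hold 4124 nuclei at E9.5, 6937 at E10.5, 6780 at E12.5 and 9485 at E14.5. They have medians of 2552, 2461, 2131 and 2350 UMIs per nucleus and totals of 11805599, 19866467, 18868222 and 27251333 UMIs. The deposited values are natural logs of UMIs scaled to 10000 per nucleus plus 1, as Seurat writes them, and turned back into whole UMI counts for 100% of the values within 0.001 of a count. Cell types are the clusters that the authors deposited for each nucleus. UMIs were summed over the nuclei of each cluster in each library and are given as CPM (UMIs of a gene scaled so that every sum has the same total), with the mean and SD over libraries. Clusters were compared across the 4 libraries with limma on the log2 CPM of these sums, with voom weights, the library as a block and an adjusted p under 0.05 after Benjamini-Hochberg. The test took genes with at least 10 counts at the median depth in enough sums and sums of at least 10 nuclei. Because the authors drew the clusters on the expression of the same nuclei, an adjusted p between clusters says how constant a difference was across the 4 libraries, which differ in embryonic day, and is not separate evidence that the clusters exist. Between embryonic days there is 1 library each, so such comparisons have no test, and their intervals (exact, 95%, Poisson for sums and Clopper-Pearson for shares) cover counting error only.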

A total of 27,326 nuclei passed quality control (between 500 and 4000 unique genes identified and fewer than 0.25% mitochondrial reads), ranging from 4124 to 9485 nuclei across the embryonic days (Figure 1C, Supplementary file 1). Clustering of nuclei using the Seurat package identified 26 clusters, then projected in UMAP expression space allowing for an understanding of the relationship among populations as visualized by proximity (Figure 1D, Figure 1—figure supplement 1A–C; Satija et al., 2015; Butler et al., 2018). 

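The authors' annotation of the complete matrix holds 27 clusters, numbered from 0 to 26, over 27326 nuclei. Grouped as in Figure 1D, 61.2% of the nuclei were trophoblast, 13.7% fetal mesenchyme, 10.0% endothelial, 7.53% decidual stroma and 7.49% blood cells. The groups were unequally spread over the libraries. Decidual stroma made up 24.1% (interval 23.1 to 25.1) of the E12.5 nuclei but 0.242% at E9.5, 2.67% at E10.5 and 2.44% at E14.5, and blood cells were 14.4% (interval 13.5 to 15.2) at E10.5 and 1.73% at E14.5. Endothelial nuclei were 10.5%, 10.7%, 4.17% and 13.5% of the nuclei in order of embryonic day. The groups also differed in depth, with medians of 4506 UMIs per nucleus in decidual stroma, 2528 in trophoblast and 1355.5 in blood cells. With 1 library per embryonic day, the share of decidual stroma in a library cannot be told apart from how its placentas were dissected. The nuclei had between 501 and 3999 detected genes and at most 0.250% of their UMIs from 13 mitochondrial genes.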

Based on general markers, these populations were separated into five broad groups: trophoblast, decidual stroma, blood cells, endothelial cells, and fetal mesenchyme.

The maternal decidual stroma was identified by the absence of Xist expression in male embryonic tissue (Figure 1E). 

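Xist, the long non-coding RNA that silences one X chromosome in female cells and lies on chromosome X from 103460366 to 103483254 of GRCm38, was lower in trophoblast and fetal mesenchyme than in decidual stroma in the later libraries. In decidual stroma it stood at 1817 CPM (interval 1788 to 1847) at E12.5 and 1831 CPM at E14.5, with a UMI in 97.5% and 98.7% of the nuclei. In trophoblast of the same libraries it was 88.7 CPM (interval 82.5 to 95.1) and 14.5 CPM (interval 12.9 to 16.3), with a UMI in 16.4% and 4.04% of the nuclei, and fetal mesenchyme was close to it at 87.9 and 13.3 CPM. The other groups did not part as cleanly: blood cells had 1729 and 326 CPM, with a UMI in 48.3% and 14.0% of the nuclei, and the endothelial group 309.6 and 20.0 CPM (23.3% and 3.04%). Their clusters differed at E12.5, so these groups mix clusters near the decidual level with clusters near the trophoblast level. Xist had a UMI in 98.5% of nuclei of cluster 23, 86.7% of endothelial cluster 26 and 66.7% of cluster 21. Cluster 17 lay between at 41.5%, and erythroid cluster 13, cluster 22 and endothelial cluster 3 had 15.4%, 10.7% and 19.4%. At E9.5 and E10.5, Xist was high in every group, with 6916 and 5659.8 CPM in trophoblast and a UMI in 99.8% and 99.9% of its nuclei. Uty, a gene of the Y chromosome, ran the other way in trophoblast, at 0.766 and 3.26 CPM at E9.5 and E10.5 and 155 and 164 CPM at E12.5 and E14.5. Brought to 1000 UMIs per nucleus, 8.59% of trophoblast and 78.4% of decidual nuclei at E12.5 had an Xist UMI, where the medians before thinning were 2026 and 4163 UMIs. Trophoblast nuclei were thus Xist-positive in the E9.5 and E10.5 libraries and Uty-positive in the E12.5 and E14.5 libraries, and the sex of the embryos goes with the early and late days. From the absence of Xist in male embryonic tissue, the paper identifies the maternal decidual stroma.

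**Figure D1:**
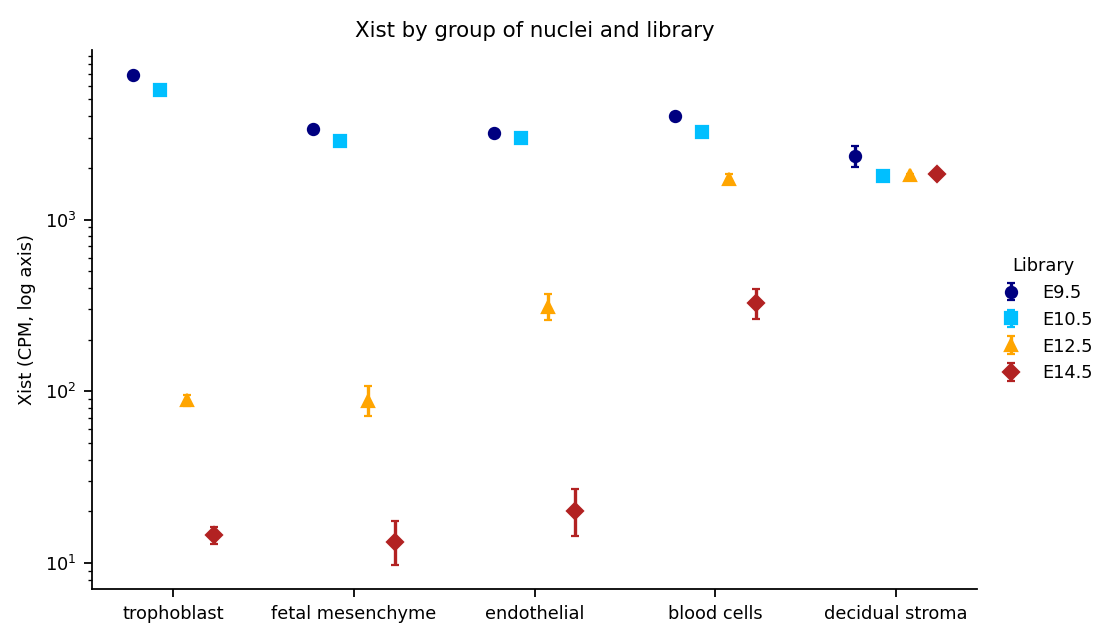
Xist in CPM on a log axis for each of 5 broad groups of nuclei in each of the 4 libraries. Points are sums over the nuclei of a group and bars are exact 95% Poisson intervals, which cover counting error only. Trophoblast and fetal mesenchyme lie between 2875 and 6916 CPM at E9.5 and E10.5 and between 13.3 and 88.7 CPM at E12.5 and E14.5, while decidual stroma stays between 1789 and 2335 CPM.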

Marker genes further subdivided the five broad groups into subgroups (Figure 1—figure supplement 1D, Figure 1—source data 1, Supplementary file 2). The fetal mesenchyme group consisted of two distinct subgroups. One (clusters 6, 10, and 24) expressed markers of pericytes (e.g. *Acta2*) and several growth factors including *Wnt5b* and *Pdgfrb* that are critical for development and maintenance of vascular populations (Eaton et al., 2020). 

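Pdgfrb, the receptor through which pericytes are recruited to vessels, reached 401 ± 187 CPM (SD, n = 4) in cluster 6, 89.3 ± 35.4 CPM in cluster 24 and 55.8 ± 13.5 CPM in cluster 10. Against the mean of the other 26 clusters this is a log2 fold change of 4.79 (standard error 0.22, adjusted p = 1.6e-33, limma) for cluster 6, 2.58 for cluster 24 and 1.98 for cluster 10. Wnt5b, a secreted Wnt ligand, was 365 ± 215 CPM and 353 ± 229 CPM in clusters 6 and 24 and 63.7 ± 55.7 CPM in cluster 10, with log2 fold changes of 4.25, 3.53 and 1.45 (adjusted p at most 5.6e-04, limma). Acta2, smooth muscle actin, was low in all clusters and highest in these 3, at 144 ± 102 CPM in cluster 24, 102 ± 34.0 CPM in cluster 6 and 73.2 ± 17.2 CPM in cluster 10, with log2 fold changes of 4.26, 3.82 and 3.29 (adjusted p at most 1.8e-17, limma). Gata4, a transcription factor of mesoderm and endoderm, was 1019 ± 121 CPM in cluster 15 and 2768 ± 492 CPM in cluster 19, with log2 fold changes of 5.53 (standard error 0.27, adjusted p = 2.6e-30, limma) in cluster 15 and 7.02 (standard error 0.26, adjusted p = 2.9e-39, limma) in cluster 19. Pdpn, the surface glycoprotein podoplanin, was 357 ± 196 CPM in cluster 15 and 493 ± 75.5 CPM in cluster 19 (5.05 and 5.86 on the log2 scale, adjusted p at most 1.1e-28, limma). The receptor kinase gene Kit was high in cluster 19 (2.80, standard error 0.23, adjusted p = 1.5e-18, limma) and much less so in cluster 15 (0.80, adjusted p = 0.038), where at 233 ± 159 CPM it lay below decidual cluster 4 at 428 ± 188 CPM. The fit held 103 sums of cluster and library and 12411 genes. Wnt5b in cluster 10 did not pass without the E9.5 library (log2 fold change 0.95) and Kit in cluster 15 did not pass without the E12.5 or E14.5 library (log2 fold changes 0.72 and 0.31). Kit in cluster 15 moved to 1.22 without E9.5. Kit in cluster 15 also did not pass without the replicate block or without voom weights.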

The other (clusters 15 and 19) expressed *Gata4*, *Kit,* and *Pdpn.* The nature of the cells in this subgroup is unclear, but immunofluorescence for PDPN showed the cells to be interstitial with long projections that appear to make contact with PECAM positive fetal endothelial cells (Figure 1—figure supplement 1E). 

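Endothelial nuclei fell into clusters 3, 20, 25 and 26. Pecam1, the adhesion molecule PECAM1 (CD31), was present throughout, at 916 ± 203 CPM (SD, n = 4) in cluster 3, 937 ± 218 CPM in cluster 20, 869.5 ± 317 CPM in cluster 25 and 1331 ± 471 CPM in cluster 26, the last over 3 libraries. Kdr, the main receptor of VEGFA, and Tek, the angiopoietin receptor, stood at 272 ± 70.5 CPM and 589 ± 39.8 CPM in cluster 3 and were as high in cluster 25 (387 ± 46.5 CPM and 681 ± 312 CPM). Against the mean of the other clusters, log2 fold changes in cluster 3 were 3.72 for Pecam1, 3.73 for Kdr and 4.31 for Tek (standard errors 0.18 to 0.20, adjusted p at most 4.5e-30, limma). Flt4, which encodes the VEGFC receptor of lymphatic endothelium, was 418 ± 74.5 CPM (SD, n = 3) in the 3 libraries with at least 10 nuclei of cluster 26, a log2 fold change of 5.21 (standard error 0.35, adjusted p = 5.1e-23, limma), and 122 ± 18.7 CPM in cluster 3. Other lymphatic genes did not follow it: Prox1, the transcription factor of lymphatic identity, was 16.4 ± 16.8 CPM in cluster 26, no higher than in erythroid cluster 13 (23.5 ± 20.8 CPM), and Lyve1 had no UMI in its 89 nuclei, which allows a share of up to 3.37% of nuclei with a UMI. Vegfc, the ligand of FLT4, marked cluster 20 at 1530 ± 849 CPM (log2 fold change 6.57 (standard error 0.25, adjusted p = 7.5e-39, limma)), and Igf1, insulin-like growth factor 1, marked cluster 25 at 374 ± 216 CPM against 63.3 ± 66.9 CPM in cluster 3, with 6.13 (standard error 0.38, adjusted p = 2.0e-24, limma) over the mean of the other clusters. Among the genes with the largest fold in cluster 20 were Gja5 and Bmx, known from arterial endothelium. Cluster 26 had 19, 54, 15 and 1 nuclei in order of embryonic day. In the Uty-positive E12.5 library, Xist had a UMI in 86.7% of its nuclei. The share was 19.4%, 26.9% and 10.0% in clusters 3, 20 and 25 and 97.5% in decidual stroma. At E12.5, cluster 26 was thus closer to maternal than to fetal nuclei. At E9.5 and E10.5, where fetal nuclei are Xist-positive too, its origin cannot be told this way.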

The endothelial group consisted of cells expressing markers of vascular endothelium (Cluster 3 - *Pecam1*, *Kdr*, *Tek*), lymphatic endothelium (cluster 26 - *Flt4*/*Vegfr3*), and pro-angiogenic and lymphogenic lineages (Clusters 20 and 25 - *Vegfc* and *Igf1*, respectively) (Cao et al., 1998; Björndahl et al., 2005). The identification of cells expressing lymphatic markers is intriguing because the placenta is not thought to contain lymphatics. However, lymphatic endothelium has been discovered in human and it is possible a similar cell type exists in mouse (Pique-Regi et al., 2019). 

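Erythroid, macrophage and B-cell clusters each carried their own genes at levels that no other cluster approached. The embryonic globins Hbb-y and Hba-x stood at 3121 ± 458 CPM (SD, n = 3) and 1577 ± 492 CPM in cluster 13, log2 fold changes of 4.05 for Hbb-y and 4.30 for Hba-x (standard errors 0.10 to 0.14, adjusted p at most 1.5e-43, limma) against the mean of the other clusters. Both also gave UMIs elsewhere, such as 376 ± 174 CPM of Hbb-y in cluster 21. Mrc1, the macrophage mannose receptor, was 551 ± 271 CPM (SD, n = 4) in cluster 17, where the next highest cluster had 20.3 ± 26.6 CPM. Bank1, a scaffold of B-cell receptor signalling, and Btla, a lymphocyte inhibitory receptor, were 2505 ± 438 CPM (SD, n = 3) and 748 ± 395 CPM in cluster 21, and the B-cell transcription factor Pax5 was also among the genes with the largest fold there (8.17 on the log2 scale). In cluster 22, Slamf1 and Cd84, receptors of the SLAM family found on lymphocytes and platelets, were 366 ± 355 CPM (SD, n = 4) and 328 ± 258 CPM, and the granzyme gene Gzmc was 3.62 ± 5.79 CPM. Gzmc was instead highest in cluster 23 at 461 ± 435 CPM. Genes of the megakaryocyte and platelet lineage were among those with the largest fold in cluster 22, such as the integrin Itga2b (log2 fold change 7.58), the collagen receptor Gp6 (7.51) and the platelet tubulin Tubb1 (8.07). Cd244, a receptor of natural killer cells, was 349.9 ± 134 CPM (SD, n = 4) in cluster 23, a log2 fold change of 5.36 (standard error 0.39, adjusted p = 3.1e-21, limma), and perforin (Prf1), with which these cells kill, was 7.48 on the same scale. Against the mean of the other clusters, log2 fold changes were 6.36 for Mrc1 in cluster 17, 8.43 for Bank1 and 7.69 for Btla in cluster 21, 6.54 for Slamf1 and 5.95 for Cd84 in cluster 22 and 6.46 for Gzmc in cluster 23 (adjusted p at most 6.7e-22, limma). Gzmc in cluster 22 did not pass (1.42 (standard error 0.65, adjusted p = 0.12, limma)). Cluster 22 held 18, 149, 28 and 21 nuclei in order of embryonic day.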

The blood cell group consisted of putative erythrocytes (Cluster 13 - Hbb-y, Hba-x), macrophages (Cluster 17 - Mrc1+; Martinez and Gordon, 2014), B-cells (Cluster 21 - Bank1, Btla; Aiba et al., 2006), T-cells (Cluster 22 – Gzmc, Slamf1, Cd84; Griewank et al., 2007, Veillette, 2006), and natural killer cells (Cluster 23 Cd*244*; Lee et al., 2004). Together, these data show that snRNA-seq has the sensitivity and specificity to identify the multitude of cell types in the developing placenta.

### Sub-clustering identifies the trophoblast subpopulations of the labyrinth and junctional zone

Trophoblast cells are unique to the placenta and perform the majority of its specialized functions. Unsurprisingly, they also make up the largest of the five broad groups of nuclei (Figure 1D). 

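Trophoblast was the largest group in every library, with 65.0% (interval 63.5 to 66.4) of the nuclei at E9.5, 60.7% at E10.5, 54.6% at E12.5 and 64.6% (interval 63.7 to 65.6) at E14.5. The next largest group was fetal mesenchyme at E9.5 (15.3%) and E14.5 (17.7%), blood cells at E10.5 (14.4%) and decidual stroma at E12.5 (1633 nuclei). Counted over all libraries, 16725 nuclei lay in trophoblast clusters.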

To gain a deeper understanding of the trophoblast populations, we used Seurat to cluster only trophoblast nuclei. Nuclei collected at each individual timepoint were analyzed separately and those assigned a trophoblast identity were then integrated and visualized on a single UMAP. This analysis resulted in 13 clusters consisting of 16,386 nuclei, with clusters ranging in size from 159 to 2906 nuclei (Figure 2A, Figure 2—figure supplement 1A). 

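The deposited trophoblast matrix holds 16836 nuclei in 13 clusters, 2693 from E9.5, 4229 from E10.5, 3800 from E12.5 and 6114 from E14.5, at medians of 2591, 2680, 2017 and 2717.5 UMIs per nucleus. The largest cluster was SynTI, the syncytial layer that faces maternal blood, with 2906 nuclei, followed by glycogen cells (GC) with 2373 and the second junctional zone precursor (JZP 2) with 2052. The smallest was the SynTII precursor with 159. SynTII, the syncytial layer next to the fetal endothelium, had 822 nuclei, sinusoidal trophoblast giant cells (S-TGC) 929, spongiotrophoblast (SpT) 1345, and the progenitor clusters LaTP and LaTP2 786 and 1127. Of the 16836 nuclei, 16601 are also in the complete matrix, with 0 differing counts, and 16575 of those lie in its trophoblast clusters. The 235 nuclei found only in the trophoblast matrix include 122 of LaTP2. Small clusters limit the comparisons: the SynTII precursor had 51, 64, 28 and 16 nuclei and LaTP 364, 350, 57 and 15 in order of embryonic day, and SpT none at E9.5.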

The clusters formed five appendages arising from a central body.

**Figure 2.**
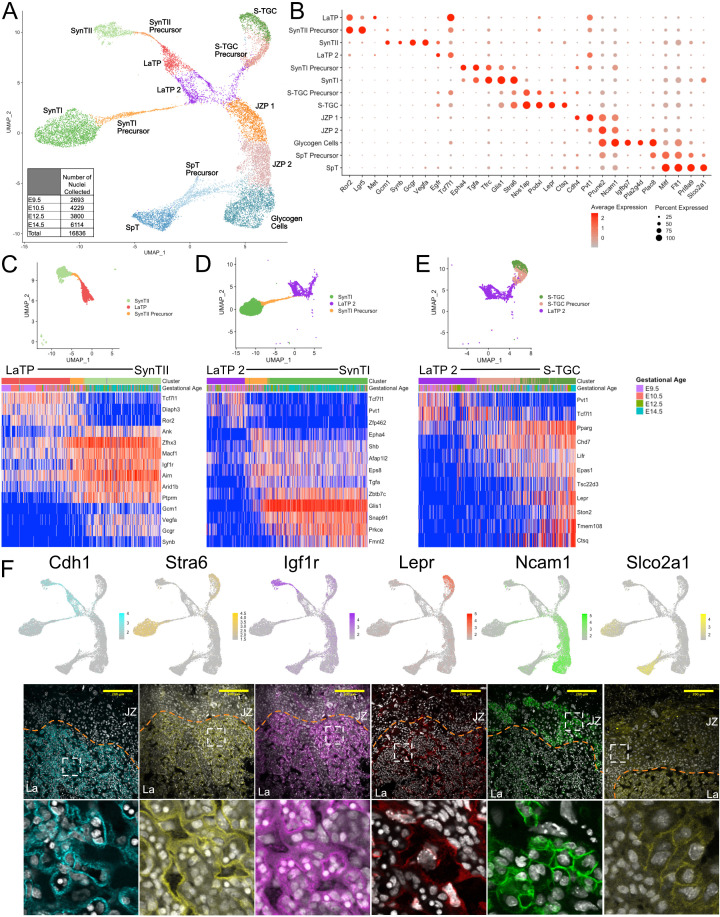
Sub-clustering of the trophoblast nuclei identifies the cell types of the labyrinth and junctional zone. (**A**) UMAP showing the 16,836 nuclei included in the trophoblast subset, clustered and plotted according to transcriptome similarity. Clusters were annotated according to canonical marker genes and named below. Inset shows the number of nuclei collected at each gestational age. (**B**) Dot plot showing average expression and percent of nuclei in each cluster expressing canonical and novel marker genes identified for each cluster. Genes listed on the x-axis and clusters on the y-axis. (**C–E**) Nuclei along the differentiation from LaTP to SynTII, SynTI, and S-TGC were ordered by pseudotime using Slingshot. The nuclei included along each pseudotime axis shown at top. The expression of select genes (y-axis) representing each differentiation are shown in each heatmap. Each column represents a nucleus organized in pseudotime proceeding from left to right along the x-axis. (**F**) Expression of genes unique to several trophoblast populations projected in UMAP space (top) and localization of corresponding protein in E12.5 mouse placenta sections by immunofluorescence staining (Middle – 20x, Scale Bar = 200 µM; Bottom – high magnification inset area shown by white dashed line). Separation of labyrinth (La) and junctional zone (JZ) shown by the orange dashed line. Figure 2—source data 1.Marker genes for clusters in subclustered trophoblast nuclei. Figure 2—source data 2.Expression of the top 200 variable genes along the pseudotime ordering of cells from LaTP to SynTII (Figure 2C). Figure 2—source data 3.Expression of the top 200 variable genes along the pseudotime ordering of cells from LaTP2 to SynTI (Figure 2D). Figure 2—source data 4.Expression of the top 200 variable genes along the pseudotime ordering of cells from LaTP2 to S-TGC (Figure 2E).

**Figure 2—figure supplement 1.**
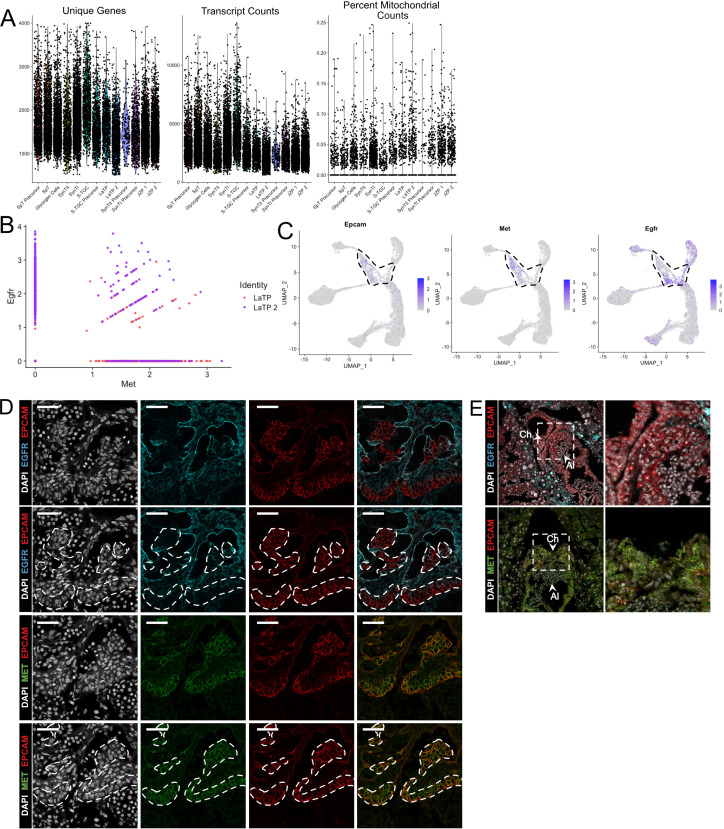
Quality control metrics for snRNA-seq of subclustered trophoblast nuclei and dissection of LaTP populations by specific markers. (**A**) Violin plots showing the number of unique genes (left), number of transcripts (middle), and the percent of reads mapping to mitochondrial genes (right) for each cluster identified in the trophoblast dataset in Figure 2A. (**B**) Scatter plot of expression of *Egfr* and *Met* in LaTP and LaTP2 clusters showing *Egfr* expression to be highly enriched in LaTP2. (**C**) Expression of *Epcam* RNA projected in trophoblast nuclei. LaTP and LaTP two clusters are outlined by the dotted line. (**D**) Immunofluorescence staining of EPCAM and EGFR (top two rows) or EPCAM and MET (bottom two row). White dashed lines outline EPCAM expression as a marker of canonical LaTPs. MET expression colocalizes with EPCAM and represent the LaTP cluster. EGFR and EPCAM domains are largely non-overlapping, with EGFR expressing cells representing the distinct LaTP2 cluster. EGFR is also expressed in mature SynTII. (**E**) Immunofluorescence staining of EPCAM and EGFR or EPCAM and MET at E8.5. Arrows denote the allantois (Al) and the chorion (Ch). The white box denotes the inset at right.

**Figure 2—figure supplement 2.**
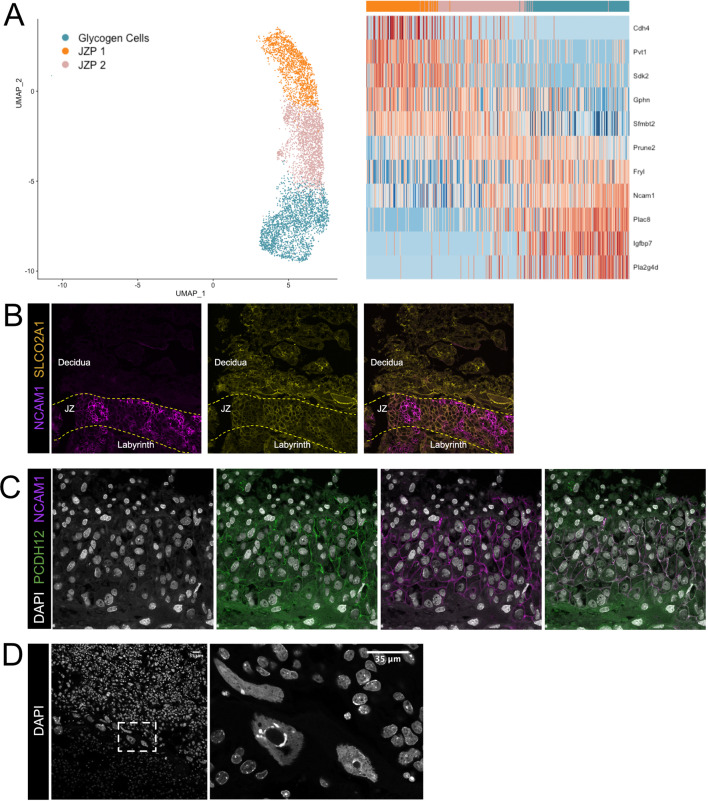
Additional validation of the identities of Junctional Zone clusters. (**A**) Nuclei along the differentiation from JZP1 to GCs were ordered by pseudotime using Slingshot. The nuclei included along each pseudotime axis shown at left. The expression of select genes (y-axis) representing differentiation is shown in heatmap (right). Each column represents a nucleus organized in pseudotime proceeding from left to right along the x-axis. (**B**) Immunofluorescence staining of sections from E12.5 placentas for Ncam1 (Purple) and Slco2a1 (Yellow). Dashed lines separate boundaries between placental regions (Labyrinth, JZ – Junctional Zone, and Decidua). (**C**) Immunofluorescence staining of sections from E12.5 placentas for Pcdh12 (Green) and Ncam1 (**D**) DAPI staining in E12.5 placental sections. Dashed box outlines the magnified region shown at left.

**Figure 2—figure supplement 3.**
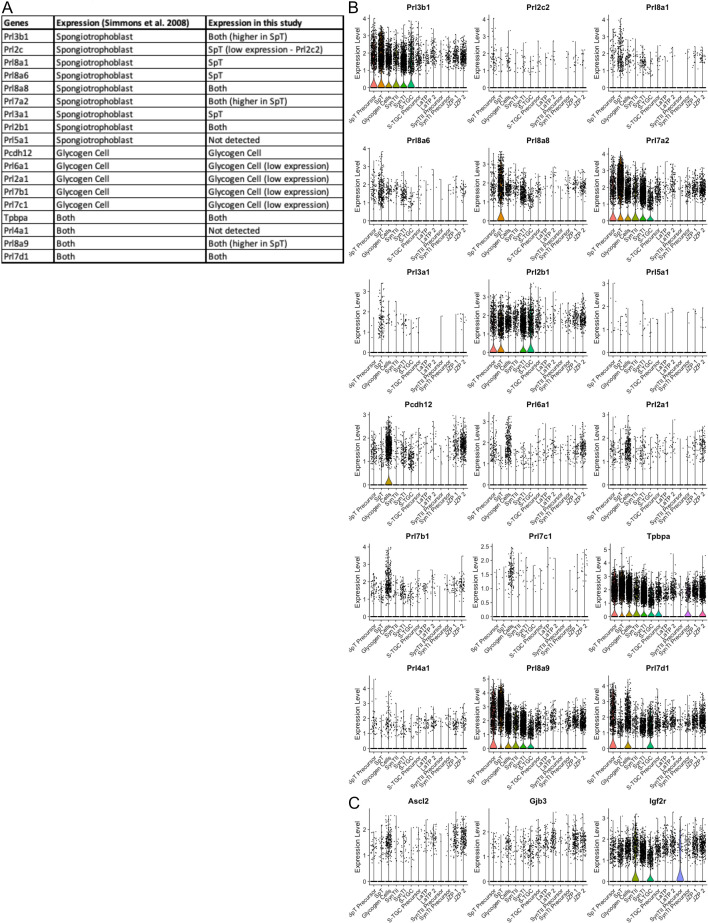
Characterization of spongiotrophoblast and glycogen gell clusters by specific expression of prolactin genes. (**A**) Table of prolactin gene expression in either spongiotrophoblast or glycogen cells from Simmons et al., 2008a and their expression in the snRNA-seq data. (**B**) Violin plots showing the expression of the prolactin genes in (**A**). (**C**) Violin plots showing the expression of additional canonical markers Pcdh12, Tpbpa, Ascl2, Gjb2, and Igf2r.

The central body consisted of 4 clusters. One of these clusters highly expressed the receptor tyrosine kinase *Met* (Figure 2B), which was previously described as a marker of labyrinth trophoblast progenitor (LaTP) cells with trilineage potential: SynTI, SynTII, and S-TGC (Ueno et al., 2013). The snRNA-seq data places these cells as most closely related to SynTII. 

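Ror2, a receptor for non-canonical Wnt ligands on chromosome 13 from 53109312 to 53286124 of GRCm38, and Lgr5, the R-spondin receptor that marks stem cells of several epithelia, were shared by LaTP and the SynTII precursor. Ror2 stood at 1572 ± 930.5 CPM (SD, n = 4) in LaTP and 1382 ± 426 CPM in the SynTII precursor, and Lgr5 at 960.1 ± 609 CPM and 2938 ± 1702 CPM. Tcf7l1, a transcription factor that represses Wnt targets, was 2009 ± 475 CPM and 713 ± 232 CPM. In mature SynTII the 3 genes were at 221 ± 139 CPM, 405 ± 397 CPM and 376 ± 126 CPM, and in SynTI at 26.0 ± 27.7 CPM, 16.3 ± 15.4 CPM and 72.2 ± 15.3 CPM. Against the mean of the other 12 trophoblast clusters, log2 fold changes in LaTP were 4.25 for Ror2, 3.92 for Lgr5 and 2.68 for Tcf7l1 (standard errors 0.26 to 0.32, adjusted p at most 1.9e-09, limma), and in the SynTII precursor 4.66 for Ror2 and 6.61 for Lgr5 (standard errors 0.30 to 0.33, adjusted p at most 1.4e-16, limma). Outside this pair of clusters, LaTP2 carried 222 ± 164 CPM of Ror2 and 20.3 ± 24.2 CPM of Lgr5.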

Notably, the LaTP shared expression of the Wnt signaling pathway members *Ror2*, *Lgr5*, and *Tcf7l1* with presumptive SynTII precursors. Interestingly, the clustering identified a second subpopulation of cells in the central body that shared relatively high expression of *Tcf7l1* and the long non-coding RNA *Pvt1* with LaTPs, but expressed low levels of *Met*, *Ror2*, and *Lgr5* and high levels of *Egfr* (Figure 2B). These cells were more closely related to SynTI and S-TGC. 

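Between the 2 progenitor clusters, receptors of different growth factors were exchanged. Met, the receptor of hepatocyte growth factor on chromosome 6 from 17463800 to 17573980 of GRCm38, was 153 ± 107 CPM (SD, n = 4) in LaTP and 54.2 ± 54.1 CPM in LaTP2, a log2 fold change of 1.40 (standard error 0.17, adjusted p = 1.0e-04, limma). Egfr, the receptor of the EGF family on chromosome 11 from 16752203 to 16918158, went the other way, with 85.9 ± 53.5 CPM in LaTP and 409 ± 162 CPM in LaTP2 (-2.87 (standard error 0.25, adjusted p = 9.9e-06, limma)). Lgr5 and Ror2 were higher in LaTP by 4.75 for Lgr5 and 2.13 for Ror2 (standard errors 0.23 to 0.35, adjusted p at most 3.7e-05, limma). Tcf7l1 was 0.65 higher in LaTP (standard error 0.13, adjusted p = 0.0070, limma) and remained at 1022 ± 328 CPM in LaTP2, and the long non-coding RNA Pvt1 differed by -0.10 (adjusted p = 0.63), at 743 ± 127 CPM and 734 ± 233 CPM. Other genes with a large fold toward LaTP were the TGF-beta effector Smad3 (2.44), the T-box factor Tbx3 (2.21), the ligand Bmp8a (1.92) and the lysophosphatidic acid receptor Lpar1 (1.93). Toward LaTP2 they were the surface protein prominin 1 gene Prom1 (-2.46), the chromatin organizer Satb1 (-2.32), the adhesion molecule Sdk2 (-2.65), the semaphorin receptor Plxnb1 (-2.17), the Rho activator Vav3 (-2.12) and the retinol receptor Stra6 (-2.09) (adjusted p at most 0.0052 for these 10, limma). Of 16 genes of the Wnt pathway tested, 7 were higher in LaTP and none lower (9 higher and 0 lower when adjusted over the list alone), among them Wnt7b (1.73) and the Wnt feedback ligase Znrf3 (1.42). The list as a whole stood apart with a preset correlation only. Limma's camera gave adjusted p = 1.2e-08 with a preset correlation and adjusted p = 0.54 with an estimated correlation. Of 40 genes of migration and adhesion, 9 were higher in LaTP2, such as the kinases Pak1 (-1.71) and Fyn (-1.14) and the focal adhesion protein Parva (-1.49), and 2 in LaTP (2 higher and 10 lower when adjusted over the list alone). As a list, these genes had adjusted p = 0.013 from limma's camera with a preset correlation and adjusted p = 0.82 with an estimated correlation. Over the 8131 genes tested, 348 were higher in LaTP and 318 in LaTP2. These counts rest on the pairing by library and on the weights of limma: without the replicate block 17 and 10 passed (11 of the genes named here did not, Met and Ror2 among them), without voom weights 0 and 0 (332 and 384 at an unadjusted p under 0.05), on means of the deposited ln values 5 and 0 (611 and 291 unadjusted), and with all clusters in 1 fit 89 and 122. Without the E10.5, E12.5 or E14.5 library 216 and 183, 58 and 73 or 582 and 564 passed, and Tcf7l1, Fyn, Pak1 and Stra6 were not called without E12.5 (log2 fold changes 0.52, -1.08, -1.60 and -1.61). The paper's clustering set LaTP2 apart as a second subpopulation of the central body. The paper describes it by high Tcf7l1 and Pvt1, low Met, Ror2 and Lgr5 and high Egfr.

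**Figure D2:**
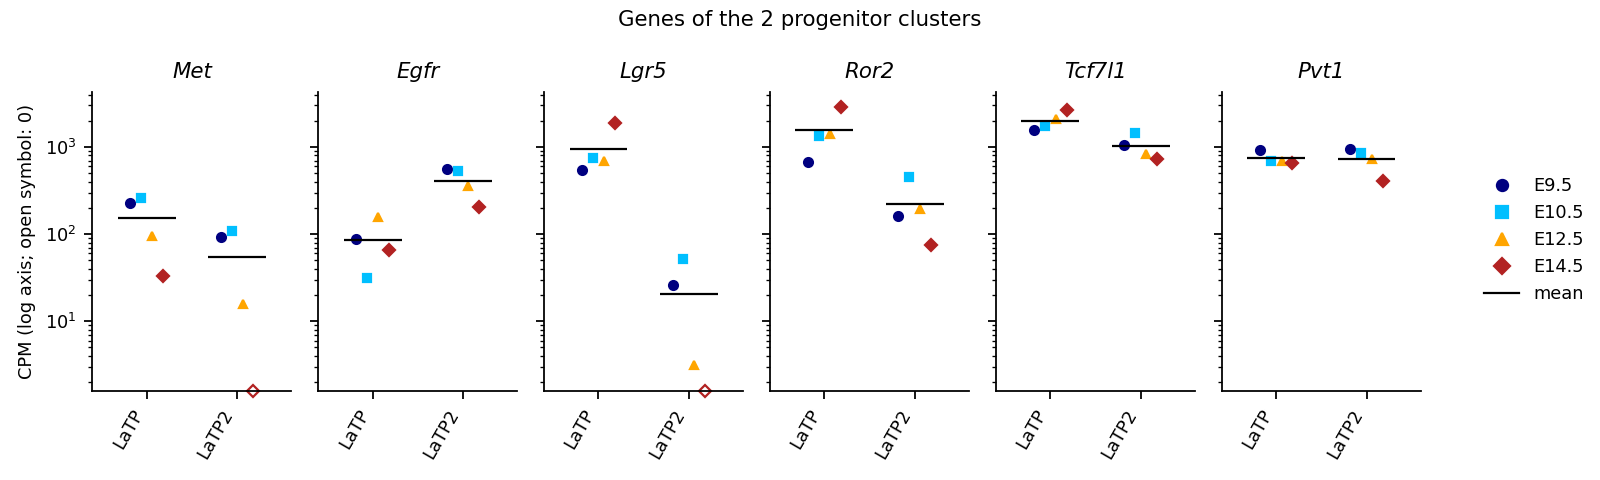
CPM on a log axis of Met, Egfr, Lgr5, Ror2, Tcf7l1 and Pvt1 in LaTP and LaTP2, with 1 point per library (embryonic day by symbol) and a horizontal line at the mean of the 4 libraries; a value of 0 is drawn at the bottom of the axis. Lgr5 has means of 960.1 CPM in LaTP and 20.3 CPM in LaTP2, and Pvt1 743 and 734 CPM.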

We designated this subpopulation as LaTP2. 

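Each receptor was mostly found in its own cluster, and few nuclei carried both. With every nucleus brought to 1000 UMIs, Met had a UMI in 18.3% (exact 95% interval 15.6 to 21.2) of 776 LaTP nuclei and 7.92% (6.36 to 9.72) of 1048 LaTP2 nuclei. Egfr had one in 6.19% (4.60 to 8.12) and 31.9% (29.1 to 34.8). Both together were seen in 11 LaTP nuclei (1.42%, 0.710 to 2.52), where 8.78 would be expected if the genes were independent within the cluster, and in 27 LaTP2 nuclei (2.58%, 1.70 to 3.73), where 26.5 would be. Within a cluster the numbers of double-positive nuclei therefore did not fall below chance. At this depth, 8.37% and 11.4% of LaTP2 nuclei had a Met UMI at E9.5 and E10.5. At E12.5 it was 0 of the 169 nuclei with at least 1000 UMIs, which allows a share at this depth of up to 1.78%, and at E14.5 0 of 26, which allows up to 11.5%. Without thinning, 5 of 236 LaTP2 nuclei at E12.5 (2.12%) had a Met UMI. Cells that should lack either gene give the background of free RNA at this depth: Met had a UMI in 0.207% of SynTI nuclei and Egfr in 2.83%, at a median of 3014 UMIs before thinning against 2428 in LaTP and 2044 in LaTP2. These SynTI shares are pooled over days, and 1963 of the 2906 SynTI nuclei come from E14.5. They therefore gauge the free RNA of the E9.5 and E10.5 libraries poorly. Left unthinned, the share with both was 5.22% in LaTP and 7.54% in LaTP2, and thinned to 2000 UMIs 2.51% of 558 and 9.41% of 542 nuclei.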

Correlative analysis of RNA levels for Met and Egfr in individual cells confirmed that for the most part these markers were uniquely expressed in LaTP and LaTP2 cells, respectively (Figure 2—figure supplement 1B). Previously described LaTPs were also shown to express high levels of the adhesion protein EPCAM (Ueno et al., 2013). EPCAM mRNA and protein was mostly limited to the MET+ LaTP cells, although rare EPCAM/EGFR double positive cells were also present (Figure 2—figure supplement 1C–D). 

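Epcam, the epithelial cell adhesion molecule on chromosome 17 from 87635979 to 87651129 of GRCm38, was 69.0 ± 31.6 CPM (SD, n = 4) in LaTP and 60.3 ± 7.50 CPM in LaTP2, a log2 fold change of 0.43 (standard error 0.18, adjusted p = 0.20, limma) that did not pass the test. It passed with sums of at least 30 nuclei and without the E14.5 library (log2 fold changes 0.49 and 0.49). These settings are the same fit, since only the E14.5 sums (15 and 26 nuclei) hold under 30. With nuclei brought to 1000 UMIs, an Epcam UMI was found in 9.28% (exact 95% interval 7.33 to 11.5) of LaTP and 5.34% (4.06 to 6.88) of LaTP2 nuclei. The precursors came next, with 6.41% in the SynTII precursor and 4.37% in the SynTI precursor, and SynTI (0.726%) and S-TGC (0.969%) lay at the bottom. Epcam and Egfr occurred together in 17 LaTP2 nuclei (1.62%), where 17.8 would be expected with no link between the genes, and Epcam and Met in 12 LaTP nuclei (1.55%), where 13.2 would be. Without thinning, 20.0% of LaTP and 12.0% of LaTP2 nuclei had an Epcam UMI. The share in endothelium (cluster 3 of the complete matrix), 2.59% at a median of 1707 UMIs, gives a background. EPCAM protein was not analysed here.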

Positionally, MET expressing LaTP cells were more basal than the EGFR expressing LaTP2 cells, suggesting that LaTP may be giving rise to LaTP2 (Figure 2—figure supplement 1D). Consistent with this interpretation, immunofluorescence staining of E8.5 embryos identified a large number of EPCAM/MET double positive cells, but few EGFR positive cells in the developing chorion plate (Figure 2—figure supplement 1E). Together, these data show that LaTPs can be separated into two populations based both on mRNA and protein expression. The developmental relationship between these two populations will require future lineage tracing.

The remaining two clusters within the central body appeared to represent precursors of the differentiated cells of the junctional zone – glycogen cells (GCs) and spongiotrophoblasts (SpT) [Junctional zone precursors (JZPs) 1 and 2 (Figure 2A)]. JZP1 exclusively expressed high levels of *Cdh4*, whereas *Prune2* and *Ncam1* showed a continuum of expression, increasing from JZP 1 to 2 and finally specified GCs (Figure 2B and Figure 2—figure supplement 2A). 

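Cdh4, which encodes the adhesion protein R-cadherin and lies on chromosome 2 from 179442431 to 179899373 of GRCm38, was highest in JZP 1 at 603 ± 259 CPM (SD, n = 4), a log2 fold change of 2.28 (standard error 0.35, adjusted p = 5.5e-06, limma) over the mean of the other clusters. It was not confined to it: the SynTI precursor had 353 ± 142 CPM, the S-TGC precursor 292 ± 158 CPM, LaTP2 287 ± 254 CPM, JZP 2 170 ± 37.8 CPM, the SpT precursor 168 ± 110.3 CPM and GC 29.5 ± 11.7 CPM. Prune2 and the neural cell adhesion molecule Ncam1 had higher means from one cluster to the next. Prune2 was 2446 ± 895 CPM in JZP 1, 3429 ± 802 CPM in JZP 2 and 3581 ± 1053 CPM in GC, and Ncam1 2101 ± 1261 CPM, 2529 ± 1751 CPM and 3550 ± 2095 CPM. Relative to the mean of the other trophoblast clusters, log2 fold changes of Prune2 were 1.95, 2.76 and 3.04 and of Ncam1 1.95, 2.29 and 3.22 in that order (adjusted p at most 5.6e-08, limma). The steps between these clusters were not themselves tested. Pvt1 marked both precursors, with 2.43 in JZP 1 and 1.30 in JZP 2 (adjusted p at most 4.9e-07, limma).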

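Genes of glycogen cells, which store glycogen in the junctional zone, were compared in JZP 1, JZP 2 and GC. Igfbp7, a secreted binding protein of insulin-like growth factors, went from 41.3 ± 46.8 CPM (SD, n = 4) in JZP 1 to 163 ± 208 CPM in JZP 2 and 919 ± 588 CPM in GC. Pla2g4d, a cytosolic phospholipase, followed the same order, with 28.5, 93.5 and 426 ± 232 CPM, as did the placenta-specific gene Plac8 with 101, 396 and 1307 ± 484 CPM and the protocadherin Pcdh12 with 50.7, 98.8 and 169 ± 15.9 CPM. In GC, log2 fold changes over the mean of the other clusters were 4.91 for Igfbp7, 4.55 for Pla2g4d, 3.58 for Plac8 and 3.14 for Pcdh12 (standard errors 0.21 to 0.34, adjusted p at most 2.6e-13, limma). In JZP 2 they were 1.46 for Igfbp7, 1.79 for Pla2g4d, 1.41 for Plac8 and 2.19 for Pcdh12 (standard errors 0.23 to 0.39, adjusted p at most 0.0051, limma). Plac8 was also high in the SpT precursor, at 746 ± 209 CPM (2.57 on the log2 scale, adjusted p = 8.3e-12, limma). Igfbp7 has a source outside trophoblast: GC nuclei held 2.20 times as many Igfbp7 UMIs per nucleus as endothelial nuclei of the same libraries and SpT 0.0689 times. Igfbp7 in JZP 2 did not pass without the E12.5 library (log2 fold change 1.29). Igfbp7 and Pla2g4d in JZP 2 also did not pass without the replicate block. Igfbp7 in JZP 2 did not pass without voom weights. Igfbp7, Pla2g4d and Plac8 in JZP 2 did not pass on means of the deposited ln values.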

Markers such as *Igfbp7*, *Pla2g4d*, *Plac8, and Pcdh12* marked later stages of GC specification. In contrast to GCs, the SpT arm separated from late JZP2/early GCs, with increasing expression of *Mitf*, *Flt1*, *Prl8a9*, and *Slco2a1* as they transitioned from precursors to differentiated cells. 

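The SpT arm was marked by Mitf, a transcription factor best known from melanocytes, Flt1, a VEGF receptor, the prolactin family hormone Prl8a9 and the prostaglandin transporter Slco2a1. Mitf went from 413 ± 303 CPM (SD, n = 4) in JZP 2 to 2021 ± 1247 CPM in the SpT precursor and 4297 ± 1232 CPM (SD, n = 3) in SpT, and Flt1 from 611 ± 605 CPM to 5829 ± 4396 CPM and 14280 ± 2202 CPM. Slco2a1 went from 47.5 ± 47.6 CPM to 419 ± 454 CPM and 1147 ± 656 CPM and Prl8a9 from 166 ± 174 CPM to 883 ± 936 CPM and 2340 ± 429 CPM. Over the mean of the other clusters, log2 fold changes in the SpT precursor were 2.56 for Mitf, 3.38 for Flt1, 2.49 for Prl8a9 and 2.42 for Slco2a1 (standard errors 0.18 to 0.56, adjusted p at most 9.4e-04, limma) and in SpT 3.48 for Mitf, 4.51 for Flt1, 3.58 for Prl8a9 and 4.12 for Slco2a1 (standard errors 0.17 to 0.54, adjusted p at most 6.6e-07, limma). GC and SpT were compared in the 3 libraries that hold both. SpT was higher than GC, with log2 fold changes (GC minus SpT) of -3.02 for Mitf, -1.87 for Flt1, -3.53 for Prl8a9 and -4.86 for Slco2a1 (standard errors 0.20 to 1.10, adjusted p at most 0.045, limma). Of the 9827 genes tested, 1112 were higher in GC and 887 in SpT. Besides Slco2a1, genes with a large fold toward SpT included the endocytic receptor Lrp1 (-4.83), the guidance ligand Slit1 (-5.17), Megf11 (-5.24) and the fatty acid hydroxylase Fa2h (-4.44), and toward GC the NAD synthesis enzyme Nmnat2 (5.01), tyrosine hydroxylase Th (4.97), the retinaldehyde dehydrogenase Aldh1a3 (4.50), the proprotein convertase Pcsk6 (4.67) and the sulfatase Sulf2 (4.29) (adjusted p at most 0.0017, limma). Of 27 collagen and laminin genes 13 were higher in GC and 1 in SpT (14 higher and 1 lower when adjusted over the list alone), with Col15a1 at 4.26, Col27a1 at 3.55, Col3a1 at 3.45 and Lamb1 at 2.66. The list test (limma's camera) gave adjusted p = 5.9e-05 with a preset correlation and adjusted p = 0.90 with an estimated correlation. Of 17 genes of glycogen metabolism, 3 were higher in GC, the glycogen phosphorylase Pygl (1.47), the branching enzyme Gbe1 (1.46) and the glycogen-targeting subunit Ppp1r3c (3.35), and 2 in SpT, among them the debranching enzyme Agl (-2.57); the list did not stand apart. With a preset correlation, limma's camera gave the list adjusted p = 0.66, and adjusted p = 0.95 with an estimated correlation. Without the E12.5 library 548 and 367 genes passed, without the replicate block 617 in GC, on means of the deposited ln values 587 in GC, and with all clusters in 1 fit 1404 in SpT. On means of ln values SpT had more genes than GC, so that the larger side changed. Col15a1 (3.97) and Ppp1r3c (3.39) did not pass without the E12.5 library and Ppp1r3c (2.90) and Col27a1 (2.57) did not pass without the E14.5 library. Pygl moved to 0.93 without E14.5. Col15a1, Col27a1, Fa2h, Megf11, Ppp1r3c, Pygl and Th also did not pass without the replicate block. Col15a1, Col27a1, Fa2h and Megf11 did not pass on means of the deposited ln values.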

The relationship between LaTPs and JZPs is unclear as they shared few markers. One shared marker was *Pvt1*, a target and enhancer of expression of the oncogene *Myc* and, therefore, may reflect the shared proliferative nature of these two populations, explaining their juxtaposition in UMAP space (Tseng et al., 2014).

The arms extending from the central body showed a transition from progenitors through precursors to fully differentiated cells representing five previously described cell types of the mouse placenta: SynTI, SynTII, S-TGCs, GCs, and SpTs. SynTI was easily identified based on the expression of known markers of SynTI function including the transferrin receptor *Tfrc* and monocarboxylase transporter *Mct1* (Walentin et al., 2016), but also expressed previously unknown markers such as the transcription factor (TF) *Glis1* and the retinol receptor *Stra6* (Figure 2B). 

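SynTI, the syncytial layer bathed in maternal blood, was highest for the transferrin receptor Tfrc, through which iron is taken up, at 843 ± 254 CPM (SD, n = 4), and for Slc16a1, the gene of the monocarboxylate transporter MCT1, at 335 ± 179 CPM. Glis1, a zinc-finger transcription factor on chromosome 4 from 107434591 to 107635061 of GRCm38, stood at 4502 ± 1385 CPM and Stra6, the membrane receptor that takes up retinol from its carrier on chromosome 9 from 58063788 to 58153996, at 1348 ± 331 CPM. Over the mean of the other 12 trophoblast clusters, log2 fold changes were 2.70 for Tfrc, 2.28 for Slc16a1, 5.21 for Glis1 and 4.20 for Stra6 (standard errors 0.15 to 0.28, adjusted p at most 2.7e-14, limma). Stra6 had a second site in S-TGC, at 720.3 ± 204 CPM, whereas Glis1 was 452 ± 373 CPM there and 201 ± 209.7 CPM in SynTII.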

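In the SynTI precursor, Tfrc (654 ± 175 CPM (SD, n = 4)) and Slc16a1 (247 ± 16.7 CPM) were close to their level in SynTI, and Glis1 (2174 ± 1934 CPM) and Stra6 (611 ± 469.8 CPM) were lower. From precursor to SynTI, Glis1 and Stra6 rose by 1.62 for Glis1 and 1.57 for Stra6 on the log2 scale (standard errors 0.34 to 0.37, adjusted p at most 0.0063, limma), Tfrc by 0.50 (standard error 0.16, adjusted p = 0.029, limma) and Slc16a1 by 0.52 (standard error 0.21, adjusted p = 0.079, limma), which did not pass. Epha4, a receptor of ephrins, and Tgfa, an EGF receptor ligand, peaked in the precursor. Epha4 was 791 ± 312 CPM there and 284 ± 108 CPM in SynTI, a log2 fold change of -1.30 (standard error 0.22, adjusted p = 8.6e-04, limma), and Tgfa 889 ± 75.4 CPM and 645 ± 139.9 CPM (-0.33 (standard error 0.21, adjusted p = 0.28, limma)), which did not pass. Other genes that fell from precursor to SynTI were the cadherin Cdh4 (-3.01), the calsyntenin Clstn2 (-2.52), the sulfonylurea receptor Abcc8 (-4.21) and the mitotic kinesins Kif4, Kif11 and Cenpe (-2.69 for Kif4, -2.27 for Kif11 and -2.38 for Cenpe), and those that rose included the transcription factor Pax2 (3.33), the urea cycle enzyme Ass1 (3.31) and the oxysterol-binding protein Osbp2 (3.21) (adjusted p at most 0.0035, limma). Tfrc did not pass without the E9.5, E10.5 or E12.5 library (log2 fold changes 0.35, 0.49 and 0.60). Epha4 and Tfrc also did not pass without voom weights. Tfrc did not pass with all clusters in 1 fit, without the replicate block or on means of the deposited ln values.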

SynTI precursors also expressed these markers, albeit at lower levels, while additionally expressing high levels of the signaling molecules *Epha4* and *Tgfa*, which decreased with further differentiation. 

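SynTII, the syncytial layer next to the fetal vessels, was set apart by several genes. Gcm1, the transcription factor that starts syncytiotrophoblast differentiation, lies on chromosome 9 from 78051924 to 78065624 of GRCm38 and was 315 ± 34.4 CPM (SD, n = 4) in SynTII against 7.16 ± 1.64 CPM in SynTI. Synb, the gene of syncytin B, an envelope protein of retroviral origin that fuses cells, was 179 ± 129.8 CPM against 2.40 ± 3.01 CPM. The glucagon receptor Gcgr, on chromosome 11 from 120530699 to 120538986, was 699 ± 387 CPM, and Vegfa, the vascular growth factor on chromosome 17 from 46016993 to 46032369, 724 ± 401 CPM against 23.5 ± 12.6 CPM in SynTI and 11.7 ± 9.35 CPM in S-TGC. Compared with the mean of the other trophoblast clusters, log2 fold changes were 5.26 for Gcm1, 5.49 for Synb, 6.18 for Gcgr and 4.46 for Vegfa (standard errors 0.21 to 0.36, adjusted p at most 5.2e-19, limma). Transporters with a large fold were the sulfate transporter Slc13a4 (6.08), the drug efflux pumps Abcb1b (5.55) and Abcb1a (5.09), the organic cation transporter Slc22a3 (5.40) and the cationic amino acid transporter Slc7a2 (4.73) (adjusted p at most 6.5e-19, limma). Genes lower in SynTII than elsewhere included the endocycle factor E2f7 (-1.83) and the mitotic kinesin Kif18a (-1.83) (standard errors 0.29 to 0.40, adjusted p at most 2.9e-04, limma). Abcb1a and Abcb1b are near-identical paralogs that could share reads. Kif18a did not pass without the replicate block.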

SynTII was annotated by expression of the TF *Gcm1* and fusion gene *Synb* (Maltepe and Fisher, 2015; Simmons et al., 2008a), but also expressed many previously unknown cell-specific genes such as the glucagon receptor *Gcgr* and vascular endothelial growth factor *Vegfa*. 

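From LaTP to the SynTII precursor, Lgr5 rose by 2.47 (standard error 0.47, adjusted p = 0.0028, limma) on the log2 scale, while Ror2 changed by 0.27 (standard error 0.36, adjusted p = 0.75, limma), which did not pass. Genes with a larger step into the precursor included the collagen Col13a1 (5.21), the sulfate transporter Slc13a4 (4.17), the efflux pump Abcb1a (4.70), the phosphatase Ptpre (4.18) and the transcription factor Nfix (3.40), and among those that fell were Met (-2.09), the EGF receptor antagonist Lrig1 (-2.44), the phospholipase Plcg2 (-2.62) and the corepressor Bcor (-1.81) (adjusted p at most 0.0051, limma). Between precursor and mature SynTII, Ror2 fell by 2.76 and Lgr5 fell by 3.42 on the log2 scale (standard errors 0.39 to 0.51, adjusted p at most 1.3e-04, limma). Of the 5500 genes tested, 267 were higher and 57 lower in the precursor than in LaTP. Lgr5 into the SynTII precursor did not pass without the E9.5 or E10.5 library (log2 fold changes 1.85 and 2.03). Abcb1a and Nfix also did not pass on means of the deposited ln values. Bcor and Lrig1 did not pass with all clusters in 1 fit. Lgr5 into the SynTII precursor and Met, Nfix and Plcg2 did not pass without the replicate block. Lgr5 into the SynTII precursor and Met did not pass without voom weights.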

SynTII precursors showed elevated expression of *Ror2* and *Lgr5* relative to the LaTP. In contrast, *Tcf7l1* decreased throughout the process of differentiation from LaTP to SynTII. 

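Tcf7l1, on chromosome 6 from 72626378 to 72789254 of GRCm38, fell at both steps. It fell by 1.30 on the log2 scale from LaTP to the SynTII precursor (standard error 0.22, adjusted p = 9.3e-04, limma) and fell by 0.79 from there to SynTII (standard error 0.23, adjusted p = 0.018, limma). Met fell by 4.63 from LaTP to SynTII (adjusted p = 2.6e-07, limma). Its relative Tcf7l2, the main Wnt effector of many epithelia, was higher in SynTII than in the mean of the other trophoblast clusters by 2.21 (standard error 0.21, adjusted p = 6.1e-12, limma). Tcf7l1 into SynTII did not pass without the E10.5 or E12.5 library (log2 fold changes -0.86 and -0.63). Tcf7l1 into the SynTII precursor and Tcf7l1 into SynTII also did not pass with all clusters in 1 fit. Tcf7l1 into SynTII did not pass with sums of at least 30 nuclei, without the replicate block, without voom weights or on means of the deposited ln values.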

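Sinusoidal trophoblast giant cells (S-TGC) line the maternal blood spaces and have polyploid nuclei. Ctsq, a cathepsin that exists only in rodents and lies on chromosome 13 from 61035024 to 61040631 of GRCm38, was 1299 ± 1906 CPM (SD, n = 4) in S-TGC, where the SD reflects a low level at E9.5 (1.66 CPM) and a high one at E14.5 (4109 CPM). Its log2 fold change over the mean of the other clusters was 3.83 (standard error 0.57, adjusted p = 5.7e-07, limma). Lepr, the leptin receptor on chromosome 4 from 101717404 to 101815352, was 1233 ± 1205 CPM, and Nos1ap, the adaptor of neuronal nitric oxide synthase on chromosome 1 from 170302668 to 170589861, 1579 ± 608 CPM, with log2 fold changes of 4.39 for Lepr and 4.35 for Nos1ap (standard errors 0.16 to 0.22, adjusted p at most 4.8e-21, limma). Counted per nucleus against endothelium of the same libraries, whose UMIs of these genes can be taken as free RNA, S-TGC held 37.0 times as many UMIs of Ctsq, 45.6 times of Lepr and 27.3 times of Nos1ap. Other leading genes were the transcription factors Tox2 (4.85) and Zfp423 (4.46), the adaptor Apba1 (4.73), the cadherin Cdh23 (4.64), the lipase Mgll (4.22) and the steroid dehydrogenase Hsd17b2 (4.24) (adjusted p at most 3.7e-13, limma). Lepr and Nos1ap were not absent from the S-TGC precursor, at 485 ± 671 CPM and 1271 ± 663 CPM.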

S-TGCs were easily identified by the expression of the canonical marker *Ctsq* (Simmons et al., 2007; Simmons et al., 2008a), but also uniquely expressed the leptin receptor *Lepr* and the Nitric Oxide Synthase one adaptor *Nos1ap* among other genes. Marker genes for all populations are included in supplementary information (Figure 2—source data 1).

We further probed the transition from multipotent LaTP through precursors to each of the differentiated labyrinth cell types (SynTII, SynT1, and S-TGC) using pseudotime analysis. The pseudotime analysis program Slingshot aligned cells along a 2D trajectory from the most transcriptionally similar LaTP population (LaTP-SynTII; LaTP2-SynTI; LaTP2-STGC) to each of the mature populations (Street et al., 2018; Figure 2C–E, Figure 2—source datas 2–4). Pseudotime analysis expanded upon the marker genes for each population by defining the timing of expression of genes through the differentiation process and identifying distinct signaling pathways in each lineage. Expression of Wnt regulated TF *Tcf7l1* along with Wnt receptor *Ror2* were maintained from LaTP through commitment to a SynTII precursor state. 

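Along the SynTII lineage, Ror2 was near its LaTP level in the precursor (1572 and 1382 CPM) and Tcf7l1 was already lower there (2009 and 713 CPM). Over the whole path from LaTP to SynTII, Ror2 fell by 2.49 and Tcf7l1 fell by 2.09 on the log2 scale (standard errors 0.21 to 0.38, adjusted p at most 4.3e-05, limma). Of 47 genes of mitosis, 45 were lower in SynTII than in LaTP and none was higher (1 higher and 45 lower when adjusted over the list alone), with the DNA repair nuclease Exo1 (-3.06) and the kinesin Kif18a (-3.03) among the genes that fell most overall. Taken as 1 list, they had adjusted p = 3.3e-17 with a preset correlation in limma's camera and adjusted p = 0.11 with an estimated correlation. In all, 1304 genes were higher and 1159 lower in SynTII than in LaTP, of 5500 tested. Without the E10.5 library 1419 genes passed, without voom weights 963 and on means of the deposited ln values 1199.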

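Zfhx3, a large zinc-finger and homeobox transcription factor on chromosome 8 from 107942644 to 108961630 of GRCm38, and Igf1r, the receptor of insulin-like growth factor 1 on chromosome 7 from 67952827 to 68233668, made their whole change at entry into the SynTII lineage. From LaTP to the precursor they rose by 1.52 for Zfhx3 and 2.07 for Igf1r on the log2 scale (standard errors 0.22 to 0.30, adjusted p at most 2.2e-04, limma), and from the precursor to SynTII they moved by 0.18 for Zfhx3 and 0.09 for Igf1r (adjusted p = 0.59 and 0.86, limma). Zfhx3 went from 1967 ± 1272 CPM (SD, n = 4) to 4261 ± 852 CPM and 4239 ± 431 CPM, and Igf1r from 1241 ± 1080 CPM to 3222 ± 935 CPM and 3004 ± 112 CPM. Gcm1 rose by 3.25 (standard error 0.30, adjusted p = 3.6e-06, limma) at the first step and 1.24 (standard error 0.26, adjusted p = 0.0023, limma) at the second, and Synb by 2.42 (standard error 0.58, adjusted p = 0.017, limma) and 2.72 (standard error 0.51, adjusted p = 9.3e-04, limma). Gcgr and Vegfa kept rising, by 3.38 for Gcgr and 2.41 for Vegfa from precursor to SynTII (standard errors 0.32 to 0.57, adjusted p at most 3.7e-04, limma). Genes with their largest step at the end included the basal epithelial factor Trp63 (5.41), the immune checkpoint ligand Vtcn1 (5.08), the scaffold Pdzk1 (4.96), the aromatic amino acid transporter Slc16a10 (4.44) and the integrin Itgb4 (4.14) (adjusted p at most 3.6e-04, limma). Synb into the SynTII precursor did not pass without the E9.5, E10.5 or E14.5 library (log2 fold changes 1.92, 2.22 and 2.29). Synb into the SynTII precursor also did not pass with sums of at least 30 nuclei, without nuclei under 1000 UMIs, with all clusters in 1 fit, without voom weights or on means of the deposited ln values. Synb and Zfhx3 into the SynTII precursor, Synb into SynTII and Itgb4 did not pass without the replicate block.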

Upon commitment to the SynTII lineage, the TF *Zfhx3* and growth factor receptor *Igf1r* are newly expressed while canonical markers *Gcm1* and *Synb* are among the later transcript changes (Figure 2C). 

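From LaTP2 to the SynTI precursor, Epha4, Tgfa and Eps8, an adaptor phosphorylated by the EGF receptor, rose by 5.16 for Epha4, 4.85 for Tgfa and 2.98 for Eps8 on the log2 scale (standard errors 0.26 to 0.29, adjusted p at most 2.2e-06, limma). Epha4 went from 31.6 ± 39.3 CPM (SD, n = 4) to 791 ± 312 CPM, Tgfa from 40.8 ± 20.3 CPM to 889 ± 75.4 CPM and Eps8 from 221 ± 78.5 CPM to 1346 ± 349 CPM. The precursor exceeded the mean of the other trophoblast clusters by 4.58 for Epha4, 5.03 for Tgfa and 2.48 for Eps8 (standard errors 0.24 to 0.28, adjusted p at most 2.1e-11, limma). Pvt1 was 438 ± 193 CPM in the precursor, -0.56 on the log2 scale against LaTP2 (standard error 0.17, adjusted p = 0.038, limma), and fell by 1.66 on the way to SynTI (adjusted p = 4.8e-05, limma). Also among the largest steps into the precursor were the thyroid hormone receptor Thrb (5.52), the calcium pump Atp2a3 (4.96), the ferrireductase Steap3 (4.75), which reduces iron in endosomes, and the reelin adaptor Dab1 (4.55), while Egfr (-2.10), Tcf7l1 (-3.30) and the tuft-cell factor Pou2f3 (-2.56) fell (adjusted p at most 0.0015, limma). Pvt1 into the SynTI precursor did not pass without the E9.5, E10.5 or E12.5 library (log2 fold changes -0.59, -0.60 and -0.55). Pvt1 into the SynTI precursor also did not pass with sums of at least 30 nuclei, with all clusters in 1 fit, without the replicate block, without voom weights or on means of the deposited ln values.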

SynTI Precursor cells maintain *Pvt1* expression but uniquely upregulate the ephrin receptor *Epha4*, the Egf-related ligand *Tgfa*, and the Egf receptor substrate *Eps8*. Only mature SynTI express the kinase *Prkce* and clathrin coat assembly protein *Snap91* (Figure 2D). 

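Snap91, a clathrin assembly protein of synaptic vesicles on chromosome 9 from 86765923 to 86880654 of GRCm38, rose at both steps of the SynTI lineage, from 134 ± 153 CPM (SD, n = 4) in LaTP2 to 625 ± 501 CPM in the precursor and 1895 ± 151 CPM in SynTI, by 3.10 and 2.04 on the log2 scale (adjusted p = 2.3e-04 and 0.0016, limma). Prkce, protein kinase C epsilon on chromosome 17 from 86167785 to 86657919, changed by -0.57 into the precursor (adjusted p = 0.41) and rose by 2.6 into SynTI (standard error 0.41, adjusted p = 4.6e-04, limma), to 1453 ± 845 CPM. Outside this lineage it was higher still in S-TGC, at 3792 ± 1984 CPM. From LaTP2 to SynTI, 57 of 58 genes of mitosis fell. Against all other genes, limma's camera put the list at adjusted p = 1.6e-19 with a preset correlation and adjusted p = 0.20 with an estimated correlation. All 8 genes of folate and vitamin transport that were tested rose. Limma's camera gave adjusted p = 1.3e-05 with a preset correlation and adjusted p = 0.45 with an estimated correlation. Of 147 genes of endomembrane transport 55 rose and 13 fell (54 higher and 13 lower when adjusted over the list alone). As a list, these genes had adjusted p = 0.0018 from limma's camera with a preset correlation and adjusted p = 0.23 with an estimated correlation. In all, 1855 genes were higher and 2214 lower in SynTI than in LaTP2, of 8339 tested. Without the E10.5 library 2491 passed and without voom weights 2666.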

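Pparg, the nuclear receptor of fatty acids on chromosome 6 from 115360951 to 115490399 of GRCm38, Lifr, the receptor of leukemia inhibitory factor on chromosome 15 from 7090614 to 7197489, and Epas1, the hypoxia-inducible factor HIF2A on chromosome 17 from 86753700 to 86833410, were higher in the S-TGC precursor than in LaTP2 by 0.77 for Pparg, 1.90 for Lifr and 2.36 for Epas1 on the log2 scale (standard errors 0.15 to 0.25, adjusted p at most 0.0018, limma). Pparg went from 633 ± 168 CPM (SD, n = 4) to 1058 ± 482 CPM, Lifr from 305 ± 294 CPM to 596 ± 220.4 CPM and Epas1 from 223 ± 212 CPM to 704 ± 441 CPM. From the precursor to S-TGC, Pparg rose again by 0.97 (standard error 0.15, adjusted p = 0.0018, limma), and Lifr and Epas1 differed by 0.41 for Lifr and 0.61 for Epas1 (adjusted p = 0.31 and 0.13, limma). The first step also raised the adaptor Apba1 (4.27), the norepinephrine transporter Slc6a2 (3.22), the netrin Ntn1 (3.15) and Nos1ap (3.80), and lowered Ror2 (-2.96), E-cadherin (Cdh1, -2.31) and the transcription factor Zbtb16 (-3.29) (adjusted p at most 2.3e-05, limma). Of 40 genes of migration and adhesion, 20 were higher in the precursor and 2 lower (22 higher and 2 lower when adjusted over the list alone). The list test (limma's camera) gave adjusted p = 2.6e-07 with a preset correlation and adjusted p = 0.018 with an estimated correlation. Epas1, Lifr and Pparg into the S-TGC precursor and Pparg into S-TGC did not pass without the replicate block. Pparg into the S-TGC precursor and Pparg into S-TGC did not pass with all clusters in 1 fit. Pparg into S-TGC did not pass without voom weights.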

S-TGC Precursor cells activate the receptors *Pparg* and *Lifr* as well as the hypoxia induced TF *Epas1* upon lineage commitment. Expression of the canonical marker *Ctsq* occurs only in mature S-TGC along with *Lepr* and the glucocorticoid signaling effector *Tsc22d3* (Figure 2E). These data are consistent with distinct signaling pathways (e.g. SynTII – WNT, IGF; SynTI – EGF, EPH; S-TGC – LIF, PPAR) driving differentiation of LaTP into the three main cell types of the placental labyrinth. 

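Ctsq (716 ± 1346 CPM (SD, n = 4)), Lepr and Tsc22d3, a leucine zipper protein that glucocorticoids induce, all had UMIs in the S-TGC precursor, and their further rise into S-TGC differed between libraries. For Ctsq the SD exceeds the mean, and the share of free RNA in the precursor was not estimated. At E14.5 Ctsq stood at 412 CPM in SynTII and 269 CPM in GC. From precursor to S-TGC the log2 fold changes were 1.74 (standard error 1.16, adjusted p = 0.43, limma) for Ctsq, 1.77 (standard error 0.42, adjusted p = 0.022, limma) for Lepr and 1.47 (standard error 0.49, adjusted p = 0.095, limma) for Tsc22d3, so that of the 3 genes Lepr passed. Tsc22d3 was 279.8 ± 316 CPM in the precursor and 648 ± 555 CPM in S-TGC. From LaTP2 to the precursor, Lepr and Tsc22d3 had risen by 2.56 for Lepr and 2.17 for Tsc22d3 (standard errors 0.48 to 0.54, adjusted p at most 0.0089, limma) and Ctsq by 2.09 (standard error 1.17, adjusted p = 0.26, limma), which did not pass. Genes with a constant rise from precursor to S-TGC included the sulfotransferase Chst9 (2.68), the semaphorin receptor Plxna4 (2.42), growth hormone-releasing hormone (Ghrh, 2.29) and the cadherin Cdh23 (1.96), and genes that fell included Cdh4 (-1.67), Pvt1 (-1.55) and the kinetochore gene Cenpf (-1.39) (adjusted p at most 0.037, limma). Lepr (1.67) into S-TGC and Cdh23 (1.78), Cdh4 (-1.77), Cenpf (-1.42), Ghrh (2.26), Plxna4 (2.55) and Pvt1 (-1.49) did not pass without the E10.5 library and Lepr (1.51) into S-TGC and Cdh23 (1.75), Cdh4 (-1.31), Cenpf (-1.27) and Ghrh (2.18) did not pass without the E12.5 library. Lepr and Tsc22d3 into the S-TGC precursor, Lepr into S-TGC and Cdh23, Cdh4, Cenpf, Chst9, Ghrh, Plxna4 and Pvt1 also did not pass without the replicate block or on means of the deposited ln values. Cdh23, Cdh4, Cenpf, Ghrh and Pvt1 did not pass without voom weights. Cdh4 did not pass with all clusters in 1 fit.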

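Over the mean of the other trophoblast clusters, mature SynTII stood higher for Igf1r by 2.85 (standard error 0.17, adjusted p = 2.1e-18, limma), and its precursor for Lgr5 and Ror2. SynTI stood higher for Tgfa and Epha4 by 4.52 for Tgfa and 3.11 for Epha4 (standard errors 0.25 to 0.28, adjusted p at most 2.1e-14, limma), while Egfr itself was lower there, at -1.49 (standard error 0.38, adjusted p = 0.0011, limma). S-TGC stood higher for Lifr and Pparg by 1.97 for Lifr and 1.50 for Pparg (standard errors 0.23 to 0.25, adjusted p at most 7.5e-07, limma), but Lifr was also high in SpT, at 1693 ± 264 CPM (SD, n = 3) against 717 ± 157 CPM in S-TGC. Between LaTP2 and S-TGC, 1610 genes were higher in S-TGC and 1470 in LaTP2, of 8577 tested. Migration and adhesion genes shifted toward S-TGC (29 higher and 3 lower of 40, 30 higher and 3 lower when adjusted over the list alone). With a preset correlation, limma's camera gave the list adjusted p = 2.8e-08, and adjusted p = 0.014 with an estimated correlation. Mitosis genes were lower in 48 of 58 cases. Taken as 1 list, they had adjusted p = 4.4e-13 with a preset correlation in limma's camera and adjusted p = 0.37 with an estimated correlation. Without the replicate block 1552 passed and without voom weights 2051. From the genes that change along each arm, the paper proposes that WNT and IGF signals act in the SynTII lineage, EGF and EPH signals in SynTI and LIF and PPAR signals in S-TGC.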

Interestingly, the S-TGC appear to differentiate from the junction of LaTP2 and JZP1 (Figure 2A), potentially suggestive that S-TGC arise from ectoplacental cone cells (Simmons et al., 2007; Simmons et al., 2008a) as well as from chorion derived LaTP (Ueno et al., 2013). It is also possible the location of the S-TGC near JZP1 reflects the shared prolactin expression between S-TGC and other junctional zone populations. Again, lineage tracing will be required to address their developmental relationships.

As described above, the remaining two arms were consistent with differentiation of the JZ populations: SpT and GC cells. Immunofluorescence of the representative markers NCAM1 and SLCO2A1 confirmed their expression in the JZ (Figure 2F). Furthermore, staining of juxtaposed sections confirmed their mutually exclusive expression (Figure 2—figure supplement 2B). Co-staining with the known GC marker PCDH12 (Rampon et al., 2005), verified the GC identity of the NCAM1+ cells (Figure 2—figure supplement 2C). Previous work has identified differential expression of prolactin genes between GC and SpT (Simmons et al., 2008a). Therefore, we analyzed the expression of these genes in our dataset. Expression analysis of prolactin genes showed both distinct and overlapping expression of this large gene family between the SpT and GC cells, and confirmed the identities of these clusters (Figure 2—figure supplement 3A and B). 

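Prolactin family genes, a cluster of placental hormones on mouse chromosome 13, were split between SpT and GC. Of 21 tested, 7 were higher in GC and 7 in SpT (8 higher and 7 lower when adjusted over the list alone). Toward SpT were -3.53 for Prl8a9, -3.52 for Prl3a1, -3.26 for Prl8a1, -3.14 for Prl8a8, -2.85 for Prl8a6 and -2.58 for Prl3b1 (as GC minus SpT, standard errors 0.59 to 1.10, adjusted p at most 0.045, limma), and toward GC 3.78 for Prl7b1, 3.48 for Prl7c1, 2.38 for Prl2a1, 2.08 for Prl6a1, 1.20 for Prl7d1 and 1.15 for Prl4a1 (standard errors 0.18 to 0.46, adjusted p at most 0.025, limma). Prl7a2 (-3.39, adjusted p = 0.31), Prl2b1 (-1.42, adjusted p = 0.51), Prl2c2 (0.58, adjusted p = 0.72) and Prl3d1 (-0.13, adjusted p = 0.90) did not pass (limma). These hormones are abundant, so that their RNA can leak between nuclei. As UMIs per nucleus relative to endothelium of the same library (median over libraries), SpT reached 24.8 for Prl8a6, 21.7 for Prl8a1, 18.4 for Prl3a1, 15.9 for Prl8a8 and 10.4 for Prl3b1, and GC 35.9 for Prl7c1, 15.3 for Prl7b1, 8.12 for Prl2a1, 7.49 for Prl6a1 and 6.24 for Prl4a1. In GC, Prl3b1 (1.41), Prl8a8 (1.25), Prl2b1 (1.20), Prl7a2 (1.09) and Prl8a9 (1.48) lay near the endothelial level. Tpbpa, the trophoblast-specific protein of the junctional zone, was 517 ± 102 CPM (SD, n = 4) in GC and 918 ± 104 CPM (SD, n = 3) in SpT (-0.77 (standard error 0.16, adjusted p = 0.0062, limma)), with 5.26 and 4.89 times the endothelial UMIs, and Pcdh12 parted the clusters by 3.47 (standard error 0.23, adjusted p = 7.6e-06, limma) toward GC. Members of this family are close in sequence and could share reads, and with 3 libraries the comparison makes no more than 10 splits. Prl3a1 (-3.31), Prl4a1 (0.93), Prl8a1 (-3.32), Prl8a6 (-2.85), Prl8a8 (-2.80) and Tpbpa (-0.78) did not pass without the E12.5 library and Prl4a1 (1.32) and Prl6a1 (1.30) did not pass without the E10.5 library. Prl3a1, Prl4a1, Prl6a1, Prl7c1, Prl7d1, Prl8a6 and Prl8a8 also did not pass without the replicate block or on means of the deposited ln values. Prl3a1 and Prl4a1 did not pass without voom weights. Prl4a1 and Tpbpa did not pass with all clusters in 1 fit.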

Of important note, parietal TGC nuclei were not identified in our snRNA-seq data, likely due to their very large size precluding their passage through the FACS pre-filter, which removes nuclei greater than 35 microns (Figure 2—figure supplement 2D). 

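Genes known from parietal giant cells, which invade the decidua, were examined in the clusters that were captured. Prl3d1, placental lactogen I, was 6.32 ± 8.37 CPM (SD, n = 4) in S-TGC, 9.79 ± 12.9 CPM in GC and 3.84 ± 6.66 CPM (SD, n = 3) in SpT, and as UMIs per nucleus 0.431, 0.722 and 0.469 times endothelium of the same libraries. None of these 3 clusters was above the background, and the highest trophoblast level was 106 ± 204 CPM in the SpT precursor. Prl2c2, proliferin, was 5.48 times endothelium in GC and 4.10 times in S-TGC. Hand1, a transcription factor of giant cells, was 78.3 ± 23.4 CPM in S-TGC and 27 ± 8.93 CPM in SpT. Of 8 genes of the parietal giant cell list tested between GC and SpT, 5 were higher in GC and none in SpT (5 higher and 0 lower when adjusted over the list alone, adjusted p = 5.7e-04 from limma's camera with a preset correlation, adjusted p = 0.90 with an estimated correlation), among them the placenta-specific secreted protein Plac1 (2.79), the eNOS-trafficking protein Nostrin (2.64) and the laminin Lamb1 (2.66). Each of these is also known outside parietal giant cells. The paper proposes as the reason that such large nuclei did not pass the filter before sorting.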

Our data also did not identify invasive trophoblast giant cells (spiral artery and canal TGCs) that invade the decidua, which was dissected away. Still, this analysis of the trophoblast snRNA-seq was able to clarify the cell types and their relationships for a predominance of the lineages of the mouse placenta identifying novel intermediate states and markers of the different cell populations.

### Developmental time course and trajectory inference reveal details of lineage dynamics and commitment

Next, we asked how the trophoblast cell populations changed over developmental time by separating the conglomerate data into its individual timepoints (Figure 3A). This visualization clearly showed the rapid diminishment of the LaTP populations over time, resulting in few progenitors remaining by E14.5 (Figure 3A and B, Supplementary file 3). 

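LaTP and LaTP2 together made up 31.2% (interval 29.4 to 33.0) of trophoblast nuclei at E9.5, 17.5% at E10.5, 7.71% at E12.5 and 0.671% (interval 0.482 to 0.909) at E14.5, or 840, 739, 293 and 41 nuclei. LaTP went from 13.5% to 8.28%, 1.50% and 0.245%, and LaTP2 from 17.7% to 9.20%, 6.21% and 0.425%, so that LaTP was the first to become rare. At E14.5 there were 15 LaTP and 26 LaTP2 nuclei left among 6114. Counted against all nuclei of the library, the share at E14.5 was 0.432%.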

The precursor populations also decreased over time, presumably maturing into terminally differentiated cells, which dramatically increased during the time course (Figure 3A and B). 

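The precursors of the labyrinth (SynTI, SynTII and S-TGC precursor) were 19.3% (interval 17.8 to 20.9) of trophoblast nuclei at E9.5, 11.6% at E10.5, 12.4% at E12.5 and 5.02% (interval 4.49 to 5.60) at E14.5. Junctional zone precursors (JZP 1 and JZP 2) stood at 30.5%, 35.0%, 17.9% and 10.2%, with their highest share at E10.5, and the SpT precursor at 1.56%, 10.2%, 8.97% and 5.51%. Mature labyrinth cells (SynTI, SynTII and S-TGC) went from 12.4% (interval 11.2 to 13.7) at E9.5 and 12.8% at E10.5 to 25.1% at E12.5 and 46.2% (interval 45.0 to 47.5) at E14.5, and mature junctional zone cells (GC and SpT) from 4.98% (interval 4.19 to 5.87) to 12.9%, 27.9% and 32.4% (interval 31.2 to 33.5). Most of the labyrinth increase was SynTI, at 4.01%, 6.60%, 14.6% and 32.1%. SynTII was 2.86%, 2.41%, 4.47% and 7.74%, S-TGC 5.57%, 3.76%, 6.03% and 6.40%, GC 4.98%, 11.2%, 16.7% and 18.5%, and SpT 1.73%, 11.2% and 13.9% from E10.5 on, with none of 2693 nuclei at E9.5, which allows a share of up to 0.111%. These are shares of the nuclei that were captured in 1 library per day, and the intervals cover counting error only, not differences in dissection, sorting or the sex of the embryos. From the fall of progenitors and precursors and the rise of mature cells, the paper proposes that precursors mature into terminally differentiated cells.

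**Figure D3:**
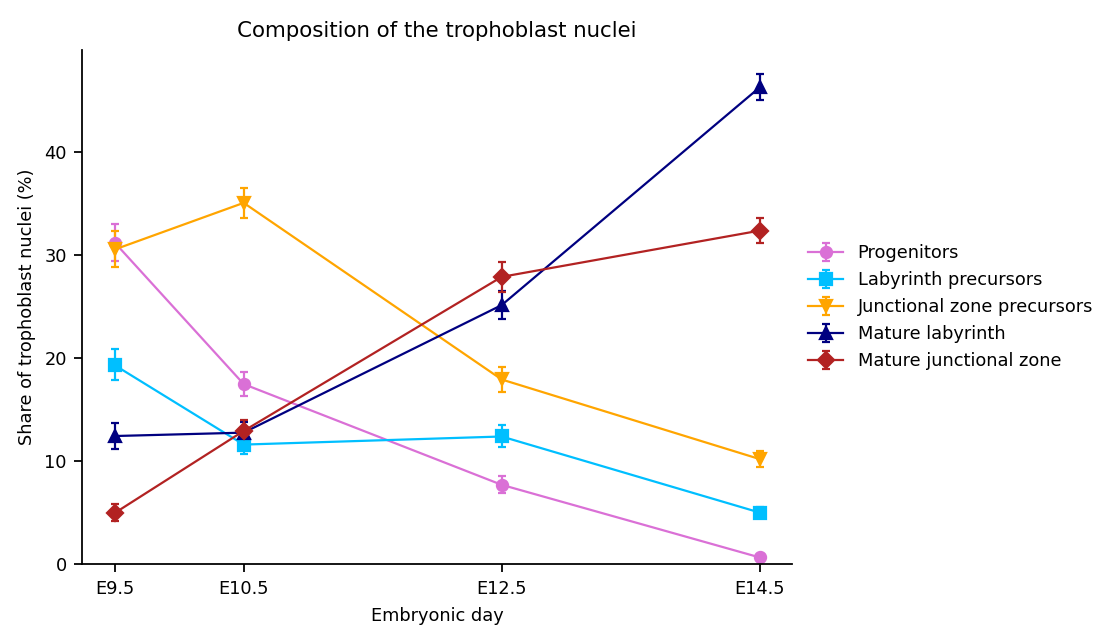
Share of trophoblast nuclei (percent, from 0) in progenitors (LaTP and LaTP2), precursors of the labyrinth, precursors of the junctional zone (JZP 1 and JZP 2), mature labyrinth cells and mature junctional zone cells at each embryonic day. Points are single libraries joined by lines for reading, and bars are exact 95% binomial intervals (counting error only). Mature labyrinth cells end at 46.2% and progenitors at 0.671%.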

To determine which populations were primarily responsible for the expansion of the number of cells in the placenta, we evaluated expression of the cell cycle marker *Mki67* which is lost when cells exit the cell cycle (Gerdes et al., 1984). 

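Mki67, the proliferation marker found in cycling but not in resting cells, lies on chromosome 7 from 135689784 to 135716361 of GRCm38. With every nucleus brought to 1000 UMIs, 1992 trophoblast nuclei had an Mki67 UMI, and 69.7% of them (exact 95% interval 67.7 to 71.7) were in the progenitor and precursor class outlined in Figure 3—figure supplement 1A (LaTP, LaTP2, the SynTI and SynTII precursors, JZP 1 and JZP 2), which holds 37.3% of the nuclei. The share was lower at each later day, from 74.8% at E9.5 to 71.0%, 56.7% and 50.5%, while the class itself shrank from 70.8% to 59.0%, 29.3% and 12.4% of nuclei. Within the class, Mki67 had a UMI in 31.1% (interval 29.0 to 33.3) of nuclei at E9.5 and 6.34% (interval 4.71 to 8.32) at E14.5. By cluster over all days, it was 26.5% in LaTP2, 24.5% in JZP 1, 24.4% in LaTP, 19.5% in JZP 2 and 16.6% in the S-TGC precursor, which the class leaves out, against 2.63% in SynTI and 2.01% in SpT. Without thinning, 4193 nuclei had a UMI and 63.8% of these were in the class, with 47.9% at E12.5 and 34.8% at E14.5, where the other clusters held more of them; thinned to 2000 UMIs the E12.5 and E14.5 shares were 33.7% and 29.9%. Nuclei of the class were shallower, with a median of 2170 UMIs before thinning against 2829.5 in the other clusters.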

The majority of *Mki67* expressing nuclei were among the progenitor and precursor cell populations (Figure 3—figure supplement 1A). However, at E9.5 and E10.5, a substantial number of nuclei at the distal tips of each arm also expressed *Mki67*, suggesting ongoing proliferation even after cells have transitioned to a more mature-like expression state. 

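Over all trophoblast nuclei at 1000 UMIs each, 29.4% (interval 27.7 to 31.2) had an Mki67 UMI at E9.5, 20.3% at E10.5, 6.91% at E12.5 and 1.56% (interval 1.26 to 1.90) at E14.5. Among clusters outside the progenitor and precursor class the share went from 25.3% (interval 22.3 to 28.5) at E9.5 to 14.4%, 4.22% and 0.879% (interval 0.647 to 1.17). At E14.5 it was 0.512% in S-TGC, 0.866% in SynTI and 0.974% in GC, against 14.9% (interval 9.79 to 21.4) in JZP 1 and 20% (interval 4.33 to 48.1) in LaTP, the last in 3 of 15 nuclei. Without thinning, the shares over all trophoblast were 57.8%, 44.6%, 12.4% and 4.51%, at similar median depths in the E9.5 and E14.5 libraries.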

Very few nuclei expressed *Mki67* at E14.5 consistent with the expansion in placental cell number happening prior to E14.5, with later growth occurring through cellular hypertrophy rather than cell division (Ueno et al., 2013; Paikari et al., 2017).

**Figure 3.**
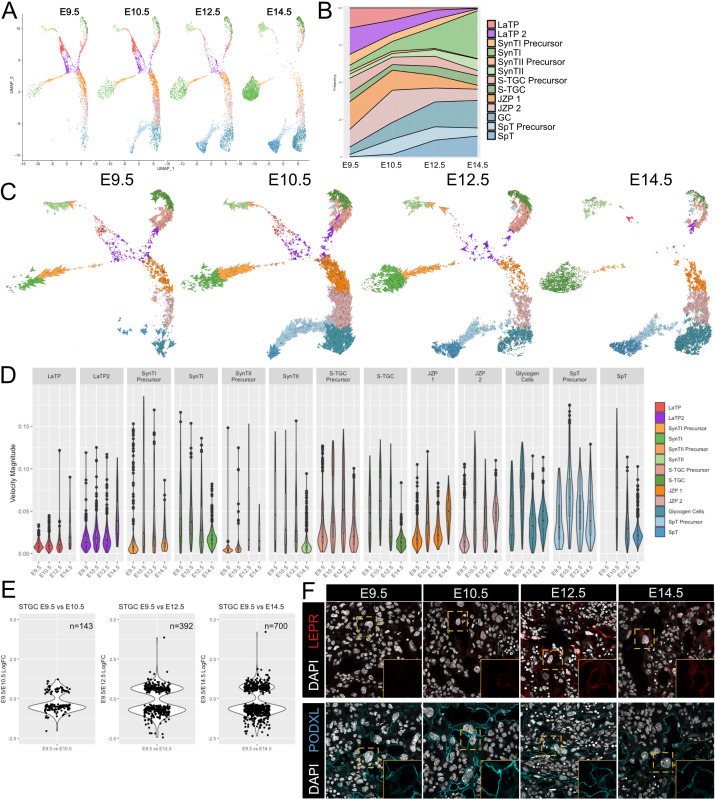
Developmental time course and trajectory inference reveal details of lineage dynamics and commitment in trophoblast. (**A**) UMAP projection of all nuclei captured at each gestational age. (**B**) Quantification of the proportion of each cluster captured at each developmental time point. (**C**) RNA velocity vectors of the trophoblast nuclei at each time point. Arrows show the estimated magnitude and direction of each nucleus in pseudotime. (**D**) The magnitude of velocity vectors shown in D summarized as violin plots, with nuclei split by cluster identity and developmental time point. (**E**) Violin plots showing the log2 fold change of differentially expressed genes between nuclei from S-TGC at E9.5 vs. each other timepoint. (**F**) Immunofluorescence staining of LEPR (top) and PODXL (bottom) in the placental labyrinth at each developmental timepoint at 63x. Insets, magnification of area surrounding a S-TGC indicated by dotted line, DAPI stain removed to highlight protein expression. Figure 3—source data 1.Average RNA velocity magnitude split by developmental stage and cluster (Figure 3D). Figure 3—source data 2.S-TGC Differential Expression (E9.5 v E10.5). Figure 3—source data 3.S-TGC Differential Expression (E9.5 v E12.5). Figure 3—source data 4.S-TGC Differential Expression (E9.5 v E14.5).

**Figure 3—figure supplement 1.**
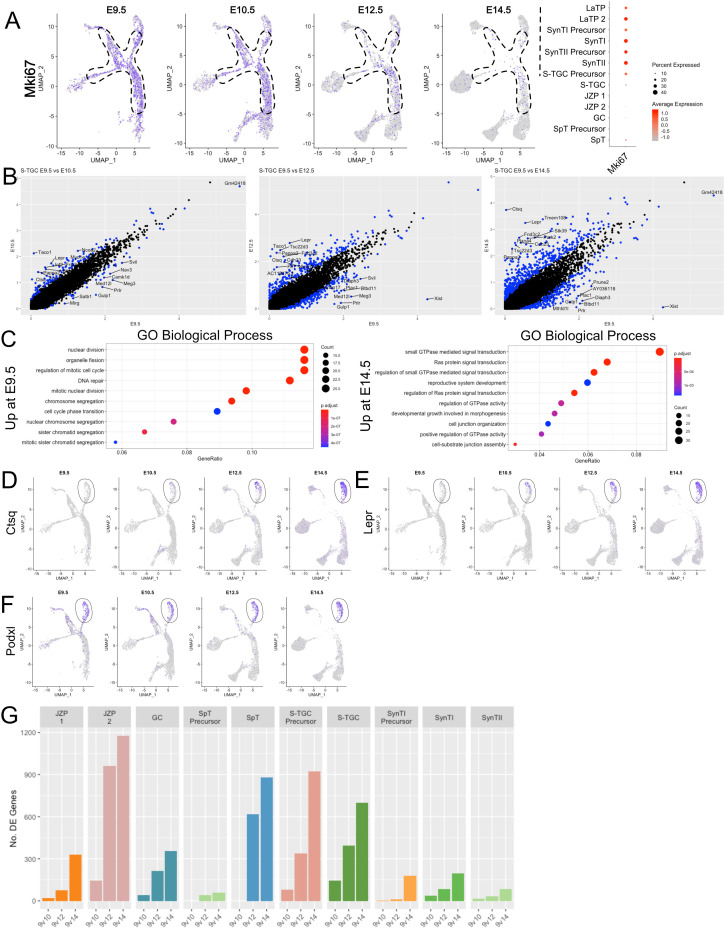
Analysis of S-TGC across developmental time reveals a switch from proliferation to maturation. (**A**) Expression of Mki67 projected in UMAP space at each time point (left). The dotted line outlines the progenitor populations LaTP, LaTP2, SynTI Precursor, SynTII Precursor, and JZP 1/2. Quantification, shown as a dot blot representing percent cells expressing (increasing with dot size) and average expression (increasing with red color) of *Mki67* in each cell population combined across all timepoints (right). (**B**) Scatter plot of differential expression (log2 fold change) in S-TGC nuclei comparing expression at E9.5 on the x-axis with E10.5 (left), E12.5 (middle), and E14.5 (right). Each dot represents a gene and significantly differentially expressed genes are colored blue (adj. p-value<0.05, 100 permutations). The top 10 differentially expressed genes by log2FC in either direction are labeled. (**C**) Gene Ontology (Biological Process) of genes upregulated at E14.5 vs E9.5 (left) and genes upregulated at E9.5 vs E14.5 (right) (adj. p-value<0.05, logFC >0.5). GeneRatio is the of the number of genes in the given ontology divided by the number of genes found in any ontology (Yu, 2018) . (**D–F**) Expression of *Ctsq* (**D**), *Lepr* (**E**), *Podxl* (**F**) across trophoblast cells represented on UMAP plot at each developmental time point. The S-TGC population is circled by a solid line. (**G**) The number of differentially expressed genes (y-axis) between each timepoint for each cluster (with greater than 50 nuclei captured at each timepoint). Figure 3—figure supplement 1—source data 1.S-TGC Gene Ontology results by developmental stage.

Cellular dynamics can be tracked not only by collecting samples at different developmental time points, but also by leveraging splicing information inferred through comparisons of intron vs. exonic reads of genes within individual cells, termed RNA velocity. We performed RNA velocity using the scVelo package to produce vectors representing both the direction and speed of cellular maturation (Bergen et al., 2019). In the scVelo visualization, each nucleus is identified by an arrow representing the inferred direction and rate of cellular change projected in UMAP space. The data was visualized separately for each different developmental timepoint to discern the dynamics of cell transitions and how these dynamics change over time (Figure 3C). In addition, the velocity magnitude was summarized for each cell population at each developmental timepoint (Figure 3D, Figure 3—source data 1).

These analyses uncovered a number of interesting properties associated with placental development. Progenitor vectors (LaTP and LaTP2) showed little directionality and small magnitudes, likely reflecting a maintenance of multipotency and self-renewal. In contrast, the cells within each precursor population showed uniform directionality and large magnitudes, especially at E10.5 and E12.5, the period of greatest placental expansion. Surprisingly, the differentiated cell populations also showed vectors of great magnitude and uniform directionality at the early timepoints, suggesting ongoing transcriptional maturation, before diminishing by E14.5. To evaluate ongoing changes in the mature populations, we selected the S-TGC population and performed differential expressional analysis between each timepoint and E9.5. 

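Mature S-TGC were sampled with 150, 159, 229 and 391 nuclei in order of embryonic day. With 1 library per day no gene could be tested between days, and the changes below are log2 ratios of CPM with 0.5 counts added and Poisson intervals. The largest differences from E9.5 to E14.5 among genes with at least 50 UMIs, Y-linked genes and Xist and its neighbours of X inactivation left out, belonged to placental cathepsins, prolactins and pregnancy-specific glycoproteins. Ctsq went from 1 to 8551 UMIs (1.66 CPM (interval 0.0421 to 9.26) to 4109 CPM (interval 4022 to 4197)). Prl3b1, placental lactogen II, had 0 UMIs at E9.5 and 567 CPM (interval 535 to 600.3), at least 114-fold higher against a limit of 3 counts, Cts6 at least 36.7-fold, and Socs2, an inhibitor of cytokine and growth hormone signalling, at least 18.4-fold higher. Prl2b1 went from 1.66 to 546 CPM (interval 515 to 579), and Prl8a9, Prl7a2, Psg23, Psg27 and Psg21 from 0 UMIs to 171, 126, 132, 90.3 and 81.2 CPM. At E14.5, Prl2b1 and Prl3b1 had 5.08 and 4.63 times the UMIs per nucleus of the highest of SynTI, SynTII and endothelium, and Prl8a9, Prl7a2 and the 3 Psg genes between 0.884 and 1.02 times, the level of free RNA. Socs2 stood at 1.17 times endothelium as a median over libraries. With SynTI at 0.129 and GC at 0.552 times, endothelium gives no background of free RNA for this gene. Lowest at E14.5 relative to E9.5 among these genes were the non-coding RNA Snhg11 (-6.80 (interval -12.95 to -5.09)), the prolactin receptor Prlr (-6.70 (interval -7.81 to -5.94), from 586 to 5.29 CPM), the integrin Itga7 (-6.37 (interval -8.52 to -5.23)), the calcium pump Atp2c2 (-5.06) and Btbd11 (-5.02), together with genes of replication and cytokinesis, Clspn (-5.35), Anln (-5.20), Cit (-5.16), Polq (-4.74) and Top2a (-4.79 (interval -5.82 to -4.04)). The paper's tables of S-TGC genes at E9.5 against E10.5, E12.5 and E14.5 hold 145, 441 and 874 genes, from tests that took nuclei as replicates, and their avg_logFC values equal the differences of ln(mean + 1) recomputed here (to rounding error). The paper's text states fewer genes than the first and last of these tables hold. For its final list, the paper drew equal numbers of nuclei per day and kept genes significant in every random draw.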

Consistent with the vectors, the number of differentially expressed genes at each consecutive timepoint increased from 143 to 700 genes (adj. p-value<0.05; Figure 3E, Figure 3—figure supplement 1B, Figure 3—source datas 2–4).

Gene ontology analysis showed that genes up at E9.5 were highly enriched for ontology groups concerning cell division, while those at E14.5 were enriched for Ras GTPase signaling and various developmental processes (Figure 3—figure supplement 1C, Figure 3—figure supplement 1—source data 1). 

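Genes of cell division were lower in S-TGC at E14.5 than at E9.5. All 28 mitosis genes with enough UMIs had a lower CPM at E14.5, with a median log2 ratio of -3.45 (counting interval -3.76 to -3.25), below all of 10000 random lists matched on expression, and so had all 29 genes of DNA replication (median -2.45). Mki67 had a log2 ratio of -4.59. Regulators of Ras and Rho GTPases leaned the other way: 43 of 65 were above 0, with a median of 0.33 (0.29 to 0.51) at percentile 99.8 of the random lists, where the median of all genes was -0.18. The median of these regulators was 0.74 with TMM factors and 0.56 with E12.5 as the late library. Genes of migration and adhesion (27 of 38 above 0, median 0.35, percentile 96.7), collagens and laminins (median 0.69 over 11) and steroidogenesis (median 0.64 over 7, all above 0) leaned upward as well, as did 3 lists with at most 5 genes each, mesenchyme markers (median 1.34 over 4), globins and heme synthesis (median 0.89 over 5) and angiogenic genes (median 2.27 over 3). With TMM factors the medians were 0.76 for migration and adhesion, 1.09 for collagens and laminins, 1.04 for steroidogenesis and -3.05 for mitosis. Ribosomal protein genes were lower, with 28 of 29 below 0 and a median of -1.66. These percentiles describe the E9.5 and E14.5 libraries and are no test of the days, and the sex of the embryos differs between them. The prolactin list (median 7.53 over 8) includes genes at the background of free RNA. With E12.5 as the late library the mitosis median was -1.98. Other mature clusters shifted too from E9.5 to E14.5, so several of these medians do not set S-TGC apart. In GC, SynTI and SynTII they were 0.43, 0.38 and 0.19 for GTPase regulators and 1.21, 1.18 and 0.86 for collagens and laminins. For mitosis they were -3.14, -1.99 and -0.93, and for ribosomal proteins -1.25, -1.29 and -0.77. Migration and adhesion genes stood at -0.17, 0.20 and -0.03. In SpT, from E10.5, GTPase regulators were at -0.31 and collagens and laminins at -0.35.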

Examples of genes that increased over developmental time include *Ctsq*, the Cathepsins (*Ctsj*, *Ctsr*, *Ctsm*, *Cts3*, and *Cts6*), and several genes involved in hormone signaling and response (*Lepr*, *Tsc22d3*, and *Ghrh*) (Figure 3—figure supplement 1B,D,E,F). In contrast, *Podxl* is expressed from the very early stages of S-TGC specification through E14.5. 

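Ctsq and its neighbours are cathepsins found only in rodent placenta. In S-TGC, Ctsj was higher by 3.99 (interval 3.38 to 4.70) on the log2 scale between E9.5 and E14.5, from 34.9 CPM (interval 21.6 to 53.3) to 558 CPM (interval 527 to 591), and Ctsr by 2.65 (interval 1.77 to 3.76), from 16.6 CPM at E9.5 through 173 at E10.5 and 91.9 at E12.5 to 106 at E14.5, so that Ctsr was not higher than at E10.5 (log2 ratio -0.70 with E10.5 as the early library). Cts6 was 0, 9.85 and 183 CPM from E10.5 on. Per nucleus, S-TGC held 17.6 times the Cts6, 17.0 times the Ctsr and 11.1 times the Ctsj UMIs of endothelium. Cts3 and Ctsm were also higher in CPM, to 66.3 and 71.1 at E14.5, but at 0.933 and 0.732 times endothelium, where SpT had 15.0 and 17.7 times, their level in S-TGC is that of free RNA. Of the genes of hormone signalling, the leptin receptor Lepr was higher by 5.49 (interval 5.03 to 6.00), from 61.5 CPM (interval 43.3 to 84.7) to 2769.5 CPM (interval 2698 to 2842), Tsc22d3 by 4.84 (interval 4.25 to 5.53), from 36.5 to 1056 CPM, and Ghrh by 4.47 (interval 3.46 to 5.83), from 11.6 to 265 CPM. All of 6 placental cathepsins with enough UMIs had a higher CPM at E14.5 (median log2 ratio 7.53), but the list was higher by as much in other clusters, with medians of 7.94 in SynTII (over 4 genes), 7.63 in GC and 7.08 in SynTI (over 6 each), so that the median does not set S-TGC apart. The days differ in library and sex, and the intervals cover counting error only.

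**Figure D4:**
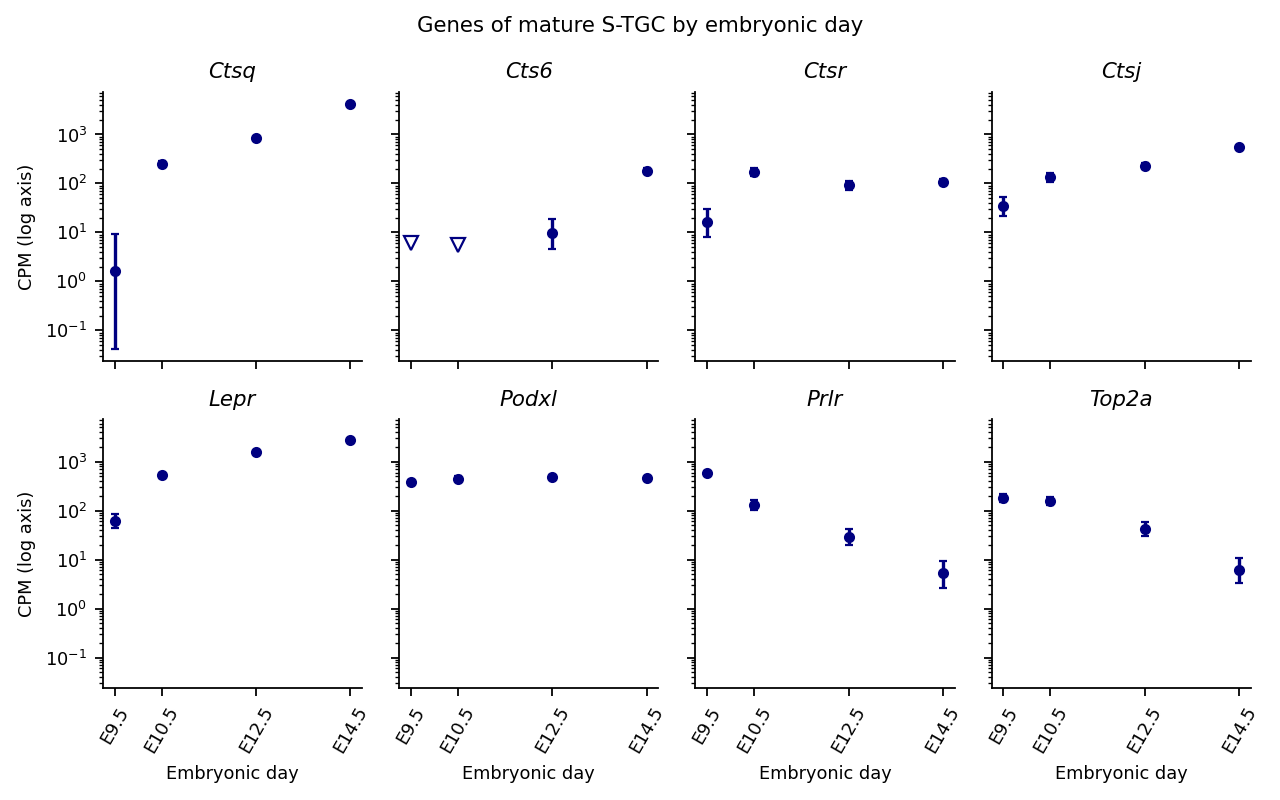
CPM on a log axis in mature S-TGC at each embryonic day for Ctsq, Cts6, Ctsr, Ctsj, Lepr, Podxl, Prlr and Top2a. Points are single libraries, bars are exact 95% Poisson intervals (counting error only), and a count of 0 is drawn as an open triangle at the upper end of its Poisson interval. Ctsq climbs to 4109 CPM at E14.5 while Prlr goes down to 5.29 CPM.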

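Podxl, the gene of the sialomucin podocalyxin on chromosome 6 from 31519488 to 31563981 of GRCm38, was present in S-TGC at every embryonic day, at 377 CPM (interval 329.6 to 429) at E9.5, 445 at E10.5, 490.3 at E12.5 and 458 CPM (interval 429 to 488) at E14.5. Its log2 ratio between E14.5 and E9.5 was 0.28 (interval 0.07 to 0.50). In the S-TGC precursor it already stood at 351 ± 64.3 CPM (SD, n = 4), 2.95 above the mean of the other trophoblast clusters on the log2 scale, and S-TGC stood 3.52 above it (adjusted p = 2.6e-15 and 5.7e-19, limma).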

*Podxl* is a highly charged membrane protein which, in a different context, has been implicated in luminogenesis in early embryos (Shahbazi et al., 2017). While the formation of maternal blood spaces in the placental is distinct from the early embryo, the early expression of Podxl in S-TGCs might function in maintaining open maternal blood spaces within the placental labyrinth. The differential dynamics of PODXL and LEPR in S-TGCs was confirmed by immunohistochemistry (Figure 3F). Similar ongoing maturation processes were seen in the SynTII, SynTI, GC, and SpT populations (Figure 3—figure supplement 1G). Together these data support a model of early expansion by self-renewing progenitor cells and committed precursors followed by ongoing maturation of all five differentiated cell types of the placenta proper.

### Defining distinct roles of the trophoblast subtypes at the gas exchange interface

The labyrinth is the site of transport between fetal and maternal blood in the mouse placenta. Fetal and maternal blood are separated by a thin membrane consisting of four cell layers starting with the fetal endothelial cells, then SynTII, followed by SynTI, and finally S-TGCs (Simmons et al., 2008a; Figure 4A). A basal lamina separates the fetal endothelial cells from SynTII cells. The expression programs and functions of the three trophoblast cell layers have been difficult to dissect due to the syncytial nature of the SynTI and SynTII cells. Isolation of nuclei followed by snRNA-seq overcomes this barrier enabling the determination of the unique expression programs of each trophoblast layer. Immunohistochemistry for the marker genes PECAM1, IGF1R, STRA6, and PODXL demonstrate each cluster corresponds to endothelial, SynTII, SynTI, and S-TGC populations respectively in vivo (Figure 4A). Each layer could be distinguished by high- resolution image analysis with nucleated erythrocytes residing in the PECAM1+ fetal vessels and large polyploid S-TGC residing in the maternal blood sinuses. PODXL+ cytoplasmic extensions of the S-TGCs spread over the perimeter of the maternal blood space forming a permeable lining (Figure 4A).

**Figure 4.**
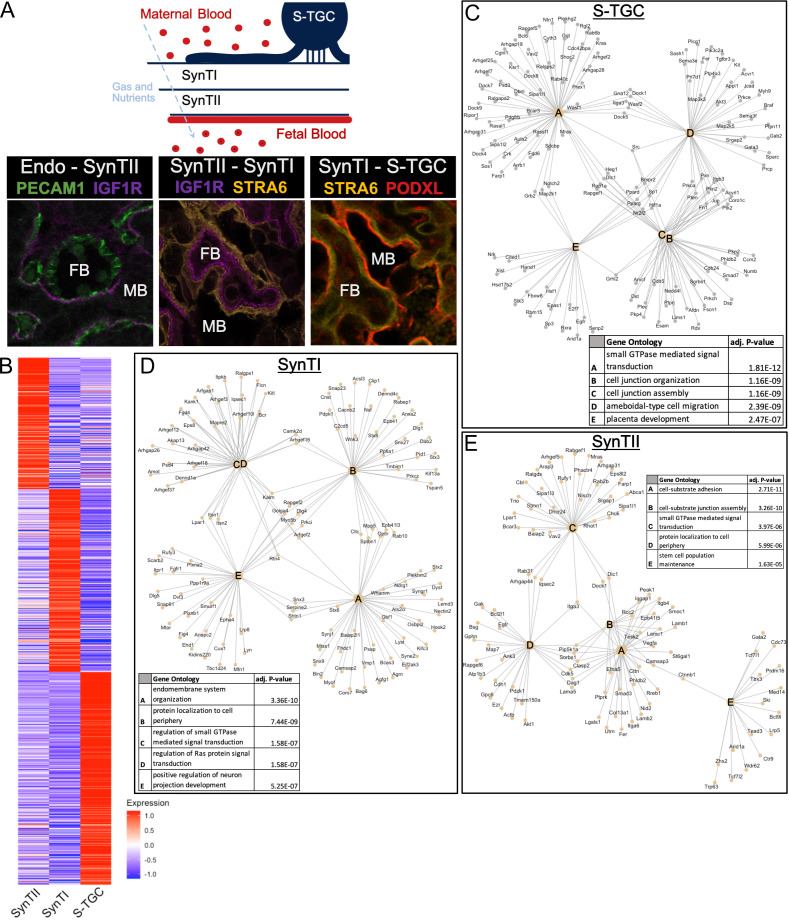
Defining distinct roles of the trophoblast subtypes at the gas exchange interface. (**A**) Schematic showing the relative location of the cell types at the gas and nutrient exchange interface of the labyrinth – S-TGC, SynTI, SynTII, (sometimes referred to as trophoblast layer I, II, and III, respectively) and the fetal endothelium (top). Immunofluorescence staining resolving expression in each pair of neighboring cell types – Endothelial/SynTII, SynTII/SynTI, and SynTI/S-TGC in E12.5 mouse placenta sections. (**B**) Heatmap of all differentially expressed genes by log fold change in SynTI, SynTII, and S-TGC clusters. (**C–E**) Network diagrams showing the top 5 Gene Ontology (Biological Process) enriched in marker genes (adj. p-value<0.05, logFC >0.5) in each cluster (Yu G. 2018). Gene ontology categories are nodes and associated marker genes are annotated. Adjusted p-values for enrichment are listed in the table insets. Figure 4—source data 1.Differential expression between interface clusters (SynTI, SynTII, and S-TGC). Figure 4—source data 2.Gene Ontology results for differentially expressed genes between interface clusters (SynTI, SynTII, and S-TGC).

**Figure 4—figure supplement 1.**
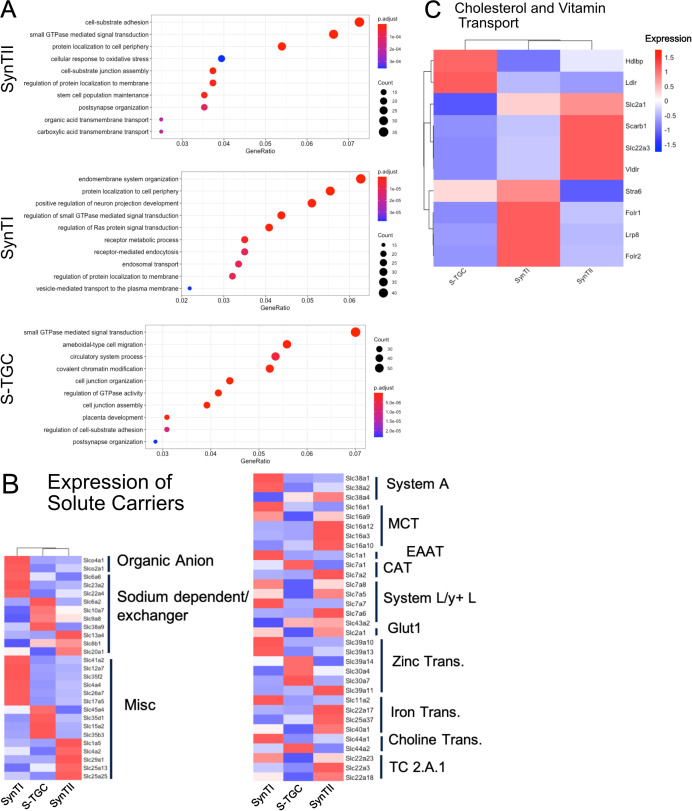
Gene ontology (biological process) of differentially expressed genes SynTII (top), SynTI (middle), S-TGC (bottom). Significantly differentially expressed genes are defined by adj. p-value<0.05 and logFC >0.5. GeneRatio is the of the number of genes found the given ontology divided by the number of genes found in any ontology category. (**B**) Heatmap of scaled expression all solute transporters showing differential expression (adj. p-value<0.05) in SynTI, SynTII, S-TGC compared to all other trophoblast clusters. Genes are organized and annotated by class of transporter. (**C**) Heatmap of scaled expression of select genes involved in vitamin and cholesterol transport.

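The 3 cell types that separate maternal from fetal blood differed in a large part of their transcriptomes. Of 8901 genes tested, 1148 were higher in SynTII than in the mean of SynTI and S-TGC, 1406 in SynTI than in the mean of SynTII and S-TGC, and 1696 in S-TGC than in the mean of SynTI and SynTII. In SynTII, genes with the largest folds were the AMPA receptor partner Shisa7 (6.62), the basal epithelial factor Trp63 (6.59), the glucagon receptor Gcgr (6.46), the sulfate transporter Slc13a4 (6.36), the efflux pump Abcb1b (6.22), Synb (6.16) and the creatine and monocarboxylate transporter Slc16a12 (6.13), and those with the largest deficit were Stra6 (-3.83) and Prkce (-3.76). In SynTI they were Plekhd1 (5.34), the reelin adaptor Dab1 (5.22), Tgfa (4.96), Snap91 (4.72), the ferrireductase Steap3 (4.56) and Glis1 (4.32), and the deficit was largest for the phosphatidylinositol transfer protein Pitpnm2 (-5.14) and the phosphatase Ptpre (-4.37). In S-TGC they were the transcription factor Tox2 (5.50), Apba1 (5.19), Ghrh (4.97), the sulfotransferase Chst9 (4.92), Lepr (4.78) and Cdh23 (4.61), and the deficit was largest for Rassf5 (-5.71) and Slc22a18 (-5.05). Every one of these genes had the same sign in each of the 4 libraries, with adjusted p at most 3.8e-05 (limma). With all 13 trophoblast clusters in 1 fit, 1629, 2258 and 2062 genes passed, and without any filter on low counts 1878, 1896 and 1718. In simulated sums of the SynTII comparison, 95.9% of 4-fold and 52.6% of 2-fold changes were found. There each fold was the same in every library, so these shares do not cover genes whose difference varies with the day. Without the E12.5 library 714 genes passed in SynTII and 1104 in S-TGC.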

SynTII, SynTI, and S-TGCs were distinguished from one another based on their transcript profiles (Figure 4B, Figure 4—source data 1). Furthermore, gene ontology analysis of differentially expressed genes between populations suggested highly distinct functions (Figure 4C–E and Figure 4—figure supplement 1, Figure 4—source data 2). SynTII differentially expressed genes were highly enriched for cell–cell and cell–matrix interactions such as those encoding cell junction and cell adherens proteins consistent with a role as a basal permeability barrier between maternal and fetal blood. 

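In SynTII, genes of cell junctions moved in both directions. E-cadherin (Cdh1) was higher than in the other types by 3.48 (standard error 0.20, adjusted p = 6.4e-08, limma), as were the tight junction proteins cingulin (Cgn, 2.72) and ZO-3 (Tjp3, 2.06) and the gap junction protein connexin 26 (Gjb2, 1.84), while plakoglobin (Jup, -1.66), desmoplakin (Dsp, -1.62), P-cadherin (Cdh3, -1.29) and Esam (-1.41) were lower (adjusted p at most 0.0059, limma). Of 32 junction genes tested, 7 were higher and 10 lower (8 higher and 11 lower when adjusted over the list alone), and the list did not stand apart from other genes. Against all other genes, limma's camera put the list at adjusted p = 0.40 with a preset correlation and adjusted p = 0.71 with an estimated correlation. Integrins, which bind cells to the matrix, included the hemidesmosome subunits Itgb4 (4.49), Itga3 (2.32) and Itga6 (2.06) on the higher side and the fibronectin receptor subunit Itga5 (-2.43) on the lower (adjusted p at most 3.6e-04, limma). S-TGC had 18 of the same junction genes higher and 10 lower (18 higher and 10 lower when adjusted over the list alone), led by Esam (3.00), the scaffold Magi3 (2.75) and VE-cadherin (Cdh5, 2.52), with Cdh1 at -3.95 (adjusted p at most 1.6e-06, limma). Of 39 genes of migration and adhesion, 2 were higher and 13 lower in SynTII (4 higher and 14 lower when adjusted over the list alone). Limma's camera gave adjusted p = 0.0048 with a preset correlation and adjusted p = 0.50 with an estimated correlation. Esam in SynTII did not pass without the replicate block.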

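Of 22 collagen, laminin and other basement membrane genes tested, 10 were higher in SynTII than in SynTI and S-TGC and 2 were lower (10 higher and 2 lower when adjusted over the list alone). Highest by fold were the transmembrane collagen Col13a1 (5.29), nidogen 2 (Nid2, 4.76), Col27a1 (4.29) and the basement membrane collagen Col18a1 (3.91), with the laminin subunit Lama5 at 3.37, and lower were Col25a1 (-2.21) and Col5a3 (-2.00) (standard errors 0.20 to 0.67, adjusted p at most 0.045, limma). Col18a1, on chromosome 10 from 77052178 to 77166548 of GRCm38, stood at 72.4 ± 50.1 CPM (SD, n = 4) in SynTII against 7.41 ± 7.88 CPM in SynTI, and Lama5, on chromosome 2 from 180176373 to 180225859, at 992 ± 354 CPM against 56.5 ± 28.4 CPM. As a list they stood apart only with a preset correlation. As a list, these genes had adjusted p = 0.0012 from limma's camera with a preset correlation and adjusted p = 0.26 with an estimated correlation. From LaTP to SynTII, 10 of 11 rose and none fell. The list test (limma's camera) gave adjusted p = 1.1e-05 with a preset correlation and adjusted p = 0.11 with an estimated correlation. Col5a3 did not pass without the E9.5, E10.5 or E12.5 library (log2 fold changes -1.67, -1.72 and -1.79). Col5a3 moved to -3.03 without E14.5. Col25a1 and Col5a3 also did not pass without the replicate block. Col5a3 did not pass with all clusters in 1 fit.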

SynTII also expressed collagens and laminin subunits (Figure 4E), which likely form the basal lamina separating SynTII from the fetal endothelium. Also identified in SynTII differentially expressed genes was the stem cell population maintenance GO category, which included several genes known to be important for placental function though not specific to stem cells (Bcl9, Gata2, and Tbx3).

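Gata2 and Tbx3, transcription factors that act in trophoblast, were higher in SynTII than in SynTI and S-TGC by 1.72 for Gata2 and 4.83 for Tbx3 (standard errors 0.22 to 0.23, adjusted p at most 1.1e-04, limma), and the Wnt coactivator Bcl9 by 0.61 (standard error 0.33, adjusted p = 0.22, limma), which did not pass. Tbx3, on chromosome 5 from 119670669 to 119684724 of GRCm38, was 382 ± 38.3 CPM (SD, n = 4) in SynTII and 132 ± 21.1 CPM in LaTP, and Gata2 was 387 ± 88.3 CPM in SynTII, 313 ± 62.3 CPM in LaTP and 152 ± 81.0 CPM (SD, n = 3) in SpT. Of 19 genes of the Wnt pathway 10 were higher in SynTII and 2 lower (11 higher and 2 lower when adjusted over the list alone), including Lgr5 (4.42), Ror2 (3.69) and the ligases Znrf3 (2.49) and Rnf43 (2.48), which remove Wnt receptors, while Wnt7b was lower (-2.08) (standard errors 0.17 to 0.51, adjusted p at most 0.0041, limma). The list stood apart with a preset correlation only. With a preset correlation, limma's camera gave the list adjusted p = 0.0010, and adjusted p = 0.26 with an estimated correlation. Wnt7b did not pass without the replicate block.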

In contrast, SynTI differentially expressed genes were enriched for intracellular transport and cell signaling including genes encoding for vesicular organization and transport, protein localization to membranes, and Ras signaling. These data are consistent with SynTI layer playing a critical role in the transport of materials between maternal and fetal blood. 

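Of 152 genes of endomembrane transport tested, 39 were higher in SynTI than in SynTII and S-TGC and 15 lower (39 higher and 15 lower when adjusted over the list alone), and the list as a whole did not stand apart from other genes. Taken as 1 list, they had adjusted p = 0.15 with a preset correlation in limma's camera and adjusted p = 0.86 with an estimated correlation. Members with the largest folds were the membrane fusion proteins Stx3 (3.24) and Vamp5 (2.86) and the sorting nexin Snx8 (2.28) on the higher side, and the Rab GTPase gene Rab20 (-3.06) on the lower (standard errors 0.29 to 0.46, adjusted p at most 0.0012, limma). Of 77 regulators of Ras and Rho GTPases, 20 were higher and 33 lower (21 higher and 34 lower when adjusted over the list alone), with the Ral activator Rgl1 (3.22) and the Rho activator Arhgef16 (2.96) higher and Arhgef25 (-2.98) and the Ras inhibitor Rasal1 (-2.85) lower (standard errors 0.26 to 0.41, adjusted p at most 1.4e-04, limma); this list did not stand apart either. Against all other genes, limma's camera put the list at adjusted p = 0.43 with a preset correlation and adjusted p = 0.86 with an estimated correlation. Of 12 iron genes, 4 were higher in SynTI and 1 lower (4 higher and 1 lower when adjusted over the list alone). Limma's camera gave adjusted p = 0.38 with a preset correlation and adjusted p = 0.86 with an estimated correlation. The transferrin receptor Tfrc (3.00), the endosomal iron transporter Slc11a2 (3.44) and Steap3 were among those higher (standard errors 0.22 to 0.44, adjusted p at most 5.8e-06, limma). In S-TGC, 8 of the 12 were lower and none higher (1 higher and 8 lower when adjusted over the list alone). As a list, these genes had adjusted p = 0.011 from limma's camera with a preset correlation and adjusted p = 0.35 with an estimated correlation.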

SynTI is also enriched for genes involved in neuron projection development, driven by expression of canonical axonal pathfinding genes (Plxna2, Plxnd1) and synapse genes (Snap91). 

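Plxna2, a receptor of semaphorins on chromosome 1 from 194618218 to 194816869 of GRCm38, was higher in SynTI than in SynTII and S-TGC by 2.31 (standard error 0.38, adjusted p = 4.2e-04, limma), and in SynTII by 1.19 (standard error 0.39, adjusted p = 0.040, limma) against SynTI and S-TGC. Plxnd1, another semaphorin receptor, was not higher in SynTI (-1.08 (standard error 0.42, adjusted p = 0.063, limma)). It stood at 6.35 ± 1.14 CPM (SD, n = 4) in SynTI, 11.7 ± 7.86 CPM in SynTII and 18.3 ± 6.54 CPM in S-TGC. Snap91 was 163 ± 187 CPM in SynTII and 48.5 ± 48.9 CPM in S-TGC. Of 31 genes of axon guidance, 9 were higher in SynTI and 7 lower (9 higher and 8 lower when adjusted over the list alone). The list test (limma's camera) gave adjusted p = 0.77 with a preset correlation and adjusted p = 0.88 with an estimated correlation. The ephrin receptor Epha4 (3.53), the semaphorin Sema5a (2.57) and the guidance ligand Slit3 (2.51) were among the higher and Sema5b (-2.73) and the netrin Ntn1 (-2.48) among the lower (standard errors 0.26 to 0.58, adjusted p at most 0.0026, limma). Plxna2 in SynTII did not pass without the E10.5 or E12.5 library (log2 fold changes 1.17 and 1.17). Sema5b moved to -1.59 without E14.5. Plxna2 in SynTII and Sema5a and Sema5b also did not pass without the replicate block. Plxna2 in SynTII and Sema5b did not pass on means of the deposited ln values. Plxna2 in SynTII did not pass without a filter on low counts or with all clusters in 1 fit.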

The exact function of these genes in SynTI is unclear and would be of interest for future study.

Although more generally understood as an exocrine cell type, the S-TGC were enriched for GTPase and Ras signaling and receptors including Kras, Grb2, and Pdgfrb, suggesting these cells also transduce signals from maternal blood. 

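Kras, the Ras GTPase on chromosome 6 from 145216699 to 145250239 of GRCm38, its adaptor Grb2 and the PDGF receptor Pdgfrb were higher in S-TGC than in SynTI and SynTII by 1.78 for Kras, 1.55 for Grb2 and 3.95 for Pdgfrb (standard errors 0.17 to 0.30, adjusted p at most 9.1e-06, limma). Kras stood at 219 ± 22.5 CPM (SD, n = 4) in S-TGC against 58 ± 21.2 CPM in SynTI and 82.3 ± 27.4 CPM in SynTII, and Pdgfrb at 114 ± 55.3 CPM against 5.55 ± 1.17 CPM and 10.1 ± 4.16 CPM. Of 77 regulators of Ras and Rho GTPases, 29 were higher in S-TGC and 18 lower (32 higher and 18 lower when adjusted over the list alone). The Rho activators Arhgef25 (4.28) and Dock5 (3.37), the Rho inhibitor Arhgap30 (3.37) and the Ras inhibitor Rasal1 (4.20) were among the higher, and the Ras activator Rasgrp1 (-4.40) and Arhgap44 (-4.09) among the lower (standard errors 0.16 to 0.48, adjusted p at most 1.1e-04, limma). The list did not stand apart from other genes. With a preset correlation, limma's camera gave the list adjusted p = 0.13, and adjusted p = 0.60 with an estimated correlation. Its members include both activators and inhibitors.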

S-TGC differentially expressed genes were strikingly enriched for those encoding for migration factors. Such expression could explain the long thin cellular extensions from these cells, which form the only non-syncytial trophoblast at the interface (Coan et al., 2005). 

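Of 39 genes of cell migration and adhesion tested, 20 were higher in S-TGC than in SynTI and SynTII and 2 were lower (20 higher and 2 lower when adjusted over the list alone). The largest folds belonged to the actin regulator Wasf1 (4.26), the kinase Fyn (2.78), talin 2 (Tln2, 2.54), which links integrins to actin, and fibronectin (Fn1, 2.30) (standard errors 0.17 to 0.33, adjusted p at most 9.8e-07, limma). The list stood apart from other genes only with a preset correlation. Taken as 1 list, they had adjusted p = 0.0018 with a preset correlation in limma's camera and adjusted p = 0.35 with an estimated correlation. Of 43 genes of DNA replication, 19 were higher and 2 lower (25 higher and 3 lower when adjusted over the list alone). Against all other genes, limma's camera put the list at adjusted p = 9.6e-04 with a preset correlation and adjusted p = 0.44 with an estimated correlation.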

S-TGCs are connected to SynTI by desmosomes, which are known to undergo constant remodeling and have additional functions in signaling and migration (Simmons et al., 2008a; Johnson et al., 2014). These S-TGC-specific programs along with the high expression of *Podxl*, likely underlie a central role for these cells in the function of the maternal sinuses. 

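Hand1, the transcription factor that directs giant cell fate and lies on chromosome 11 from 57828705 to 57832818 of GRCm38, was higher in S-TGC than in SynTI and SynTII by 2.69 (standard error 0.24, adjusted p = 2.1e-06, limma), at 11.3 ± 7.06 CPM (SD, n = 4) in SynTI and 13.6 ± 8.45 CPM in SynTII. Hsd17b2, which inactivates estradiol and testosterone, was 454 ± 241 CPM in S-TGC against 60.3 ± 25.5 CPM in SynTI and 17.9 ± 21.2 CPM in SynTII (3.77 (standard error 0.30, adjusted p = 7.6e-07, limma)), and E2f7, a repressor that drives endocycles, 147 ± 74.4 CPM against 67.6 ± 32.2 CPM and 21.7 ± 13.0 CPM (1.80 (standard error 0.20, adjusted p = 1.6e-05, limma)). Of 9 genes of steroid synthesis, 5 were higher in S-TGC and 1 was lower (6 higher and 1 lower when adjusted over the list alone, adjusted p = 0.027 from limma's camera with a preset correlation, adjusted p = 0.35 with an estimated correlation): besides Hsd17b2, the 5-alpha-reductase Srd5a1 (3.04), the side-chain cleavage enzyme Cyp11a1 (2.96) and its electron donor system member Fdxr (2.85), against Hsd11b2 (-2.35), which inactivates glucocorticoids (standard errors 0.21 to 0.65, adjusted p at most 0.0089, limma). Hsd11b2 did not pass without the E12.5 library (log2 fold change -2.17). Cyp11a1 moved to 1.63 without E14.5. Hsd11b2 also did not pass without the replicate block.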

S-TGC are also enriched for the placental development category which includes several genes important for giant cell function including *Hand1* (regulation of giant cell lineage), *Hsd17b2* (steroid hormone production), and *E2F7* (endoreduplication).

Given that the labyrinth represents the site of exchange of nutrients, minerals, metabolites, ions, gases, and regulatory factors, between the mother and fetus, we next wanted to better understand how these functions are distributed across the different trophoblast layers. We focused on two large functional categories: solute transporter and cholesterol/vitamin transport. All genes in these categories that were found to be differentially expressed between one of the interface populations (SynTI, SynTII, S-TGC) compared to all other trophoblast populations were included in this analysis. The results suggested a striking separation of functions between the layers (Figure 4—figure supplement 1B and C). For example, genes responsible for carboxylate transport were highly enriched in SynTII, while organic anion transporters were enriched in SynTI. 

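Monocarboxylate transporters move lactate, ketone bodies and related acids. Of 7 tested, 6 were higher in SynTII than in SynTI and S-TGC (6 higher and 1 lower when adjusted over the list alone): Slc16a3 (5.24), Slc16a10 (3.91) and Slc16a9 (2.02) among them (standard errors 0.21 to 0.36, adjusted p at most 1.1e-05, limma). The exception was Slc16a1 (MCT1), lower in SynTII (-1.80, standard error 0.35, adjusted p = 0.0020, limma) and higher in SynTI (2.57). The list stood apart only with a preset correlation. Limma's camera gave adjusted p = 7.2e-04 with a preset correlation and adjusted p = 0.17 with an estimated correlation. Slc16a3, which encodes the lactate exporter MCT4 and lies on chromosome 11 from 120948480 to 120960868 of GRCm38, was 244 ± 38.8 CPM (SD, n = 4) in SynTII and 6.02 ± 3.52 CPM in SynTI. Of 3 organic anion transporters of the Slco family tested, 2 were higher in SynTI (2 higher and 0 lower when adjusted over the list alone, adjusted p = 0.26 from limma's camera with a preset correlation, adjusted p = 0.75 with an estimated correlation), too few for a statement on the family. Over 163 solute carriers of all kinds, 52 were higher and 18 lower in SynTII (56 higher and 22 lower when adjusted over the list alone, adjusted p = 0.020 from limma's camera with a preset correlation, adjusted p = 0.26 with an estimated correlation), 35 and 42 in SynTI and 34 and 66 in S-TGC. The glucose transporter Slc2a1 (GLUT1) was higher in SynTII (1.93) and in SynTI (1.44) than in the mean of the other types, and so was the large neutral amino acid transporter Slc7a5 (1.83 and 1.16) (adjusted p at most 0.0014, limma). In S-TGC the norepinephrine transporter Slc6a2 (4.18) had the largest fold of the solute carriers. Slc7a5 in SynTI did not pass on means of the deposited ln values.

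**Figure D5:**
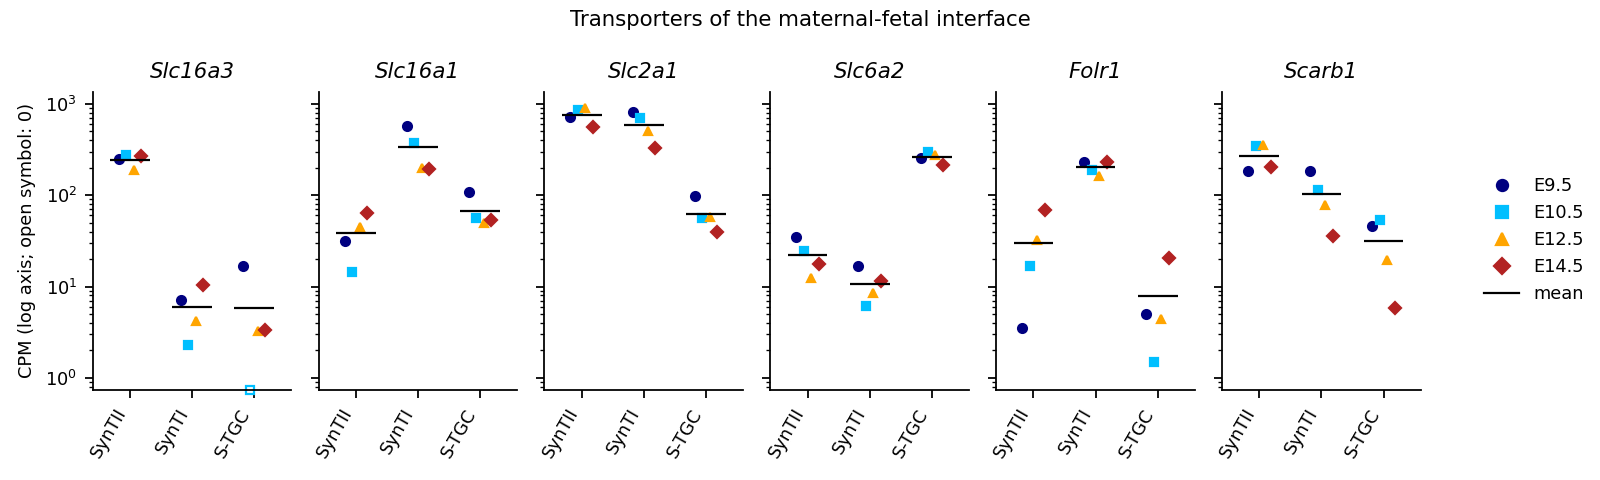
CPM on a log axis in SynTII, SynTI and S-TGC for Slc16a3, Slc16a1, Slc2a1, Slc6a2, Folr1 and Scarb1. Each point is 1 library (embryonic day by symbol), horizontal lines are means of the 4 libraries, and a value of 0 is drawn at the bottom of the axis. Slc16a3 has a mean of 244 CPM in SynTII and Folr1 of 204 CPM in SynTI.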

Even within specific transport pathways, functions were often separated; for example, factors important in Zinc transport were distributed across, yet distinctly expressed between the populations. 

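Zinc transporters were spread over the 3 types with different members in each. Of 16 tested, 4 were higher and 3 lower in SynTII (4 higher and 3 lower when adjusted over the list alone), 3 higher and 5 lower in SynTI (3 higher and 5 lower when adjusted over the list alone) and 5 higher and 3 lower in S-TGC (5 higher and 5 lower when adjusted over the list alone). In S-TGC, the exporters Slc30a2 (3.11) and Slc30a4 (2.09) and the importer Slc39a14 (2.50) were higher and Slc39a13 (-2.13), which releases zinc from internal stores, was lower (standard errors 0.24 to 0.63, adjusted p at most 0.0016, limma). In SynTII, the importer Slc39a4 (4.18) and the exporter Slc30a1 (1.90) were higher and Slc39a14 (-3.08) and Slc39a10 (-1.34) lower (standard errors 0.24 to 0.50, adjusted p at most 0.0017, limma), and in SynTI the importer Slc39a10 (2.53) was higher and Slc39a8 (-3.03) and Slc30a1 (-2.66) lower (standard errors 0.20 to 0.52, adjusted p at most 5.6e-04, limma). As a list, zinc transporters did not stand apart in SynTII (adjusted p = 0.81 from limma's camera with a preset correlation, adjusted p = 0.86 with an estimated correlation) or S-TGC. As a list, these genes had adjusted p = 0.53 from limma's camera with a preset correlation and adjusted p = 0.60 with an estimated correlation. Slc39a8 moved to -1.64 without E14.5.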

Cholesterol transporters are enriched in SynTII (*Scarb1*, *Vldlr*) and S-TGC (*Hdlbp*, *Ldlr*), while Folate receptors (*Folr1*, *Folr2*) are uniquely expressed in SynTI. Together, these data show a highly evolved separation of functions between the three trophoblast layers that separate maternal from fetal blood.

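Scarb1, the receptor that takes up cholesterol from HDL and lies on chromosome 5 from 125277087 to 125341094 of GRCm38, and the VLDL receptor Vldlr were higher in SynTII than in SynTI and S-TGC by 2.44 for Scarb1 and 3.10 for Vldlr (standard errors 0.30 to 0.32, adjusted p at most 9.6e-05, limma). In S-TGC the LDL receptor Ldlr was higher by 1.26 (standard error 0.18, adjusted p = 1.0e-04, limma) and Hdlbp, a protein that binds RNA and was named for HDL binding, by 0.71 (standard error 0.22, adjusted p = 0.022, limma), the smallest of these folds. Folr1 and Folr2, receptors that take up folate, were higher in SynTI by 3.44 for Folr1 and 3.47 for Folr2 (standard errors 0.44 to 0.49, adjusted p at most 1.3e-04, limma). Folr1 was 204 ± 35.6 CPM (SD, n = 4) in SynTI, 30.2 ± 27.8 CPM in SynTII and 7.87 ± 8.66 CPM in S-TGC, and Folr2 114 ± 13.5 CPM, 12.1 ± 10.6 CPM and 5.25 ± 3.96 CPM. The receptor Lrp8, which binds reelin and apolipoprotein E, was higher in SynTI (4.21, adjusted p = 6.3e-07, limma). Of 15 genes of sterol and lipoprotein transport, 6 were higher and 3 lower in SynTII (7 higher and 3 lower when adjusted over the list alone). The list test (limma's camera) gave adjusted p = 0.048 with a preset correlation and adjusted p = 0.41 with an estimated correlation. Of 11 of folate and vitamin transport 7 were higher and 3 lower in SynTI (7 higher and 3 lower when adjusted over the list alone). With a preset correlation, limma's camera gave the list adjusted p = 0.13, and adjusted p = 0.75 with an estimated correlation. Hdlbp did not pass without the E10.5, E12.5 or E14.5 library (log2 fold changes 0.71, 0.58 and 0.45).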

### Predicting cell signaling within the placental labyrinth

Single-cell RNA-seq has been used to predict signaling between different cell types of a tissue or organ (Efremova et al., 2020; Vento-Tormo et al., 2018). Here, we asked whether we could do the same with snRNA-seq to provide insight into the developmental signals driving mouse placental development. We used the package CellPhoneDB (Efremova et al., 2020) which applies a data base of annotated receptor-ligand pairs to the single-cell expression data evaluating all possible combinations of cell types (i.e. identified clusters). We focused our analysis on the populations of the developing labyrinth (LaTP, LaTP2, SynTI Precursor, SynTI, SynTII, S-TGC Precursor, S-TGC, and fetal endothelium). Given that CellPhoneDB receptor-ligand database was developed for human cells, we only included orthologous genes from our mouse snRNA-seq data. The results are summarized as a heatmap of the predicted strength (average log 2 expression of ligand-receptor pair) in Figure 5—figure supplement 1 with receptor–ligand interactions shown on the rows and each cluster pair shown as columns (full data in Figure 5—figure supplement 1—source data 1). A total of 139 unique ligand–receptor interactions reaching significance (adj. p-value<0.05) were uncovered.

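Rspo3, the R-spondin that amplifies Wnt signals through LGR receptors and lies on chromosome 10 from 29452416 to 29535867 of GRCm38, was higher in endothelium (cluster 3) than in the mean of 7 labyrinth trophoblast clusters by 5.75 (standard error 0.34, adjusted p = 4.5e-15, limma), at 302 ± 140.3 CPM (SD, n = 4). Its receptor Lgr5 was at 27.6 ± 24.3 CPM in endothelium. The related receptor Lgr4 was broad, at 73.0 ± 36.7 CPM in LaTP, 71.5 ± 19.3 CPM (SD, n = 4) in SynTII, 71.0 ± 13.7 CPM in SynTI and 44.8 ± 16.8 CPM in endothelium (-0.32 (standard error 0.20, adjusted p = 0.22, limma)). Endothelium and labyrinth trophoblast differed in 2220 genes higher and 1774 lower, of 10218 tested. All 13 endothelial markers on the list were higher, such as the receptor Tie1 (6.01), the transcription factor Erg (5.71) and the sialomucin Emcn (5.59) (standard errors 0.22 to 0.28, adjusted p at most 1.7e-17, limma). Limma's camera gave adjusted p = 5.7e-20 with a preset correlation and adjusted p = 9.6e-05 with an estimated correlation. On means of the deposited ln values 1145 genes were higher and 2556 lower, so that the larger side changed. The genes lower in endothelium numbered 950 without the replicate block, against 1775 higher, 1073 without voom weights, against 1670, and 703 at a fold of at least 2, against 1267.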

CellPhoneDB predicted an interaction between *Rspo3* in the endothelium with *Lgr5* in the LaTP/SynTII lineage (Figure 5A). *Rspo3* is required in vivo for the maintenance of *Gcm1* expression (Kazanskaya et al., 2008; Aoki et al., 2007) and canonical Wnt signaling is essential for differentiation of SynTII (Zhu et al., 2017; Matsuura et al., 2011). Predicted signaling in the opposite direction included *Vegfa* secreted by SynTII to the receptors *Kdr*, *Flt1*, *Nrp1*, *Nrp2* located only on endothelial cells. 

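Vegfa was 184 ± 179.6 CPM (SD, n = 4) in the SynTII precursor, 72.3 ± 83.1 CPM in LaTP and 35.8 ± 14.8 CPM in LaTP2, against 38.7 ± 32.4 CPM in endothelium, which did not differ from the mean of the labyrinth trophoblast (0.01 (standard error 0.24, adjusted p = 0.99, limma)). Its receptors were higher in endothelium than in labyrinth trophoblast by 4.65 for Kdr, 2.24 for Flt1, 5.34 for Nrp1 and 4.50 for Nrp2 (standard errors 0.16 to 0.38, adjusted p at most 1.4e-05, limma). Flt1, on chromosome 5 from 147561604 to 147726011 of GRCm38, was 1446 ± 441 CPM in endothelium but 14280 ± 2202 CPM (SD, n = 3) in SpT, so that among all trophoblast its highest level lay in the junctional zone. Nrp1 was 925 ± 233 CPM in endothelium against 37.8 ± 29.3 CPM in SynTII, and Nrp2 189.9 ± 56.9 CPM against 9.97 ± 10.5 CPM. Of 15 angiogenic genes tested, 13 were higher in endothelium and none lower (13 higher and 0 lower when adjusted over the list alone, adjusted p = 2.8e-12 from limma's camera with a preset correlation, adjusted p = 9.6e-05 with an estimated correlation), among them Pdgfb (3.85), Efnb2 (2.95) and Ephb4 (2.48) (standard errors 0.22 to 0.26, adjusted p at most 6.1e-11, limma). The interaction itself was not measured here.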

Immunostaining confirmed SynTII and SynTI as the sources of VEGFA in the labyrinth (Figure 5B, Figure 5—figure supplement 5–S2A). These data suggest a feedback loop where *Rspo3-Lgr5* supports SynTII differentiation and function, while *Vegfa-Kdr*/*Flt1* drives vascular maintenance and remodeling, thereby coordinating lineage differentiation with development of tissue structure.

**Figure 5.**
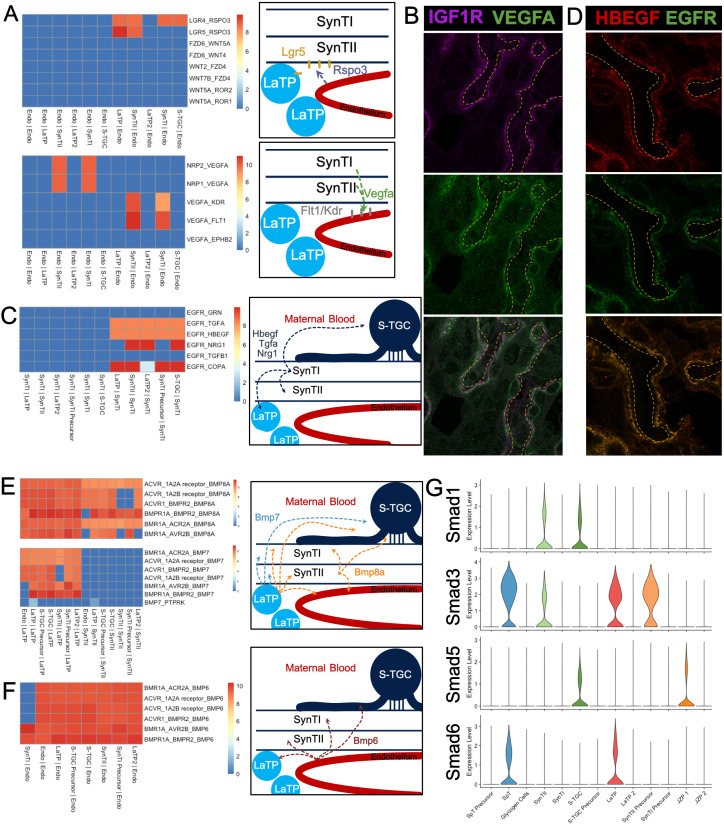
Predicting Cell Signaling within the placental labyrinth. (**A**) Heatmap showing all Wnt signaling interactions (top) and Vegf signaling (bottom) between the endothelium and labyrinth trophoblast populations. Left: schematics summarizing signaling interactions. (**B**) Immunofluorescence staining for VEGFA and IGF1R demonstrating colocalization in SynTII in E12.5 mouse placenta sections (63x). Fetal Vessels are outlined in yellow dashed line. (**C**) Heatmap showing all Egfr signaling interactions between labyrinth populations. Schematic showing secretion of Egf ligands *Hbegf*, *Tgfa*, and *Nrg1* from SynTI to *Egfr* expressed on SynTII, LaTP, and S-TGC. (**D**) Immunofluorescence staining for HBEGF and EGFR demonstrating colocalization of the ligand and receptor SynTII, but only HBEGF expression in SynTI (E12.5 mouse placenta sections - 63x) (**E**) Heatmap showing signaling interactions of *Bmp8a* (top) and *Bmp7* (bottom), secreted by the LaTP and SynTII or LaTP only, respectively. (**F**) Heatmap showing predicted signaling interactions between *Bmp6* secreted by the endothelium to receptors on LaTP, SynTI, SynTII and S-TGC. (**G**) Transcript expression for the *Smad* TFs which are differentially regulated (*Smad1*/*3*/*5*/*6*).

**Figure 5—figure supplement 1.**
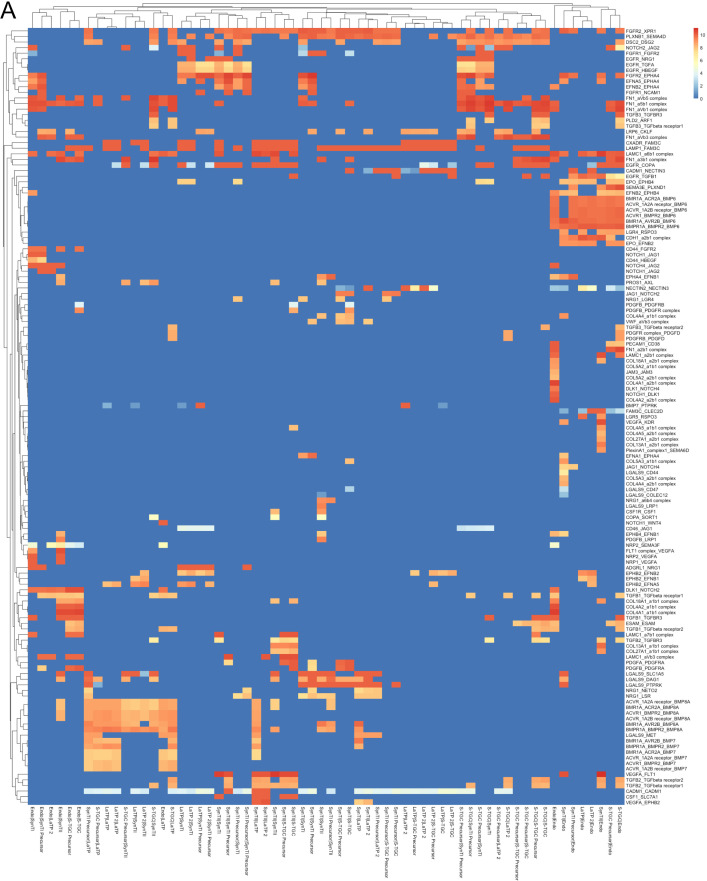
All predicted receptor-ligand interactions between labyrinth populations. (**A**) Heatmap of 139 ligand–receptor interactions predicted by CellPhoneDB (p-value<0.05 permutation test). The rows are ligand–receptor pairs and columns are cell–cell pairings. Strength of interaction is shown by coloration. All interactions not reaching significance have a strength of zero (blue). Figure 5—figure supplement 1—source data 1.CellPhoneDB interaction raw data for trophoblast populations.

**Figure 5—figure supplement 2.**
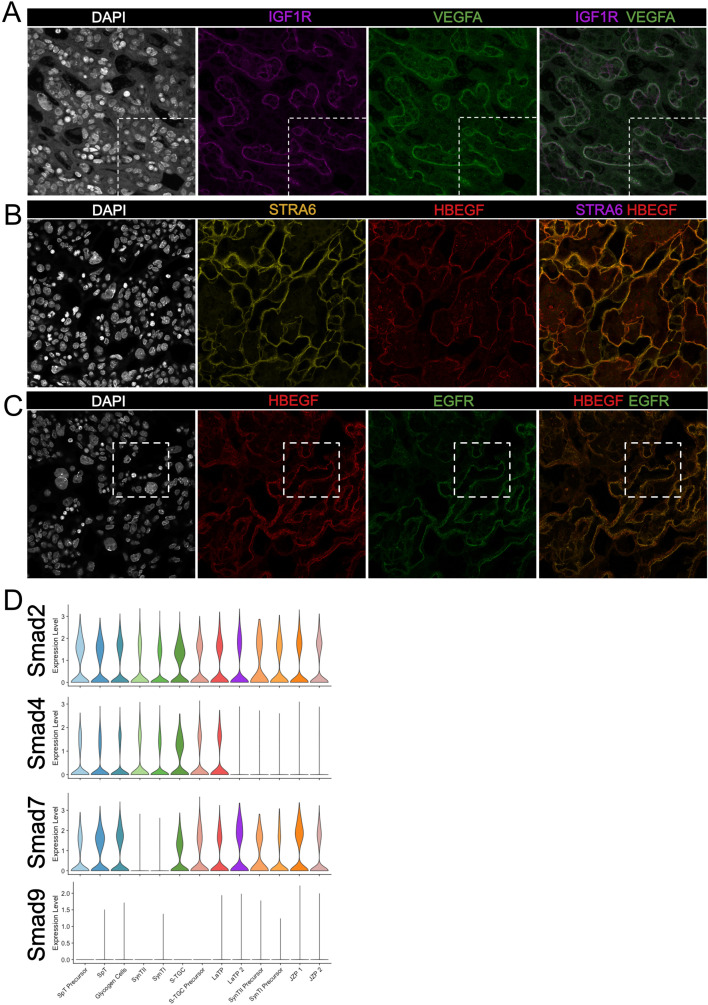
Validation of predicted cell signaling events in the labyrinth. (**A–C**) Immunofluorescence staining of sections from E12.5 placentas of (**A**) IGF1R (Purple) and VEGFA (Green); (**B**) STRA6 (Yellow) and HBEGF (Red); HBEGF (Red) and EGFR (Green). The white- dashed line in (**A**) and (**B**) outline the magnified areas shown in Figure 5B and Figure 5D, respectively. Fetal vessels are outlined by the yellow dashed lines. (**D**) Violin plots summarizing expression of *Smad2*/*4*/*7*/*9* in each trophoblast cluster.

Analysis of marker genes suggested Egf signaling as a regulator of LaTP differentiation to SynTI (Figure 2D). CellPhoneDB analysis was consistent with that interpretation as it predicted an interaction between the EGFR ligands *Tgfa*, *Hbegf,* and *Nrg1* produced by SynTI with *Egfr* on both LaTP2 and SynTI precursor populations. However, it also predicted an interaction with *Egfr on* LaTP, SynTII, and S-TGCs (Figure 5C). 

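Of the ligands that the paper pairs with Egfr, Tgfa and Hbegf were higher in SynTI than in the mean of the other trophoblast clusters, and Nrg1 was not. Hbegf was 299 ± 48.4 CPM (SD, n = 4) in the SynTI precursor and 176 ± 39.5 CPM in SynTI, 3.64 above the mean of the other trophoblast clusters in SynTI on the log2 scale (standard error 0.24, adjusted p = 9.4e-17, limma). Nrg1 was 35.1 ± 11.4 CPM in SynTI, 42.9 ± 30.9 CPM in LaTP2 and 42.8 ± 20.1 CPM in SynTII (0.33 (standard error 0.22, adjusted p = 0.21, limma)). The receptor Egfr was 87.5 ± 45.4 CPM in the SynTI precursor and 24.9 ± 7.63 CPM in SynTI, and as high in SynTII (374 ± 162 CPM) as in LaTP2. In LaTP2 it stood 2.52 (standard error 0.29, adjusted p = 2.0e-08, limma) above the mean of the other clusters. The paper predicts that SynTI ligands pair with Egfr on LaTP2, the SynTI precursor, LaTP, SynTII and S-TGC. From this and its staining it proposes SynTI as a hub of EGF signals to most labyrinth populations.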

We confirmed protein expression HBEGF alone in SynTI, and colocalization of HBEGF and EGFR in SynTII (Figure 5D; Figure 5—figure supplement 2B and C). Therefore, SynTI appears to be a hub of EGF signaling that impacts the majority of the cell populations in the labyrinth. Loss of *Egfr* in vivo results in decreased placental size, disorganized labyrinth, and a reduction in the SpT layer (Du et al., 2004; Miettinen et al., 1995; Strunk et al., 2004). Depletion of Egf ligands yields a variety of phenotypes (Liu et al., 2019; Luetteke et al., 1993). Taken together, these data suggest a complex regulation of Egfr signaling being coordinated by SynTI that is critical for proper development of the labyrinth.

Numerous ligand–receptor interactions between *Bmp8a* and several receptors, including *Acvr1*, *Bmpr1*, and *Bmpr2* were predicted in the labyrinth. 

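Bmp8a, a ligand of the BMP family on chromosome 4 from 123312645 to 123343252 of GRCm38, was 191 ± 39.5 CPM (SD, n = 4) in LaTP and 216 ± 56.2 CPM in the SynTII precursor, 68.3 ± 41.9 CPM in mature SynTII, and 39.7 ± 23.6 CPM or less in the other labyrinth clusters. Set against the mean of the other trophoblast clusters, it stood 2.35 (standard error 0.25, adjusted p = 5.4e-10, limma) higher in LaTP and 2.59 (standard error 0.31, adjusted p = 3.5e-08, limma) higher in the SynTII precursor. The BMP receptors were broad. Bmpr1a was 259.7 ± 158 CPM in LaTP, 140.2 ± 38.1 CPM in SynTI, 241 ± 48.1 CPM in SynTII and 257 ± 70.3 CPM in S-TGC, Bmpr2 194 ± 49.6 CPM, 195 ± 87.8 CPM, 202 ± 36.0 CPM and 398 ± 98.5 CPM, and Acvr1 90.3 ± 87.2 CPM, 29.9 ± 16.1 CPM, 68.8 ± 9.84 CPM and 118 ± 54.9 CPM.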

The source of *Bmp8a* is LaTP and SynTII and the receptors are located on all labyrinth populations, including LaTP and SynTII (Figure 5E). Additional Bmp 60A subfamily members, *Bmp6* and *Bmp7*, were highly secreted. *Bmp7* is secreted by LaTP and *Bmp6* by the endothelium (Figure 5E and F). In addition to BMP ligand and receptors, the pathway’s downstream effectors, the *Smad* TFs, also showed striking differential expression between the cell types of the labyrinth. 

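Bmp7 was 53.3 ± 14.8 CPM (SD, n = 4) in LaTP and 33.4 ± 23.0 CPM in the SynTII precursor, against 12.0 ± 12.7 CPM in LaTP2 and 0.880 ± 1.76 CPM in SynTII, a log2 fold change of 1.81 (standard error 0.26, adjusted p = 5.0e-04, limma) between the progenitor clusters. Bmp6, on chromosome 13 from 38345107 to 38500302 of GRCm38, was 677 ± 398 CPM (SD, n = 4) in endothelium and between 6.80 and 30.9 CPM on average in LaTP, LaTP2, SynTI, SynTII and S-TGC (5.78 (standard error 0.24, adjusted p = 1.4e-18, limma)). Bmp8a and Bmp7 were not higher in endothelium than in labyrinth trophoblast (-1.25 (standard error 0.30, adjusted p = 0.0012, limma) and -0.60 (standard error 0.47, adjusted p = 0.33, limma)). Bmp7 between LaTP and LaTP2 did not pass without the replicate block, without voom weights or on means of the deposited ln values.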

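Among the Smad genes, which carry BMP and TGF-beta signals into the nucleus, Smad2 and Smad4 varied least over the trophoblast clusters. Smad2 was 249.9 ± 52.9 CPM (SD, n = 4) in LaTP, 164 ± 13.9 CPM in SynTI, 169.5 ± 18.3 CPM in SynTII and 223 ± 15.2 CPM in S-TGC, Smad4 123 ± 60.8 CPM, 115 ± 17.5 CPM, 119 ± 15.5 CPM and 166 ± 37.0 CPM, and the inhibitory Smad7 213 ± 77.3 CPM, 82.0 ± 14.7 CPM, 118 ± 30.0 CPM and 204 ± 83.6 CPM, with a log2 fold change of -0.82 (standard error 0.13, adjusted p = 8.6e-04, limma) between LaTP and LaTP2. Smad3, a TGF-beta effector, differed most, at 571 ± 67.9 CPM in LaTP, 533 ± 258 CPM in the SynTII precursor and 286 ± 69.9 CPM in SynTII against 83.6 ± 44.3 CPM in LaTP2, 33.4 ± 7.04 CPM in SynTI and 12.1 ± 5.61 CPM in S-TGC, 3.17 (standard error 0.40, adjusted p = 3.7e-08, limma) above the mean of the other clusters in LaTP. The inhibitory Smad6 was 168 ± 107 CPM in LaTP and 53.0 ± 33.2 CPM or less elsewhere in the labyrinth (2.26 (standard error 0.27, adjusted p = 1.0e-04, limma) between LaTP and LaTP2). Smad1, a BMP effector, was 169.5 ± 26.2 CPM in SynTII, 114 ± 77.9 CPM in LaTP and 20.9 ± 12.1 CPM in SynTI, and Smad5 50.5 ± 17.8 CPM in LaTP, 31.5 ± 17.3 CPM in SynTII and 44.2 ± 19.7 CPM in SynTI. Smad6 did not pass without the E12.5 library (log2 fold change 2.07). Smad6 and Smad7 also did not pass without the replicate block, without voom weights or on means of the deposited ln values. Smad7 did not pass with all clusters in 1 fit.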

*Smad2/4/7* were relatively uniformly expressed in trophoblasts, while *Smad1/3/5/6* displayed varied levels of expression across trophoblast populations (Figure 5G and Figure 5—figure supplement 2D). Previous work has shown that while *Bmp8a* is largely redundant with *Bmp8b*, loss of *Smad1,* and combined knockout of *Bmp5/7* exhibit severe placental defects (Zhao and Hogan, 1996; Tremblay et al., 2001; Solloway and Robertson, 1999). Cell-type-specific perturbation of elements of the Bmp pathway has not been performed; however, ligand–receptor modeling with CellPhoneDB combined with snRNA-seq expression data provides insight into how the pathway likely functions in vivo.

### Modeling transcription factor regulon activity identifies new candidate regulators of SynTII

Transcription factors (TFs) are the most direct regulators of cell fate and can be used to reprogram cells to new cell fates (Kubaczka et al., 2015). Our snRNA-seq data contained many well-studied TFs, but expression alone is not necessarily a good indicator of function. TFs typically act cooperatively with other TFs and numerous factors influence their activity. Therefore, we sought to identify active TFs based on both expression of the TF and its downstream targets within the same cells. To do so, we used the SCENIC package (Aibar et al., 2017) which uses a database of TFs and their annotated motifs to identify enrichment of a TF motif within or near the promoter regions of co-expressed genes within each cell to define ‘regulon activity’. As such SCENIC infers activity of a transcriptional network rather than considering expression of the TF alone.

Application of SCENIC to the trophoblast dataset recovered 200 transcription factor regulons with activity in at least one cluster (Figure 6—source data 1). To ensure that the regulon activity data maintained the variation of the transcript expression data, we projected the nuclei in UMAP space using regulon activity transcript expression as the underlying variable. The resulting plot was color coded based on a cluster identity as defined by Seurat analysis of transcript expression (Figure 6A). There was overall strong agreement in the two approaches to separate nuclei by cell type both in UMAP space and hierarchical clustering of Pearson correlations between populations (Figure 2A vs. Figure 6A, Figure 6—figure supplement 1A). These data show that TF regulon activity provides an alternative means to identify the different cell types of the placenta.

**Figure 6.**
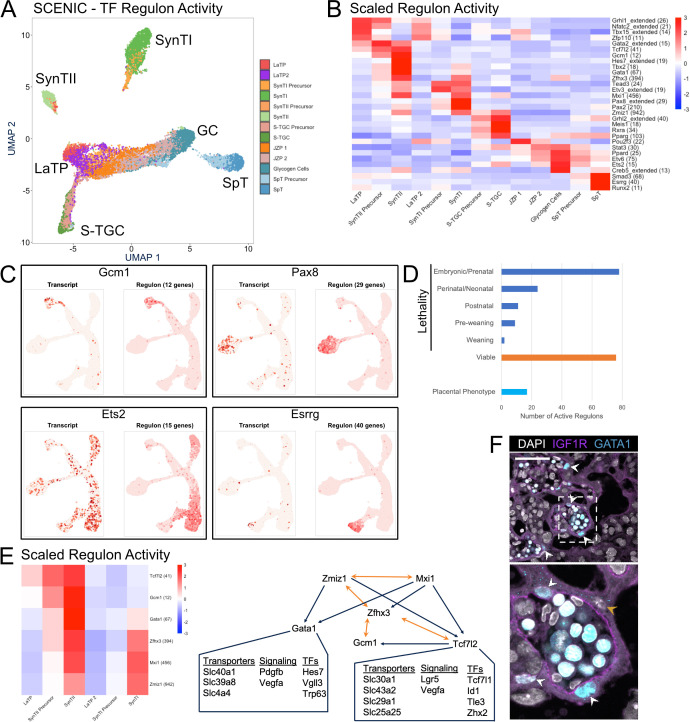
Modeling transcription factor regulon activity identifies new candidate regulators of SynTII. (**A**) UMAP projection derived from regulon activity predicted by SCENIC. The clusters are colored according to Seurat clustering of transcript data. The cluster identities of each of the five arms of the UMAP are annotated. (**B**) Heatmap of the scaled regulon activity for select regulons expressed in each trophoblast population. The number of genes predicted to be regulated by each transcription factor is included in parenthesis. (**C**) Comparison of transcript expression of the TF (left) and the regulon activity for that TF (right) at the single-cell resolution projected in UMAP space for *Gcm1*, *Pax8*, *Ets2*, and *Esrrg*. The number of genes predicted to be regulated by each transcription factor is denoted in parentheses. (**D**) Quantification of the number active regulons with a lethal phenotype in mouse according to the Jackson Laboratory MGI (Embryonic/Prenatal - 78, Perinatal/Neonatal - 24, Postnatal - 11, Pre-weaning - 9, lethality at weaning - 2, no developmental lethality - 76) and the number with known placental phenotypes in vivo (n = 17). (**E**) Heatmap showing expression of a network of regulons enriched for expression in SynTII (left). Gene regulatory network of high confidence predicted interactions from GRNboost2 (right). Unidirectional regulation denoted by blue arrows and bidirectional regulation by yellow. Predicted targets of *Gata1* and *Tcf7l2* expressed in SynTII and important in SynTII differentiation or function are annotated. (**F**) Immunofluorescence staining for GATA1 and IGF1R showing GATA1 expressing nuclei in IGF1R SynTII cells (E12.5 mouse placenta sections - 63x). GATA1+ SynTII nuclei – white arrowheads, GATA1- putative SynTI nucleus – yellow arrowhead. Figure 6—source data 1.SCENIC scaled regulon activity in trophoblast nuclei. Figure 6—source data 2.SCENIC regulon predicted binding targets for all active regulons.

**Figure 6—figure supplement 1.**
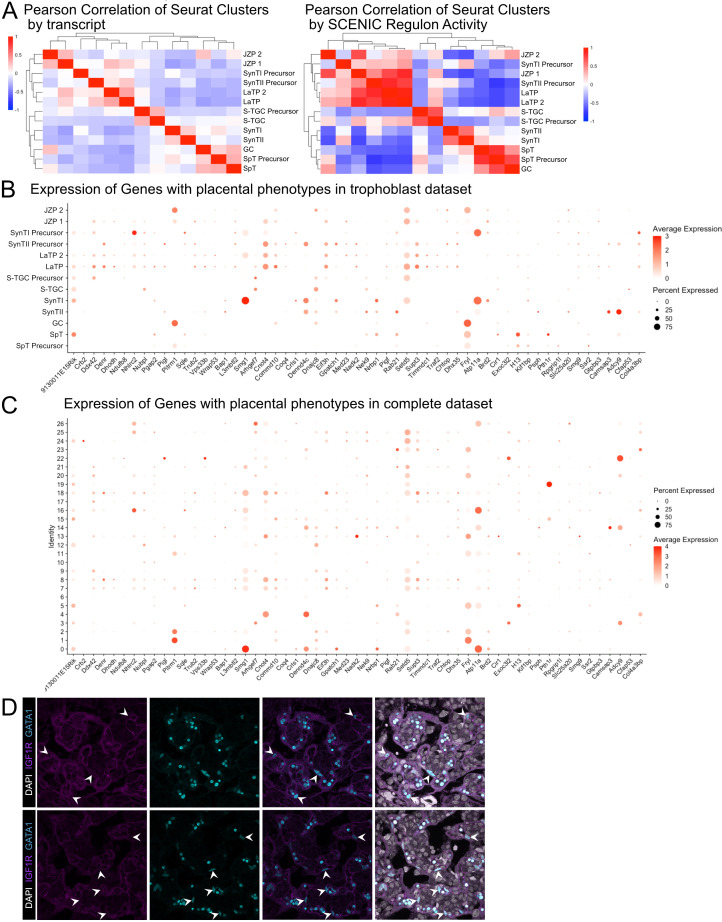
Additional validation of SCENIC and Gata1 expression and expression of genes with validated placental phenotypes in vivo. (**A**) Heatmaps showing the Pearson correlation values between cluster averages of transcript expression (left) and SCENIC regulon activity (right). Clusters are ordered by hierarchical clustering with complete linkage. (**B**) Dot plot showing the average expression and percent of the nuclei in each cluster of all subviable genes with placental phenotypes from Perez-Garcia et al., 2018 in the trophoblast clusters from Figure 2. (**C**) Dot plot showing the average expression and percent of the nuclei in each cluster of all subviable genes with placental phenotypes from Perez-Garcia et al., 2018 in the conglomerate dataset clusters from Figure 1. (**D**) Additional immunofluorescence staining of GATA1 and Igfr1 in SynTII at E12.5.

The identified regulons with differential activity across the populations included both known and unknown TF regulators of placental development. 

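As transcripts, Gcm1 was 159.9 ± 72.0 CPM (SD, n = 4) in the SynTII precursor and at most 9.98 CPM on average in the clusters outside LaTP and the SynTII lineage. Grhl2, a grainyhead factor that labyrinth branching needs, stood at 324 ± 95.7 CPM in the S-TGC precursor and 312 ± 148 CPM in SpT and was higher in S-TGC than in the mean of the other trophoblast clusters by 1.97 (standard error 0.19, adjusted p = 1.5e-11, limma), at 290.1 ± 99.9 CPM, with 103 ± 41.3 CPM in LaTP and 20.9 ± 6.92 CPM in SynTI. Ets2, an Ets factor that trophoblast stem cells need, was higher in GC by 2.09 (standard error 0.13, adjusted p = 1.2e-17, limma), at 323 ± 32.1 CPM, and between GC and SpT it differed by 1.67 (standard error 0.16, adjusted p = 6.4e-05, limma). Regulon activity was not computed here, so that these are levels of the factors and not of their targets.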

Known factors include *Gcm1* in SynTII specification, *Grhl2* in S-TGC, and *Ets2* in JZ development (Figure 6B; Anson-Cartwright et al., 2000; Walentin et al., 2015; Yamamoto et al., 1998). 

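Tbx15, a T-box factor, was 20.8 ± 18.2 CPM (SD, n = 4) in LaTP. Gata1, the factor of red blood cell and megakaryocyte differentiation, was 79.8 ± 22.3 CPM in SynTII (3.96 (standard error 0.24, adjusted p = 3.6e-18, limma) over the mean of the other trophoblast clusters). Pax2, a paired-box factor of kidney and eye, was 112 ± 79.7 CPM in SynTI (4.30 (standard error 0.39, adjusted p = 8.0e-13, limma)), and Meis1, a homeobox cofactor, 127 ± 83.7 CPM in S-TGC (1.08 (standard error 0.19, adjusted p = 1.7e-05, limma)). Tbx15 was 19.9 ± 1.57 CPM in LaTP2 and 14.7 ± 4.68 CPM in JZP 1. Its difference from the mean of the other trophoblast clusters was 0.93 (standard error 0.34, adjusted p = 0.037, limma) in LaTP, in the same direction in 2 of 3 libraries, and 1.04 (standard error 0.31, adjusted p = 0.021, limma) in LaTP2. Tbx15 in LaTP did not pass without the E9.5 or E14.5 library (log2 fold changes 0.28 and 0.86) and Tbx15 in LaTP2 did not pass without the E10.5 or E12.5 library (log2 fold changes 1.11 and 0.95). Tbx15 in LaTP moved to 1.45 without E10.5. Tbx15 in LaTP also did not pass without a filter on low counts or with sums of at least 30 nuclei. Tbx15 in LaTP and Tbx15 in LaTP2 did not pass without the replicate block or without voom weights. Tbx15 in LaTP2 did not pass on means of the deposited ln values.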

Examples of the many unknowns include *Tbx15* in LaTP, *Gata1* in SynTII, *Pax2* in SynTI, and *Meis1* in S-TGC. The power of the regulon approach is further supported by comparing the distribution of TF expression alone versus that of their regulon (Figure 6C). 

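Pax8, a paired-box factor related to Pax2, was 90.7 ± 60.1 CPM (SD, n = 4) in SynTI and 63.2 ± 38.9 CPM in its precursor, 3.91 (standard error 0.43, adjusted p = 2.0e-10, limma) above the mean of the other trophoblast clusters in SynTI, and 9.03 ± 18.1 CPM in SynTII and 4.59 ± 4.67 CPM in S-TGC. Its transcript was thus found in the SynTI lineage as that of Gcm1 was in the SynTII lineage.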

While expression of *Gcm1* and *Pax8* correlated the distribution of their regulon activity, *Ets2* and *Esrrg* did not. 

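Ets2 had a UMI in nuclei of every trophoblast cluster. Its level was 42.5 ± 14.9 CPM (SD, n = 4) in LaTP, 58.7 ± 4.63 CPM in SynTI, 59.2 ± 19.5 CPM in SynTII, 109 ± 40.2 CPM in the S-TGC precursor, 129 ± 29.4 CPM in S-TGC, 143 ± 55.8 CPM in JZP 2 and 97.1 ± 8.57 CPM (SD, n = 3) in SpT, and S-TGC differed from the mean of the other clusters by 0.67 (standard error 0.14, adjusted p = 2.6e-04, limma).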

*Ets2* was broadly expressed, yet its regulon activity was highly enriched among differentiating S-TGCs and GCs. *Esrrg*, on the other hand, was lowly expressed throughout, yet showed strong regulon active among SpT cells. 

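Esrrg, the estrogen-related receptor gamma on chromosome 1 from 187608791 to 188214885 of GRCm38, was 53.9 ± 50.3 CPM (SD, n = 3) in SpT and 7.30 ± 6.40 CPM in its precursor, and between 2.74 and 15 CPM on average in LaTP, LaTP2, SynTI, SynTII, S-TGC and GC. SpT stood 2.91 (standard error 0.42, adjusted p = 3.0e-07, limma) above the mean of the other clusters, a difference found in 2 of the 3 libraries counted. A UMI was seen in 14.1% of SpT nuclei.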

*Esrrg* is not well studied in the mouse placenta, but has known roles in steroid hormone production and metabolism in human trophoblast, functions also important in the mouse placenta (Poidatz et al., 2012; Luo et al., 2014).

Given that most of the TFs underlying cluster-specific regulons have not been studied in the placenta, we next researched the Mouse Genome Informatic database for any phenotypes associated with the knockout of TFs driving the uncovered regulons. Only 17 of the 200 TFs had annotated placental phenotypes, while 124 are lethal during development (defined as until weaning) (Figure 6D). Many of these developmental lethal phenotypes likely are associated with placental defects given that 68% of 103 intrauterine lethal and subviable mouse knockout lines also have placental defects (Perez-Garcia et al., 2018). Unfortunately, few of knockouts evaluated in the Perez-Garcia et al paper were for transcription factors, making comparisons to our regulon data impossible. However, we did see robust and cell-type-specific expression of several factors uncovered in their paper as having placental phenotypes, including *Fryl* in GCs, *Atp11a* in the SynTI lineage, and *Adcy9* in SynTII (Figure 6—figure supplement 1B and C). Together, these analyses suggest likely important roles for the uncovered regulons in placental development.

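Fryl, a homolog of the furry protein on chromosome 5 from 73019987 to 73256619 of GRCm38, was 1099 ± 94.3 CPM (SD, n = 4) in GC and 739 ± 19.4 CPM (SD, n = 3) in SpT, 1.65 (standard error 0.10, adjusted p = 4.9e-18, limma) and 1.05 (standard error 0.12, adjusted p = 5.2e-10, limma) above the mean of the other trophoblast clusters, and GC exceeded SpT by 0.55 (standard error 0.15, adjusted p = 0.028, limma). Atp11a, a phospholipid flippase on chromosome 8 from 12757014 to 12868728, was 1596 ± 366 CPM (SD, n = 4) in SynTI and 1480 ± 487 CPM in its precursor (1.97 (standard error 0.20, adjusted p = 3.9e-11, limma) in SynTI). Adcy9, an adenylate cyclase on chromosome 16 from 4287529 to 4420498, was 558 ± 152 CPM in SynTII and 279 ± 169 CPM in its precursor (2.36 (standard error 0.15, adjusted p = 3.4e-17, limma) in SynTII). Outside these lineages the highest levels were 537 ± 182 CPM of Atp11a in SynTII and 185 ± 25.2 CPM (SD, n = 3) of Adcy9 in SpT. Fryl between GC and SpT did not pass without the E12.5 or E14.5 library (log2 fold changes 0.51 and 0.59). Fryl between GC and SpT also did not pass without the replicate block or on means of the deposited ln values.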

Next, we asked if we could uncover networks among the TFs themselves focusing on the SynTII lineage. In particular, the regulon data was evaluated for evidence of coexistence of paired regulon activity with associated high confidence annotations (defined by either direct annotation or inferred by orthology) of binding sites for one or both of the TFs in the other TF’s promoter region (Figure 6E, Figure 6—source data 2). *Gcm1*, the master regulator of the SynTI lineage, and *Zhfx3* have reciprocal high confidence motif in their promoter regions, suggestive of a positive feedback loop. *Zfhx3* and *Tcf7l2* also show mutual regulation of one another, and *Tcf7l2* also has a high confidence binding site in the promoter of *Gcm1*. Thus, these 3 TFs establish what appears to be an autoregulatory loop. *Zfhx3* (*Atbf1*) does not have known functions in the placenta. However, two independent genetic disruptions of *Zfhx3* result in embryonic to pre-weaning lethality with surviving pups exhibiting severe growth defects (Sun et al., 2012; Parsons et al., 2015). While *Tcf7l2* knockout mice do not have a placental phenotype, we identify high confidence motifs in the promoter regions of many genes important for SynTII differentiation and function including *Lgr5*, *Vegfa*, *Slc43a2*, and *Gcm1* (Perez-Garcia et al., 2018; Kazanskaya et al., 2008; Guetg et al., 2015). It is possible that redundancy with *Tcf7l1* underlies the lack of *Tcf7l2* knockout placental phenotype (Nguyen et al., 2009).

*Zfhx3* also appears to be in a positive regulatory loop with the two TFs *Zmiz1* and *Mxi1. Zmiz1* and *Mxi1* in turn both have high confidence binding sites in the promoter of *Gata1*. 

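The genes named as GATA1 targets were each higher in SynTII. Over the mean of the other trophoblast clusters, Slc40a1, the iron exporter ferroportin on chromosome 1 from 45908068 to 45926523 of GRCm38, stood 3.16 (standard error 0.21, adjusted p = 6.6e-17, limma) higher and Trp63, on chromosome 16 from 25683763 to 25892102, 6.41 (standard error 0.43, adjusted p = 9.8e-17, limma) higher. Slc40a1 was 194 ± 55.9 CPM (SD, n = 4) in SynTII and 64.5 ± 38.5 CPM in SynTI, and Trp63 257 ± 125 CPM and 2.10 ± 0.768 CPM. Gata1, on chromosome X from 7959260 to 7978071, was 5.28 ± 7.05 CPM in the SynTII precursor and 4.81 ± 5.87 CPM in LaTP. Motifs and regulon activity were not analysed here.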

While *Gata1* has not been studied in the context of the mouse placenta, transcript expression, regulon activity, and high confidence motifs suggest it regulates multiple genes with important functions in SynTII including *Vegfa*, *Slc40a1* (ferroportin), and the basal epithelial transcription factor *Trp63*. Immunofluorescence showed the colocalization of GATA1 with IGFR1, thereby confirming its expression in SynTII (Figure 6F). In particular, strong GATA1 protein expression was visible in the SynTII nuclei abutting the basal membrane (Figure 6F and Figure 6—figure supplement 1D – white arrow heads), but not in SynTI nuclei closest to maternal blood spaces (Figure 6F – yellow arrowhead). Strong GATA1 staining was also obvious in the nuclei of fetal erythrocytes with vascular lumen. Therefore, GATA1 appears to be expressed exclusively in SynTII population of trophoblasts and likely has important regulatory functions specific to SynTII.

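Among trophoblast clusters, Gata1 was 18.3 ± 12.4 CPM (SD, n = 4) in SynTI, 1.80 ± 1.42 CPM in S-TGC, 3.42 ± 2.75 CPM in GC and 5.73 ± 4.93 CPM in LaTP2, and had a UMI in 18.5% of SynTII nuclei against 7.92% of SynTI nuclei. In the complete matrix it was highest in cluster 22, at 239 ± 120.5 CPM (SD, n = 4), and in erythroid cluster 13 it was 103 ± 84.6 CPM (SD, n = 3). GATA1 protein was not analysed here.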

## Discussion

This study profiles the development of the mouse placenta by transcriptome capture of nuclei, rather than whole cells, resulting in a high-resolution map of labyrinth differentiation and allowing for the first independent analyses of the two SynT populations. In contrast to previous studies where SynT comprise fewer than 10% of cells identified, almost 30% of trophoblast nuclei captured in this study originate from SynT cells. 

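Of the 16836 trophoblast nuclei, SynTI and SynTII made up 22.1% (exact 95% interval 21.5 to 22.8), and 27.1% (26.4 to 27.8) with their precursors. By embryonic day, mature SynTI and SynTII were 6.87% of trophoblast nuclei at E9.5, 9.01% at E10.5, 19.1% at E12.5 and 39.8% at E14.5. The pooled share weights each day by the nuclei captured, and the interval covers counting error only.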

Profiling four developmental stages from E9.5 to E14.5 allowed for the capture of stem/progenitor and terminally differentiated populations including previously unknown intermediate states and new putative regulators of cell identity. Modeling receptor–ligand interactions predicted how SynTII and endothelial cells coordinate spatial proximity and development through growth factor secretion. In addition, network inference predicted gene regulatory networks defined by TFs and feedback loops among the TFs, including novel candidate regulators of placental development. All together, these data represent a high-resolution map of placental labyrinth development providing insights into the cell autonomous and non-autonomous molecular events underlying the formation and function of this remarkable organ.

Understanding the development of any tissue begins with the progenitor populations. Previous work uncovered a population of EPCAM and MET expressing progenitors that give rise to the three trophoblast populations of the labyrinth (SynTI, SynTII, and S-TGC) (Ueno et al., 2013). Clustering analysis of the snRNA-seq data separated these cells into two closely related clusters, LaTP and LaTP2. Both expressed *Epcam*, but only LaTP expressed *Met*. 

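Epcam and Met were both low in differentiated SynTI. Epcam was 11.2 ± 8.43 CPM (SD, n = 4) in SynTI and Met 3.73 ± 3.04 CPM. Met was clearly present in LaTP2 at E9.5 (93.2 CPM) and E10.5 (108 CPM), where LaTP had 229 and 257 CPM, and was 15.9 and 0 CPM at E12.5 and E14.5 in the few LaTP2 nuclei left. Without thinning, and pooled over days, a Met UMI was found in 38.5% of LaTP and 14.6% of LaTP2 nuclei, against 0.688% of SynTI nuclei.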

The relationship between these populations is unclear. Both LaTP populations had low RNA velocities and there was no coordinated directionality to indicate differentiation from one population to the other. However, the relative positions of the two populations in the developing labyrinth and the earlier presence of EPCAM/MET double positive cells (i.e. at E8.5) suggest that LaTP2 arise from LaTP. Alternatively, the two populations may arise from progenitors that separate earlier in development resulting in distinct lineage biases. LaTP is more similar to SynTII, while LaTP2 is more similar to SynTI and S-TGC. Understanding the specification and heterogeneity of labyrinth progenitors will be an important undertaking given that early defects are likely to have large effects in proportion of terminally differentiated trophoblast resulting in embryonic defects and ultimately reduced viability.

Tracking differentiation from the LaTP populations identified previously unknown precursor populations along differentiation to SynTI and S-TGC. Profiling differentiation to SynTII confirmed previous work demonstrating the role of Wnt signaling in specification and efficient differentiation of SynTII, both in vivo and in vitro (Zhu et al., 2017; Matsuura et al., 2011). However, such detailed information and derivation protocols did not exist for SynTI or S-TGC. SynTI precursor cells strongly upregulated Egf signaling members *Tgfa* and *Eps8*. Additionally, expression of Egf ligands by mature SynTI and *Egfr* by LaTP 2, SynTII, and S-TGC underscore the centrality of Egf signaling to labyrinth development and function. While Egfr loss or mutation in vivo causes labyrinth disorganization, the deciphering of mechanism has been confounded by defects in junctional zone cells and strain-specific variation (Du et al., 2004; Strunk et al., 2004; Dackor et al., 2009; Lee and Threadgill, 2009). In human trophoblast, EGF has been shown to stimulate differentiation to SynT in vitro and decreased EGFR phosphorylation is associated with intrauterine growth restriction (Morrish et al., 1987; Fondacci et al., 1994). Given the redundancy of Egf ligands, a careful temporal and cell-type-specific dissection of the loss of *Egfr* will be necessary to separate the multiple functions of Egf signaling in placental development and health.

Pseudotemporal ordering along the S-TGC trajectory implicated Lif-Stat3 signaling evidenced by increasing expression of *Lifr* and supported by high activity of the predicted *Stat3* regulon by SCENIC. Loss of *Lifr* results in disorganization of the labyrinth and dramatically enlarged non-functional maternal blood sinuses lined by multinuclear aggregates, and not S-TGC (Ware et al., 1995). While Lif-Stat3 is also active in the junctional zone, this striking labyrinth phenotype is likely explained by a necessity for Lif signaling in the differentiation, patterning, and/or function of S-TGC. Deciphering how *Lifr* is necessary for S-TGC and the regulation of maternal blood spaces will require genetic manipulation specific to S-TGC. This will be important to understand establishment and maintenance of functional maternal blood spaces which are at the core of common placental diseases like preeclampsia, fetal growth restriction, and diabetic complications (Ware et al., 1995; Roberts and Escudero, 2012).

This study represents the first independent transcript profiling of each SynT layer in vivo. This was achieved by the isolation of nuclei prior to transcriptome capture. These data demonstrate the utility of snRNA-seq in profiling syncytial placental cells without damaging and lengthy enzymatic digestion or single-cell dissociation. Mouse is the most common model for human placentation, even though the species differ in organ morphology, especially with respect to the gas exchange interface. Human placentas have villi that float in a pool of maternal blood. The villi are covered by a single syncytial layer and have no clear S-TGC equivalent. Comparing the transcript profiles of the interface populations in mouse and human will help to understand how the functions of SynTI, SynTII, and S-TGC are distributed across the fewer trophoblast populations of the human placenta. Such information is also likely to provide important insight into how the different structures arose during evolution and which human developmental processes can be effectively modeled in mouse.

In our study of the mouse labyrinth, specific marker genes identified in each layer provide insight into the functions of SynTI versus SynTII. Gene Ontology analysis of SynTI indicates enrichment for membrane associated proteins, including numerous transporters, receptors, and GTPase signaling factors. Many of these proteins, like STRA6, are localized to the apical surface where they transduce signals and uptake nutrients from maternal blood. However, SynTII also expressed many classes of solute transporters and signaling receptors, reflecting the export of molecules to the fetal endothelium. SynT layer-specific expression indicates which transporters are likely involved in uptake from maternal blood (SynTI enriched), export to fetal blood (SynTII enriched), or both (SynTI and SynTII enriched). Transcript data represent the first step in understanding the chain of nutrient transport and inform the critical cell type for targeted therapies for nutrient deficiencies.

Surprisingly, SynTII display unique enrichment for adhesion and junctional proteins, likely necessary to support frequent gap junctions on the border with SynTI and robust attachment to the basal lamina, respectively. Notably, several laminin, integrin, and collagen subunits are highly expressed. Electron microscopy has demonstrated only one basal lamina exists, which is between SynTII and fetal endothelial cells (Coan et al., 2005). Endothelial cells express a complementary set of extracellular matrix protein subunits (*Col4a1*, *Col5a*2, *Col18a1*), suggesting deposition of this membrane is a coordinated process between these two cell types. Coordinated development between SynTII and the endothelium is also found in a positive feedback loop of necessary growth factors (Wnt and Vegf). These data support an additional role for SynTII as a vascular support cell and likely cell type of origin for many placental vascular abnormalities.

Recent work identified that a surprising proportion of developmental lethal mouse mutants had unidentified placental phenotypes (Perez-Garcia et al., 2018). At least 200 TF defined regulatory networks are active in trophoblast during development. Over 62% of these TFs exhibit developmental lethal phenotypes upon homozygous loss of function but only 8.5% have published placental phenotypes (according to MGI). Candidate regulators were identified in all cell types, including *Zfp110* in LaTP, *Pax2* in SynTI, *Gata1* in SynTII, *Meis1* in S-TGC, and *Etv6* in GCs. For some TFs with strong phenotypes in other organ systems, a methodical analysis of placental morphology may not have been performed or published. For example, *Zfhx3* is predicted to form an autoregulatory loop with *Gcm1* and regulate several genes important to SynTII function. While loss of *Zfhx3* results in developmental lethality and severe growth defects, its role in placental development has not been examined (Sun et al., 2012; Parsons et al., 2015). Several TFs may have not been identified due to overlapping or compensatory roles with other proteins. One such example is *Tcf7l1* and *Tcf7l2*. While highly active in the SynTII, *Tcf7l2* exhibits no placental abnormalities upon knockout. *Tcf7l1*, which is also highly active in LaTP, has demonstrated redundancy with *Tcf7l2* in the skin and it is likely each factor compensates for loss of the other (Nguyen et al., 2009). As the knockout of both factors is lethal prior to the genesis of the labyrinth, conditional deletion in only extraembryonic tissues would be required to investigate their function in the placenta. While conditional or temporal control over deletion may be necessary for other factors inducing early lethality (*Klf5*) or confounding defects in other organ systems (*Gata1*), genetic deletions for almost all identified TFs exist and represent a large resource for immediate study of their effects in placental development.

In summary, this study represents a compendium of mouse placental labyrinth development from E9.5 through E14.5. These data provide a lens through which to better understand congenital defects, environmental and nutrient deficiencies, and species-specific differences in development and function.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*Mus musculus*)	C57BL/6J Mice	https://www.jax.org/strain/000664	000664	6–12 weeks old
Commercial assay or kit	Nuclei isolation Kit: Nuclei EZ Prep	Sigma-Aldrich	NUC101-1KT	
Antibody	E-cadherin Monoclonal antibody (ECCD-2)	Thermofisher Scientific	13–1900	IF (1:250)
Antibody	Human/mouse NCAM-1/CD56 Polyclonal antibody	R and D Systems	AF2408-SP	IF (1:25)
Antibody	Anti-EpCAM Polyclonal antibody	Abcam	ab71916	IF (1:1000)
Antibody	Anti-Stra6 Polyclonal antibody	Sigma-Aldrich	ABN1662	IF (1:100)
Antibody	Anti-Igf1r Polyclonal antibody	R and D Systems	AF305	IF (1:50 w/ antigen retrieval)
Antibody	Anti-Slco2a1 Polyclonal antibody	Atlas Antibodies	HPA013742	IF (1:25 w/ antigen retrieval)
Antibody	Anti-Lepr Polyclonal antibody	R and D Systems	AF497	IF (1:200)
Antibody	Anti-Pcdh12 Polyclonal antibody	Abcam	ab113720	IF (1:25 w/ antigen retrieval)
Antibody	Anti-Podxl Polyclonal antibody	R and D Systems	AF1556	IF (1:25)
Antibody	Anti-Pecam1 Polyclonal antibody	Abcam	ab23864	IF (1:50)
Antibody	Anti-Vegfa Polyclonal antibody	Abcam	ab51745	IF (1:50)
Antibody	Anti-Met Polyclonal antibody	R and D Systems	AF276	IF (1:100)
Antibody	Anti-Egfr Polyclonal antibody	R and D Systems	AF1280	IF (1:100)
Antibody	Anti-Gata1 Monoclonal antibody	Cell Signaling	3535	IF (1:100)
Antibody	Anti-Hbegf Polyclonal antibody	R and D Systems	AF8239	IF (1:20)
Software, algorithm	R	https://www.r-project.org/		
Software, algorithm	ImageJ	ImageJ (http://imagej.nih.gov/ij/)		
Software, algorithm	Seurat (3.1.3)	https://satijalab.org/seurat/		
Software, algorithm	cellranger (3.0.2)	https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/feature-bc		
Software, algorithm	CellPhoneDB	https://www.cellphonedb.org/		
Software, algorithm	SCENIC	https://github.com/aertslab/SCENIC		
Software, algorithm	ClusterProfiler	https://guangchuangyu.github.io/software/clusterProfiler/		
Software, algorithm	Slingshot	https://github.com/kstreet13/slingshot		
Software, algorithm	scVelo	https://github.com/theislab/scvelo		
Software, algorithm	FlowJo	https://www.flowjo.com		

### Animal husbandry

All mice were maintained according to the UCSF guidelines and the Laboratory Animal Resource Center standards. All experiments were reviewed and approved by the UCSF Institutional Animal Care and Use Committee. To generate all placentas C57Bl/6J males between 3 and 6 months of age were bred to C57Bl/6J females between 6 and 12 weeks of age (Jackson Laboratory, Bar Harbor, ME). Developmental staging was assessed by days post coitum (dpc) and confirmed by embryo morphology.

### Placental dissection

Each placenta sample was dissected in 1x PBS at 4**°**C. The yolk sac and allantois were removed from the basal chorionic plate using forceps. The outermost layers of the decidua were also removed, taking care to not disrupt the cells of the labyrinth or junctional zone of the fetal placenta. Sample passing these criteria were used in nuclei isolation below.

### Nuclei isolation

Whole dissected placental samples were placed in a 40 mm plastic dish with 1 mL of Nuclei EZ lysis buffer (Sigma-Aldrich, St.Louis, MO - NUC-101) and reduced to small pieces of tissues (<1 mm) using a razor blade. The solution containing the tissue was then transferred to a dounce homogenizer and 1 mL of Nuclei EZ lysis buffer added. The nuclei were lysed into solution by 10 strokes of the loose pestle (A) and 10 strokes of the tight pestle (B). Using a wide bore pipette the solution was transferred to a 15 mL falcon tube, 2 mL of Nuclei EZ lysis buffer added, and incubated on wet ice for 5 min with gentle mixing with a pipette. The solution was then passed through a 35 µM filter and centrifuged at 500 g for 5 min at 4**°**C. The resulting supernatant was removed, the pellet gently resuspended in 1.5 mL of Nuclei EZ lysis buffer and incubated on ice for 5 min, then centrifuged at 500 g for 5 min at 4**°**C. The supernatant was removed and 1 mL of Nuclei Wash and Resuspension Buffer (1x PBS, 1.0% BSA, 0.2 U/μL RNase Inhibitor) added without mixing or resuspension and incubated on ice for 5 min. After the incubation an additional 1 mL of Nuclei Wash and Resuspension Buffer was added and the pellet gently resuspended. The solution was then centrifuged at 500 g for 5 min at 4**°**C (in a swinging bucket rotor to prevent nuclei adhering to the sides of the tube), the supernatant discarded, and the nuclei resuspended in 1 mL of Nuclei Wash and Resuspension Buffer. This final nuclei solution was passed through a 35 µM filter and nuclei visually inspected on a hemocytometer to assess, morphology, damage, and aggregation. Finally, 1 μL of DAPI stock solution (10 μg/mL) was added to the nuclei solution in preparation for FACS.

### FAC-sorting of nuclei into 10x genomic reagents for transcriptome capture

All cell sorting was performed on a FACS Aria II (BD Biosciences, San Jose, CA) using a 70 µM nozzle. Nuclei sorting was performed according to steps outlined here - https://www.protocols.io/view/frankenstein-protocol-for-nuclei-isolation-from-f-3fkgjkw/abstract.

Nuclei were sorted in the nuclei wash and Resuspension Buffer (described above) plus DAPI. 17,500 nuclei yielding a strong DAPI signal and DNA content profile were sorted into one well of a 96-well plate containing 10x Genomics V3 GEM mastermix without RT Enzyme C (20.0 μL RT Reagent Mix, 3.1 μL Template Switch Oligo, 2.0 μL Reducing Agent B, 27.1 μL nuclease free H2O). The volume of 17,500 sorted nuclei was previously established to be 19.5 μL. Immediately post sorting 8.3 μL of RT Enzyme C (10x Genomics, Pleasanton, CA) was added to the sample, and transcriptome collection on the 10x Chromium V3 platform performed.

### Single-cell RNA sequencing and analysis

To capture the transcriptome of individual nuclei we used the Chromium Single Cell 3' Reagent V3 Kit from 10X Genomics. For all samples 17,500 nuclei were loaded into one well of a Chip B kit for GEM generation. Library preparation including, reverse transcription, barcoding, cDNA amplification, and purification was performed according to Chromium 10x V3 protocols. Each sample was sequenced on a NovaSeq 6000 S4 to a depth of approximately 20,000–30,000 reads per nucleus. The gene expression matrices for each dataset was generated using the CellRanger software (v3.0.2 - 10x Genomics). A custom premRNA GTF was generated to create an intron–exon reference according to 10x Genomics recommendations and all reads aligned to mm10 using STAR. (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references). The counts matrix was thresholded and analyzed in the package Seurat (v3.1.3). Nuclei with fewer than 500 or greater than 4000 unique genes, as well as all nuclei with greater than 0.25 percent mitochondrial counts, were excluded from all subsequent analyses. For each sample, counts were scaled and normalized using ScaleData and NormalizeData, respectively, with default settings and FindVariableFeatures used to identify the 2000 most variable genes as input for all future analyses. PCA was performed using RunPCA and significant PCs assessed using ElbowPlot and DimHeatmap. For individual analysis of each sample the number of PCs and the resolution parameter of FindClusters can be found in Supplementary file 1. Dimensionality reduction and visualization using UMAP was performed by RunUMAP. Differentially expressed genes were identified using FindAllMarkers. Integration of each timepoint into one dataset was performed using FindIntegrationAnchors and IntegrateData, both using 20 dimensions (after filtering each dataset for number of genes, mitochondrial counts, and normalizing as described above). Data scaling, PCA, selection of PCs, clustering and visualization proceeded as described above using 20 PCs and a resolution of 0.6. Each cluster was analyzed and clusters containing abnormal UMI and co-expression of multiple cell-type-specific genes were determined to be enriched for doublets and removed from downstream analysis. The number of nuclei excluded represented an estimated doublet rate of ~3.9%. To generate the trophoblast only dataset, data from each timepoint was subset for only trophoblast clusters using the function SubsetData based upon annotations from marker genes identified by FindAllMarkers. Integration of the trophoblast only dataset was performed using the same integration methods above (using 20 dimensions for FindIntegrationAnchors and IntegrateData, and 20 PCs and a resolution of 0.6 for FindClusters and RunUMAP). Differentially expressed genes for each integrated dataset were identified using FindAllMarkers.

### Slingshot

We used the Slingshot package to order cells for each SynTI, SynTII, and S-TGC lineage in pseudotime. Each lineage was subset and the 1000 most variable genes identified and used as input into the generalized linear model (GAM package). Expression is plotted for the top 200 most variable genes along each lineage and included in Supplementary data.

### scVelo

RNA velocity analysis was applied to the entire conglomerate dataset using Velocyto to generate spliced and unspliced reads for all cells. This dataset was then subset for the trophoblast dataset introduced in Figure 2. The scVelo stochastic model was run with default settings and subset by each timepoint. The magnitudes were calculated from the UMAP cell embeddings.

### Differential expression between timepoints

To account for the different number of nuclei recovered within a cluster at each timepoint, we downsampled to the least number of cells collected and performed differential expression using FindMarkers function and repeated this for 100 random permutations of nuclei. Only genes found to be significant (adj. p-value<0.05) in all 100 permutations were retained in the final list of differentially expressed genes. To retain the power in the larger clusters we did not downsample all clusters to the same size. Therefore the number of differentially expressed genes between timepoints cannot be compared between clusters.

### Gene ontology analysis

Gene Onotology analysis was performed with clusterProfiler enrichGO function. The simplify function within this package was used to consolidate hierarchically related terms using a cutoff of 0.5. Terms were considered significantly enriched with an adjusted P-value of less than 0.05.

### CellPhoneDB

Cluster annotations and counts data were used as input for CellPhoneDB with default settings (minimum of 10% of nuclei in a cluster expressing a gene, a p-value cutoff of 0.05, and 10 permutations). The databases of receptor–ligand interactions were generated for human proteins, not for mouse. As such, we performed this analysis using orthogonal genes between species (a total of 724 genes in the CellPhoneDB receptor–ligand databases). However, this does not account for differences in receptor–ligand interactions that may be different between mouse and human. Raw data were analyzed and heatmaps generated in R using modified scripts from CellPhoneDB. For heatmaps, the mean values of each significant receptor–ligand pair are shown, and we do not consider non-significant interactions, these have been given the mean value of zero.

### Immunofluorescence

Placentas for cryosectioning were fixed in 4% PFA at 4**°**C for 8 hr, washed in 1x PBS, then submerged in 30% sucrose overnight at 4**°**C prior to embedding in OCT medium. Placentas were sectioned at 10 µM for all conditions. In brief, slides were washed in 1x PBST (1x PBS, 0.05% Tween-20), blocked for 1 hr (1x PBS 5% donkey serum + 0.3% TritonX), incubated in primary antibody diluted for 3 hr at room temperature (or overnight at 4**°**C), washed in 1x PBST, incubated in secondary antibody (Alexafluor 488, 594, and 680) for 1 hr at room temperature, incubated in DAPI for 10 min at room temp, washed in 1x PBST, and mounted and sealed for imaging. Any antigen retrieval was performed prior to the blocking step by heating the slides in a 1x citrate buffer with 0.05% Tween-20 at 95C for 30 min. All antibodies and the dilutions are listed in the key resources table. All immunofluorescence staining was performed in n = 3 biological replicates (three distinct placentas) and representative image is shown.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE152248. Processed data as R objects are available at figshare (https://figshare.com/projects/Single_nuclei_RNA-seq_of_mouse_placental_labyrinth_development/92354). The following dataset was generated: MarshBPBlellochRH2020Single nuclei RNA-seq of mouse placental labyrinth developmentNCBI Gene Expression OmnibusGSE15224810.7554/eLife.60266PMC766927033141023

## Additional files

Supplementary file 1. Sample information and processing. Contains information of the number of nuclei captured at each timepoint and the processing information for each dataset (number of Principal Components and the resolution parameters used for cluster/integration)

Supplementary file 2. Number of nuclei captured per cluster complete dataset. Breakdown of the number of nuclei collected at each timepoint for each cluster identified in the dataset used in Figure 1. Also, provided is the percent of the total nuclei assigned to each cluster captured at each timepoint. Finally, these data are normalized to the number of nuclei captured at each timepoint so that comparisons may be made with in a cluster across timepoints.

Supplementary file 3. Number of nuclei captured per cluster trophoblast dataset. Breakdown of the number of nuclei collected at each timepoint for each cluster identified in the trophoblast dataset used in Figures 2–6. Also, provided is the percent of the total nuclei assigned to each cluster captured at each timepoint. Finally, these data are normalized to the number of nuclei captured at each timepoint so that comparisons may be made with in a cluster across timepoints.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

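The data are RNA profiles of single nuclei from the mouse placental labyrinth and the junctional zone attached to it, in 4 libraries, 1 for each embryonic day. Placentas came from C57Bl/6J mice. The outer layers of the decidua were removed, and nuclei were released with a dounce homogenizer and sorted by DAPI. Libraries were made with the 3' chemistry of 10x Genomics, in which a unique molecular identifier (UMI) marks each molecule. The paper and the submitters' processing notes name STAR 2.6, the mm10 genome, a reference that includes introns, Cell Ranger 3.0.2 for the UMI counts and Seurat 3.1.3 for the nuclei. The authors filtered nuclei on the number of genes and the share of mitochondrial UMIs, removed clusters that they took for doublets, integrated the embryonic days, clustered all nuclei, and clustered the trophoblast nuclei again. A check of the deposited nuclei found 501 to 3999 genes per nucleus and at most 0.2496% of UMIs from 13 mitochondrial genes. No nucleus was filtered or clustered anew and no doublet caller was run.

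The matrices that the authors deposited hold natural log values, ln(1 + 10000 × UMIs of a gene / UMIs of the nucleus), for 21513 genes. Because 1 UMI has the same worth for every gene of a nucleus, the UMI counts could be recovered, and 100% of the values came out whole within 0.001 of a count. The values in the matrices are therefore treated as a log scale, while sums, shares and tests use the recovered UMIs. The design set before the data were examined had assumed deposited counts and a count test, and limma took its place. In order of embryonic day the libraries hold 4124, 6937, 6780 and 9485 nuclei, 11805599, 19866467, 18868222 and 27251333 UMIs and medians of 2552, 2461, 2131 and 2350 UMIs per nucleus. Their trophoblast matrix holds 2693, 4229, 3800 and 6114 nuclei, 7829056, 12906384, 8902010 and 19451452 UMIs and medians of 2591, 2680, 2017 and 2718. Of all nuclei, 40, 232, 474 and 108 had under 1000 UMIs. Cell types are the 27 clusters of all nuclei and the 13 clusters of trophoblast nuclei in the authors' deposited annotation, and each library's embryonic day comes from its label and the paper.

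UMIs were summed over the nuclei of each cluster in each library, for sums of at least 10 nuclei. Levels are given as CPM, the UMIs of a gene scaled to the same total in every sum, as mean and SD over libraries. Genes with at least 10 counts at the median depth in enough sums and at least 15 in all were tested with limma 3.58.1 in R 4.3.3, on log2 CPM with 0.5 counts added and voom weights, scaled by TMM factors computed from the recovered UMIs, with the library as a block and Benjamini-Hochberg adjustment over the genes tested at a threshold of 0.05. Sums of the same library deviated together: after the cluster means were taken out their correlation had a median of 0.407 over 300 pairs (0.147 to 0.754), against -0.196 over 975 pairs from different libraries, and clusters of a library come from the same tissue, which is why the block was kept. The clusters were drawn by the authors on the same nuclei, so that an adjusted p between clusters measures how constant a difference was over the libraries, and nothing shows that these came from separate litters. For 39 gene lists written beforehand, the members past the threshold were counted over all genes and over the list alone, and each list was compared with the other genes by camera of limma, with a preset correlation of 0.01 and with an estimated correlation. Gene coordinates are those of GENCODE on GRCm38, the assembly that mm10 names.

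Between embryonic days there is 1 library each, so no gene was tested. Ratios of days are log2 ratios of CPM with 0.5 counts added for genes with at least 50 UMIs over both sums, with 95% Poisson intervals, and a list's median was placed among 10000 random lists drawn from 20 bins of expression, with 1000 Poisson redraws for its interval. Shares of nuclei have exact 95% binomial intervals, a count of 0 is given with the limit that 3 counts set, and both cover counting error only. Shares of nuclei with a UMI were taken after thinning every nucleus to 1000 UMIs, leaving out shallower nuclei, with 2000 UMIs and no thinning as alternatives. Free RNA in the droplets was gauged from cell types that should lack a gene, such as endothelium for genes of the junctional zone. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for everything outside limma.

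Genes named in the text follow a rule. They are the genes that the paper names in the sentence, paragraph or panel, the 10 largest positive and 10 largest negative log2 fold changes per comparison among called genes with the same sign in every library and a mean of at least 50 CPM (predicted genes left out), and up to 4 members of a described list with the largest changes past the threshold. Between days they are the 10 largest and 10 smallest ratios, leaving out predicted genes, genes of X inactivation and Y-linked genes. The paper's tables had been seen when the rule was written. The tests behind the counts of genes and the list tests were tried in 7 comparisons on simulated counts drawn for the real genes, with 200 genes changed at a dispersion of 0.05. The dispersion was set and not estimated from the data, the other genes had no difference between clusters, and each fold was the same in every library. Recovered and false shares therefore do not cover differences that vary between libraries. No simulation was made of the fits of all clusters, the tests of early against late libraries, the ratios of days or the shares of nuclei. Of genes changed 2-fold and 4-fold, 52.6% and 95.9% were recovered for SynTII against SynTI and S-TGC (8970 genes, 2.04% of calls false), 34.1% and 95.2% for LaTP against LaTP2 (7970 genes, 12.7%), 21.1% and 83.9% for GC against SpT (9932 genes, 1.01%) and 71.0% and 97.9% for endothelium against labyrinth trophoblast (9905 genes, 5.92%). For the mature clusters against their progenitors they were 50.6% and 96.7% in SynTII (5495 genes, 10.7% false), 46.4% and 99.0% in SynTI (8308 genes, 8.39%) and 46.8% and 94.9% in S-TGC (8652 genes, 6.80%). The false share was above the aim of the threshold in the comparisons of LaTP with LaTP2, of the mature clusters with their progenitors and of endothelium.

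Alternatives tried were median-of-ratios scaling, no filter on low counts, sums of at least 30 nuclei, nuclei under 1000 UMIs left out, all clusters in 1 fit, no library block, a fold of at least 2, each library left out in turn, other reference days, other denominators and other depths. Limma-trend without weights and means of the deposited ln values were added after the data had been seen. The paper's RNA velocity, gene ontology, CellPhoneDB and SCENIC results and its staining were not analysed here.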

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

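The tests of early against late libraries, of free RNA for Xist, the prolactin genes and Malat1, and of Xist transcription in male nuclei were chosen only after the result was seen. For some genes named in the text, the difference between an interface cluster and the other 2 interface clusters had one sign at E9.5 and E10.5 and the other at E12.5 and E14.5. Only the change of the difference was tested, not its direction in either pair, as an interaction in limma with 4 residual degrees of freedom. In S-TGC, the prolactin receptor Prlr changed most, by -3.20 (standard error 0.48, adjusted p = 0.0049, limma) on the log2 scale, with differences of 2.27, 1.19, -0.88 and -1.97 in order of embryonic day. The BMP effector Smad1, the BMP receptor Bmpr1a and the ephrin ligand Efnb2 changed upward in S-TGC, by 2.44 (standard error 0.59, adjusted p = 0.035, limma), 1.36 (standard error 0.27, adjusted p = 0.015, limma) and 1.49 (standard error 0.36, adjusted p = 0.035, limma), with differences of -1.57, -0.44, 0.61 and 2.10 for Smad1, -0.29, -0.05, 1.14 and 1.25 for Bmpr1a and -0.93, -0.69, 0.45 and 0.87 for Efnb2. The cadherin Cdh4 and the EGF receptor substrate Eps8 changed downward there, by -1.70 (standard error 0.35, adjusted p = 0.019, limma) and -1.29 (standard error 0.29, adjusted p = 0.024, limma), with differences of 1.66, 1.42, -0.20 and -0.09 for Cdh4, close to 0 in the late pair, and 0.41, 0.51, -0.62 and -1.003 for Eps8. In SynTI, Efnb2 changed by -1.87 (standard error 0.32, adjusted p = 0.022, limma), with 1.92, 1.53, -0.07 and -0.29. In SynTII, Cdh4 changed by 2.71 (standard error 0.44, adjusted p = 0.024, limma), with -2.52, -1.32, 0.83 and 0.82, and the trophoblast factor Tead4 by 2.00 (standard error 0.38, adjusted p = 0.037, limma), with -1.29, -0.48, 0.90 and 1.31. These comparisons share the same clusters, so a change in 1 cluster also moves the comparisons of the others the opposite way. Efnb2 and Cdh4, each listed under 2 clusters, are therefore not separate results, and the test does not tell which cluster changed. Over all 8901 genes tested, the change passed for 346 genes in S-TGC (109 with opposite signs in the 2 pairs), 72 in SynTI (22) and 34 in SynTII (11). Prl3b1 in S-TGC is among these, at 2.18 (standard error 0.46, adjusted p = 0.021, limma), but S-TGC held 0 of its UMIs at E9.5, so that the sign there rests on the 0.5 counts added and no turn is shown. The early libraries are Xist-positive and the late ones Uty-positive, so this test does not separate embryonic day from sex, and both stay open.

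Xist, which the paper uses to tell maternal from fetal nuclei, was above the limit of a count of 0 in trophoblast of the Uty-positive libraries, at 88.7 CPM at E12.5 and 14.5 CPM at E14.5. Decidual nuclei assigned to trophoblast clusters are argued against as the whole source, since 13.4% of the 771 Xist UMIs of trophoblast at E12.5 lay in nuclei with at least 4 of them (11 nuclei), although 0.485% would be expected from a spread by depth. Free RNA from the decidua predicts that Xist stands at the same percentage of its decidual level as other decidual genes, and in trophoblast it stood close to that, at 4.88% against a median of 5.34% over 18 genes at E12.5 and 0.792% against 0.827% over 20 at E14.5. In fetal mesenchyme, Xist was 0.681 and 0.619 of that median, so the test does not settle free RNA there, and what keeps it open is this shortfall. Transcription of Xist in male nuclei would put Xist above the other decidual genes, and with 0.619 as the lowest of the 4 ratios and 0.958 as the highest it was in none of these 4 groups above them. The endothelial group had more Xist at E12.5, 309.6 CPM (217 CPM in cluster 3 alone), and was not compared with decidual genes.

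Prolactin and pregnancy-specific glycoprotein genes were above the limit of a count of 0 in S-TGC at E14.5, with 567 CPM for Prl3b1, 546 CPM for Prl2b1, 171 CPM for Prl8a9, 126 CPM for Prl7a2, 132 CPM for Psg23, 90.3 CPM for Psg27 and 81.2 CPM for Psg21. Free RNA from the junctional zone is argued against for Prl2b1 and Prl3b1, whose UMIs per nucleus in S-TGC were 5.08 and 4.63 times the highest of SynTI, SynTII and endothelium, and whose CPM 2.22 and 2.03 times, and nuclei of the junctional zone or doublets are argued against by the tenth of S-TGC nuclei richest in these genes, which held 1.05 times the S-TGC markers Lepr, Nos1ap and Podxl of the others (median, 40 against 351 nuclei). A rise of Prl2b1 and Prl3b1 within S-TGC late in gestation thus stays open as a hypothesis, found and tested in the same library, in which day and sex go together. For Prl8a9 and Prl7a2, with 1.02 and 0.891 times the UMIs of that highest cluster, and for the Psg genes, with 0.884 to 0.983 times its UMIs and a median of 0.404 times its CPM, the values are consistent with free RNA.

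Malat1, a nuclear long non-coding RNA, took 14.8% of all UMIs at E12.5, well above the other libraries, where its share was between 1.09% and 3.14%. Of the 2790852 Malat1 UMIs at E12.5, 2445211 lay in the 1633 decidual nuclei of that library. The high share of the library thus lay mostly in decidual nuclei, which were 24.1% of its nuclei. Their level was not particular to this library, at 306639 CPM at E10.5, 306710 CPM at E12.5 and 227184 CPM at E14.5. In trophoblast at E12.5 it stood at 28785 CPM against a median of 11327 CPM in the other libraries. The percentage of decidual level that other decidual genes reached, added to that median, predicts 27713 CPM, and observed over expected was 1.04 in trophoblast and 0.958 in fetal mesenchyme, which is consistent with free RNA from decidual nuclei. A change of Malat1 with embryonic day within a group of nuclei was not tested, since each day has 1 library, and stays open.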

How the results depend on the processing

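Limma-trend without weights and means of the deposited ln values are the tests that were chosen only after the result was seen. The quasi-likelihood F test of edgeR, planned as the main test, and DESeq2, planned as an alternative, were not run on the recovered counts. All 11 counts of genes past the threshold stayed within 1.5 times their value under median-of-ratios scaling, with nuclei under 1000 UMIs left out and without the E9.5 library. The counts for LaTP against LaTP2 (348 higher and 318 lower) were the least firm and moved under most settings. Of 455 named results (a gene in a comparison), over all settings, 5431 calls kept their direction and side of the threshold, 279 were lost, 22 were gained, 19 that had not passed changed sign and none that had passed turned. Most losses came without the library block (70), on means of ln values (59) and with limma-trend (47), and median-of-ratios scaling lost 0. Depth limits the shares of nuclei with a UMI, which follow the UMIs per nucleus, and genes under about 10 counts in a sum, which were not tested. Beyond what each setting itself changes (fewer sums, fewer genes, another denominator or depth), the cause of a difference was not tested.

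Without a filter on low counts 1878 genes were higher in SynTII (main value 1148). With sums of at least 30 nuclei, 582 were higher in LaTP and 564 in LaTP2, the same fit as without the E14.5 library. In 1 fit of all clusters, 2258 were higher in SynTI (1406), 89 in LaTP, 122 in LaTP2 and 1404 in SpT (887). Without the replicate block, 17 were higher in LaTP, 10 in LaTP2 and 617 in GC (1112), and 1552 differed between S-TGC and LaTP2 (3080), while the block moved no other of the 11 counts by over 1.5 times. Genes lower in endothelium, outside these 11, numbered 1774, and 950 without the block, 1073 with limma-trend and 703 at a fold of at least 2. At a fold of at least 2, 926 were higher in SynTI, 960 in S-TGC (1696), 148 in LaTP, 140 in LaTP2 and 1267 in endothelium (2220), and 1311, 2427 and 1525 differed along the SynTII, SynTI and S-TGC lineages (2463, 4069 and 3080). Limma-trend called 0 genes in LaTP and 0 in LaTP2 (332 and 384 at an unadjusted p under 0.05) and 963, 2666 and 2051 along the lineages. On means of ln values limma called 5 in LaTP, 0 in LaTP2 (611 and 291 unadjusted), 587 in GC, 1145 in endothelium and 1199 along the SynTII lineage. These added tests also moved the split of calls. On means of ln values they were 1145 higher and 2556 lower in endothelium (2220 higher and 1774 lower in the main test) and 1777 higher and 604 lower in S-TGC against LaTP2 (1610 higher and 1470 lower), and with limma-trend 646 higher and 317 lower in SynTII against LaTP (1304 higher and 1159 lower). Between GC and SpT, the larger side on means of ln values was SpT, where the main test had GC. Of 59 list calls with a preset correlation in the 9 comparisons behind the 11 counts, 3 held with an estimated correlation, migration and adhesion in S-TGC against LaTP2 and endothelial markers and angiogenic genes in endothelium.

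With each library left out in turn, lowest to highest and the library left out, counts were 714 (E12.5) to 1380 (E9.5) in SynTII, 1118 (E12.5) to 1809 (E9.5) in SynTI, 1104 (E12.5) to 1875 (E9.5) in S-TGC, 58 (E12.5) to 582 (E14.5) in LaTP, 73 (E12.5) to 564 (E14.5) in LaTP2, 548 (E12.5) to 1327 (E10.5) in GC, 367 (E12.5) to 1206 (E10.5) in SpT and 1598 (E10.5) to 2194 (E14.5) in endothelium, and along the SynTII, SynTI and S-TGC lineages 1419 (E10.5) to 2778 (E14.5), 2491 (E10.5) to 4170 (E14.5) and 2107 (E10.5) to 2922 (E14.5). Without E10.5, 216 passed in LaTP and 183 in LaTP2.

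Between days in S-TGC, TMM factors gave list medians of -3.05 for mitosis (-3.45 in the main setting) and 0.74 for GTPase regulators (0.33), 2 counts added gave 5.56 for placental cathepsins (7.53), and genes with at least 100 UMIs gave -2.91 for mitosis. With E10.5 as the early library cathepsins were 4.19 and Ctsr turned to -0.70, the only reversed result, and with E12.5 as the late library mitosis was -1.98, cathepsins 5.07 and GTPase regulators 0.56. Over all nuclei in place of trophoblast, shares at E9.5 and E14.5 were 20.4% and 0.432% for progenitors, 12.6% and 3.24% for labyrinth precursors, 8.12% and 29.8% for mature labyrinth and 3.25% and 20.9% for mature junctional zone, each with the same direction as the main shares. At E9.5 and E14.5, Mki67 had a UMI in 49.4% and 11.2% of progenitors and precursors and 39.4% and 2.63% of other trophoblast after thinning to 2000 UMIs, and in 59.0% and 12.6% of progenitors and precursors and 55.0% and 3.36% of other trophoblast without thinning. At least 2 UMIs over Mki67, Top2a and Cenpf were found in 24.7% and 4.49% of progenitors and precursors and 12.4% and 0.224% of other trophoblast. Met and Egfr occurred together in 9.41% of LaTP2 nuclei thinned to 2000 UMIs, and without thinning in 5.22% of LaTP and 7.54% of LaTP2. Thinned to 1000 UMIs, Xist had a UMI in 98.99% of trophoblast at E9.5, 8.59% at E12.5 and 1.72% at E14.5, and in 78.4% of decidual stroma at E12.5.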

Differences from the paper's values

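No value that the paper states for a measure recomputed here differed from it by over 1.5 times in the main setting. The number of clusters in the deposited annotation is 27 and the trophoblast matrix holds 16836 nuclei. The paper's text gives 1 cluster fewer and a number of trophoblast nuclei with a pair of digits exchanged, and its figure legend gives the number in the matrix. The avg_logFC values of the 11 tables recomputed are differences of ln(mean + 1), so they are natural logs and not log2 values.

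Several directions or restrictions that the paper states differ from the values found here, which come from sums per library where the paper's tests took nuclei as replicates. The paper has Ror2 elevated in SynTII precursors relative to LaTP, together with Lgr5, and the log2 fold changes were 0.27 (standard error 0.36, adjusted p = 0.75, limma) for Ror2, which did not pass, and 2.47 (standard error 0.47, adjusted p = 0.0028, limma) for Lgr5. It has Tcf7l1 maintained from LaTP into the SynTII precursor in one place and decreasing throughout in another, and the value was -1.30 (standard error 0.22, adjusted p = 9.3e-04, limma). Pvt1, stated as maintained in SynTI precursors, was -0.56 (standard error 0.17, adjusted p = 0.038, limma) against LaTP2, a call that several settings end. For markers that the paper has at lower levels in SynTI precursors than in SynTI, the step to SynTI was 0.52 (standard error 0.21, adjusted p = 0.079, limma) for Slc16a1, which passed only without the E14.5 library, and 0.50 (standard error 0.16, adjusted p = 0.029, limma) for Tfrc, while Glis1 and Stra6 were lower in the precursors. Within the SynTI lineage, for which the paper gives Prkce to mature cells only, its rise came at the step into SynTI here too. Outside that lineage, Prkce had a higher mean in S-TGC than in SynTI, 3792 ± 1984 CPM (SD, n = 4) against 1453 ± 845 CPM. Ctsq, given for mature S-TGC only, was 1.74 (standard error 1.16, adjusted p = 0.43, limma) between the S-TGC precursor and S-TGC, where the precursor held 716 ± 1346 CPM, and it passed without the E9.5 or the E14.5 library. The SD above the mean shows that the precursor level differed strongly between libraries. Its share of free RNA was not estimated, and at E14.5 Ctsq stood at 412 CPM in SynTII and 269 CPM in GC. Cdh4, whose high levels the paper gives as exclusive to JZP 1, was highest there (603 ± 259 CPM). It stood at 353 ± 142 CPM in SynTI precursors and 287 ± 254 CPM in LaTP2. Epcam, stated as mostly limited to LaTP among the progenitors, was 0.43 (standard error 0.18, adjusted p = 0.20, limma) between LaTP and LaTP2, and its share of nuclei with a UMI was higher in LaTP. The paper's discussion has both clusters express it. The settings that call it, sums of at least 30 nuclei and the fit without the E14.5 library, keep the same sums and are the same fit.

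In SynTII, for which the paper reports an enrichment of junction genes, 7 of 32 genes of cell junctions were higher and 10 lower than in SynTI and S-TGC (8 higher and 11 lower when adjusted over the list alone), with a list that is not the paper's gene ontology category. Bcl9, listed among genes of SynTII, was 0.61 (standard error 0.33, adjusted p = 0.22, limma) and did not pass, while Gata2 and Tbx3 of the same list did. Plxnd1, named for SynTI, was -1.08 (standard error 0.42, adjusted p = 0.063, limma), and it passed as lower without the replicate block. Nrg1, shown as a ligand from SynTI, differed between SynTI and the mean of the other trophoblast clusters by 0.33 (standard error 0.22, adjusted p = 0.21, limma), while Tgfa and Hbegf were higher in the SynTI lineage. Of the cathepsins given as increasing over time in S-TGC, Ctsr was not higher at E14.5 than at E10.5 (106 and 173 CPM), and Cts3 and Ctsm were at 0.933 and 0.732 times the UMIs per nucleus of endothelium, while Ctsq, Ctsj and Cts6 were higher. Gzmc, named for cluster 22, which the paper gives to T cells, had 3.62 ± 5.79 CPM (SD, n = 4) there and 461 ± 435 CPM in cluster 23, which the paper gives to natural killer cells. The 10 largest folds of cluster 22 included the megakaryocyte and platelet genes Itga2b (7.58), Gp6 (7.51) and Tubb1 (8.07).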

Other observations

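The counts over other splits of the sums and the choice of the genes named from each list were made only after the result was seen, while the gene lists were written before any value of the deposited matrices was seen. Imprinted genes, which are expressed from one parental copy and many of which act in placental growth, were compared between cell types. Against LaTP, SynTII had 13 of 23 higher and 1 lower (13 higher and 1 lower when adjusted over the list alone), led by the organic cation transporters Slc22a3 and Slc22a18, the non-coding RNA Airn and the zinc finger gene cluster member Usp29, with log2 fold changes of 4.53 for Slc22a3, 3.88 for Slc22a18, 2.08 for Airn and 1.62 for Usp29 (standard errors 0.15 to 0.43, adjusted p at most 2.7e-05, limma, the same direction in 4 of 4 libraries). As a list this gave adjusted p = 0.0083 from limma's camera with a preset correlation and adjusted p = 0.16 with an estimated correlation. S-TGC had 4 of 28 higher and 12 lower (5 higher and 14 lower when adjusted over the list alone) than SynTI and SynTII, with -5.05 for Slc22a18, -4.26 for Slc22a3, -2.33 for Plagl1 and -1.50 for Phlda2 (standard errors 0.21 to 0.49, adjusted p at most 4.9e-04, limma, the same direction in 4 of 4 libraries), where Plagl1 is a growth-suppressing transcription factor and Phlda2 a brake on placental growth (adjusted p = 0.087 from limma's camera with a preset correlation and adjusted p = 0.35 with an estimated correlation). In endothelium against labyrinth trophoblast the list had 15 of 31 higher and 6 lower (18 higher and 7 lower when adjusted over the list alone). The largest were the neighbours Meg3, Rtl1, Dlk1 and Mirg of the Dlk1-Dio3 region, with 5.74 for Meg3, 5.60 for Rtl1, 4.88 for Dlk1 and 4.87 for Mirg (standard errors 0.22 to 0.29, adjusted p at most 3.2e-16, limma, the same direction in 4 of 4 libraries), and the list test gave adjusted p = 0.0032 from limma's camera with a preset correlation and adjusted p = 0.068 with an estimated correlation.

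Single genes of ABC transporters and of amino acid transporters differed between the 3 interface clusters. Among ABC genes SynTII had 6 of 23 higher and 1 lower (6 higher and 1 lower when adjusted over the list alone), with 6.22 for Abcb1b, 5.20 for Abcb1a, 2.27 for Abca3 and 1.98 for Abca1 (standard errors 0.31 to 0.34, adjusted p at most 6.3e-04, limma, the same direction in 4 of 4 libraries), where Abcb1a and Abcb1b are paralogs that encode the efflux pump P-glycoprotein and Abca1 exports cholesterol (adjusted p = 0.056 from limma's camera with a preset correlation and adjusted p = 0.26 with an estimated correlation). S-TGC had 1 of 23 higher and 11 lower (1 higher and 11 lower when adjusted over the list alone), with -3.41 for Abcb1b, -2.84 for Abcb1a, -1.99 for Abcd4 and -1.47 for Abcd3 (standard errors 0.23 to 0.42, adjusted p at most 1.9e-04, limma, the same direction in 4 of 4 libraries), the last a peroxisomal transporter (adjusted p = 0.027 from limma's camera with a preset correlation and adjusted p = 0.35 with an estimated correlation). For amino acid transporters, SynTII had 6 of 18 higher and 3 lower (8 higher and 7 lower when adjusted over the list alone), with 5.88 for Slc7a2, 4.97 for Slc7a6, 4.93 for Slc1a5 and 1.92 for Slc38a4 (standard errors 0.15 to 0.36, adjusted p at most 1.1e-06, limma, the same direction in 4 of 4 libraries), carriers of cationic and neutral amino acids. SynTI had 5 of 18 higher and 7 lower (5 higher and 10 lower when adjusted over the list alone), with other members, 4.23 for Slc1a1, 3.17 for Slc38a1, -3.06 for Slc43a2 and 2.75 for Slc7a7 (standard errors 0.21 to 0.47, adjusted p at most 1.9e-04, limma, the same direction in 4 of 4 libraries), where Slc1a1 carries glutamate. S-TGC had 5 of 18 higher and 11 lower (5 higher and 11 lower when adjusted over the list alone), with -3.39 for Slc7a2, -3.17 for Slc1a5, -3.03 for Slc7a6 and -2.99 for Slc7a5 (standard errors 0.26 to 0.47, adjusted p at most 2.3e-04, limma, the same direction in 4 of 4 libraries). The amino acid list as a whole did not stand apart in SynTII, SynTI or S-TGC (camera of limma, adjusted p = 0.16, 0.88 and 0.17 with a preset correlation). Among genes of cytoplasmic ribosomal proteins, SynTII against LaTP had 0 of 33 higher and 6 lower (0 higher and 4 lower when adjusted over the list alone), with adjusted p = 0.011 from limma's camera with a preset correlation and adjusted p = 0.11 with an estimated correlation for the list. SynTI against LaTP2 had 0 of 67 higher and 38 lower (0 higher and 38 lower when adjusted over the list alone), with -1.79 for Rpl22, -1.52 for Rps12, -1.43 for Rpl35 and -1.15 for Rpl12 (standard errors 0.21 to 0.35, adjusted p at most 0.0037, limma, the same direction in 4 of 4 libraries) and, for the list, adjusted p = 1.3e-05 from limma's camera with a preset correlation and adjusted p = 0.51 with an estimated correlation. S-TGC against LaTP2 had 0 of 70 higher and 24 lower (0 higher and 24 lower when adjusted over the list alone), with -1.38 for Rpl27, -1.14 for Rpl35, -1.09 for Rps23 and -1.06 for Rps26 (standard errors 0.23 to 0.38, adjusted p at most 0.025, limma, the same direction in 4 of 4 libraries) and, for the list, adjusted p = 2.5e-05 from limma's camera with a preset correlation and adjusted p = 0.50 with an estimated correlation. In S-TGC, Rpl35 did not pass without the E12.5 library (-0.87), with sums of at least 30 nuclei or with all clusters in 1 fit, Rpl35 and Rpl27 did not without the replicate block, and Rpl35 and Rps26 did not without voom weights or on means of ln values. In SynTI, Rpl35, Rps12 and Rpl22 did not pass without voom weights, nor Rpl35 and Rps12 on means of ln values. The counts are of RNA in nuclei.

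Whether other groupings of the same sums give as many genes was counted. The library pairs the sums, so the real split was compared with those that part the clusters within every library. The share of splits with as many genes was under 0.05 for 4 of the 11 counts. It does not exclude chance, because the authors drew the clusters on the expression of the same nuclei and splits that mix clusters then give fewer genes by design. For SynTII (1148 genes) 3 of 81 splits gave as many, the real one and those that set apart all of SynTI or all of S-TGC, with 1696 as the highest other and 244 among splits that mix clusters. For SynTI (1406) they were 2 of 81, with 1696 and 240, and for S-TGC (1696) 1 of 81, with 1406 and 244. In endothelium (2220) it was 1 of 99 drawn, with 1102. For the other 7 counts the splits, 8 or, for GC and SpT in 3 libraries, 4, are too few for a share under 0.05. The real split gave the most genes, with highest others of 18 for LaTP (348) and LaTP2 (318), 1452, 1932 and 340 between progenitors and SynTII (2463), SynTI (4069) and S-TGC (3080) and 0 for GC (1112) and SpT (887), from limma at the adjusted threshold. Splits that put both sums of a library on the same side differ in that they break this pairing, and none of those that could be fitted gave as many genes. Over all splits the highest others were 18 for LaTP and LaTP2 (32 splits) and 1547 for SynTII and LaTP (35).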
